# Distinct Metabolic Signals Underlie Clone by Environment Interplay in “Nebbiolo” Grapes Over Ripening

**DOI:** 10.3389/fpls.2019.01575

**Published:** 2019-12-04

**Authors:** Chiara Pagliarani, Paolo Boccacci, Walter Chitarra, Emanuela Cosentino, Marco Sandri, Irene Perrone, Alessia Mori, Danila Cuozzo, Luca Nerva, Marzia Rossato, Paola Zuccolotto, Mario Pezzotti, Massimo Delledonne, Franco Mannini, Ivana Gribaudo, Giorgio Gambino

**Keywords:** candidate gene expression, clones, RNA-seq, secondary metabolism, sugar signalling, *Vitis vinifera*

## Abstract

Several research studies were focused to understand how grapevine cultivars respond to environment; nevertheless, the biological mechanisms tuning this phenomenon need to be further deepened. Particularly, the molecular processes underlying the interplay between clones of the same cultivar and environment were poorly investigated. To address this issue, we analyzed the transcriptome of berries from three "Nebbiolo" clones grown in different vineyards, during two ripening seasons. RNA-sequencing data were implemented with analyses of candidate genes, secondary metabolites, and agronomical parameters. This multidisciplinary approach helped to dissect the complexity of clone × environment interactions, by identifying the molecular responses controlled by genotype, vineyard, phenological phase, or a combination of these factors. Transcripts associated to sugar signalling, anthocyanin biosynthesis, and transport were differently modulated among clones, according to changes in berry agronomical features. Conversely, genes involved in defense response, such as stilbene synthase genes, were significantly affected by vineyard, consistently with stilbenoid accumulation. Thus, besides at the cultivar level, clone-specific molecular responses also contribute to shape the agronomic features of grapes in different environments. This reveals a further level of complexity in the regulation of genotype × environment interactions that has to be considered for orienting viticultural practices aimed at enhancing the quality of grape productions.

## Introduction

Recent climate changes have seriously been challenging agricultural ecosystems across the planet by causing dramatic alterations on the environment where crops are grown (Rosenzweig et al., 2014; Wolkovich et al., 2018). These events negatively impact quality traits of fruit crops, such as wine grape cultivars, that are overall more appreciated for their unique secondary metabolites rather than for high quantitative yields (Ferrandino and Lovisolo, 2014). *Vitis vinifera* is one of the most sensitive species to environmental variations and it shows a broad array of adaptation strategies (Ahuja et al., 2010; Lovisolo et al., 2016), often relying on the genotype of the cultivar and/or rootstock used (Ollat et al., 2015; Chitarra et al., 2017). Another aspect deserving attention is that the majority of grape varieties are characterized by high phenotypic plasticity, a property associated to the capacity of a genotype to respond to different ambient conditions by shaping and/or changing its phenotypical traits (Sultan, 2010). Phenotypic plasticity plays a crucial role in modulating the physiological performances of cultivars across different growing regions, and in determining the agronomic features associated to berry quality. Indeed, the primary and secondary metabolisms governing the final composition of grapes strictly depend on the dynamic cross-talk between vines and surrounding environment (Dai et al., 2011; Hannah et al., 2013; Teixeira et al., 2013; van Leeuwen et al., 2013a; Anesi et al., 2015).

In the last years, more and more researches were addressed to investigate factors controlling berry development and quality (Kuhn et al., 2014). A large set of biochemical and physiological changes take place throughout the distinct phases typically characterizing berry ripening (Coombe and McCarthy, 2000; Conde et al., 2007). Mounting evidence indicates that the progression of berry development is driven by a network of regulatory signals associated to transcriptional reprogramming events (Zenoni et al., 2010; Fasoli et al., 2012), extremely sensitive to external factors (Kuhn et al., 2014; Serrano et al., 2017). In order to optimize sustainability of viticulture production, it is of great interest to deepen how grapevine genotypes and environmental cues interact each other, by identifying the biological processes that most affect resiliency mechanisms and quality yields of grapes (Dûchene et al., 2010). Many studies have explored how grapevine cultivars respond to different growing and climate conditions (Anesi et al., 2015; Ghan et al., 2015; Young et al., 2016; Massonnet et al., 2017; Dal Santo et al., 2018), thus disclosing the high molecular complexity of genotype × environment interactions (Dal Santo et al., 2013; Dal Santo et al., 2016). Nevertheless, other efforts are needed to boost our understanding of how plants can reprogram themselves to survive in a context of high environmental variability (Ahuja et al., 2010).

Existing literature only takes into account responses of either different cultivars within the same growing areas (Degu et al., 2014; Massonnet et al., 2017) or single clone/cultivars among multiple viticultural sites (Cramer et al., 2014; Dal Santo et al., 2016; Paim Pinto et al., 2016). With the exception of works concerning the analysis of clonal variability in terms of berry composition and wine quality (Ferrandino and Guidoni, 2010; van Leeuwen et al., 2013b; Pantelić et al., 2016), little is known on molecular processes tuning the interplay between different clones (vegetatively propagated lines of selected mother plants) of the same cultivar and environment. Further information on this topic would be crucial to decipher plastic responses mediated by epigenetic modifications (Zhang et al., 2013) in turn affecting gene expression (Eichten et al., 2014). Those molecular events are of particular relevance in clonal populations, in which they constitute a strategy of environmental adaptation alternative to genetic recombination (Verhoeven and Preite, 2014; Dodd and Douhovnikoff, 2016). However, the study of epigenetic phenomena underlying the interplay between long-living plants, such as grapevine, and environment is still at the beginning (Fortes and Gallusci, 2017). The analysis of epigenetic variations in *V. vinifera* was applied to the identification of commercial clones (Ocaña et al., 2013) or to the assessment of somaclonal variability induced by *in vitro* propagation (Baránek et al., 2015), but only a few works discussed the relationship between environmental signals and epigenetic regulation (Fabres et al., 2017; Fortes and Gallusci, 2017). First evidence suggests that differences among genotypes, due to distinct DNA methylation patterns (Dal Santo et al., 2018) or small RNA-mediated regulatory cascades (Paim Pinto et al., 2016), can influence transcriptomic plasticity of grapevine cultivars thus contributing to the definition of *terroir* (Xie et al., 2017).

In parallel, other authors have demonstrated that genomic variants (i.e., single-nucleotide variants, small insertions and deletions, inter- and intra-chromosomal translocations and inversions, private genes) associated to clones can contribute to intra-specific variability in grapevine (Carrier et al., 2012; Da Silva et al., 2013; Carbonell-Bejerano et al., 2017; Gambino et al., 2017). In particular, *V. vinifera* cv Nebbiolo, one of the most ancient and prestigious wine grape varieties (Robinson et al., 2012), shows great intra-varietal phenotypic polymorphism (Schneider et al., 2003) associated with genomic differences, as unveiled by a whole genome sequencing analysis conducted on three "Nebbiolo" clones: CVT71, CVT423, CVT185 (Gambino et al., 2017).

Based on the above, it is worth to explore whether the molecular differences existing among clones of the same cultivar may play a role in events of environmental adaptation involving tissue-specific changes in turn affecting fruit quality.

To elucidate this point, we analyzed the molecular and metabolic variability of berries of the three sequenced "Nebbiolo" clones collected at three ripening stages, over two vegetative seasons, in three vineyards of the Langhe territory (Piedmont Region, North-West Italy), a worldwide renowned Italian viticultural site (http://whc.unesco.org/en/list/1390). In order to dissect the whole complexity of the clone × environment (*C x E*) interaction and to identify the hub molecular changes controlled by clone, vineyard, phenological phase, or a combination of them, a multidisciplinary approach was followed. To this aim, transcriptomic data resulting from high throughput sequencing were integrated by: i) analysis of candidate gene expression by real-time PCR; ii) quantification of key secondary metabolite contents; iii) assessment of agronomical parameters; and iv) monitoring of climatic conditions in each growing site during the two consecutive years.

## Material and Methods

### Experimental Field Sites and Plant Material

Trials were conducted in two consecutive vegetative seasons (2013 and 2014) on plants belonging to three *V. vinifera* "Nebbiolo" clones (CVT71, CVT185, CVT423, **Figure 1** and **Supplementary Table S1**). The grapevines, all grafted onto the Kober 5BB rootstock, were grown in three different vineyards (V1, V2, V3; **Supplementary Table S2**) planted between the years 1999 (V1, V2) and 2000 (V3) at an average density of about 4,500 plants ha^-1^. In all vineyards, the vines were vertically trained and Guyot pruned (11 buds per plant), and planted at a spacing of 0.9 m (within the row) × 2.4 m (between rows) in parallel and contiguous rows.

**Figure 1:**
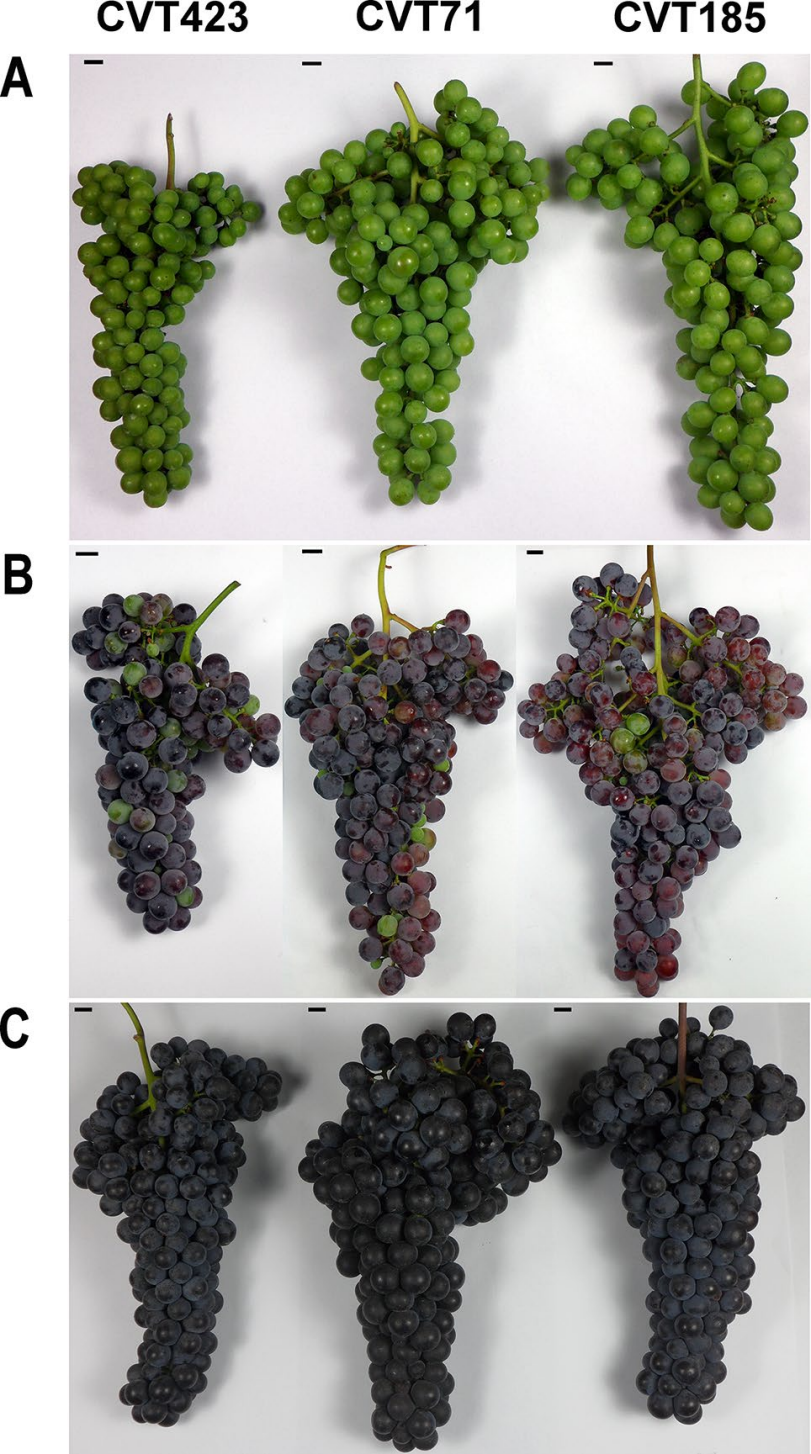
Phenotypic details of the grapes from CVT423, CVT71, and CVT185 "Nebbiolo" clones around pre-véraison **(A)**, véraison **(B)**, and harvest **(C)** time.

Before carrying out the experiments, virus detection was conducted by serological (ELISA) and molecular (multiplex RT-PCR, as described by Gambino, 2015) analyses on hundreds of plants in each vineyard. Further tests of molecular diagnosis were performed to detect the phytoplasma-induced diseases *Flavescence Dorée* and *Bois Noir,* according to Marzachì et al. (1999). Plants having a homogeneous virological status (i.e., only infected by the grapevine rupestris stem-pitting associated virus) and free from phytoplasma infection were used.

### Assessment of Agronomical Parameters and Sampling Procedures

The following parameters were monitored over the two vegetative seasons on a total of 21 vines per clone in each vineyard: pruning wood weight, bud-burst index, shoot fertility (number of inflorescences/shoot) at spring, cluster number and weight, yield (kg of grapes per plant) at harvest, and juice composition [total soluble solids (TSS), pH, titratable acidity (TA), content of malic and tartaric acid]. Technological ripening parameters, such as TSS (°Brix), pH, and TA (g L^-1^ tartaric acid), were measured on the musts at the moment of commercial harvest in each vineyard according to the methods proposed by the International Organization of Vine and Wine (O.I.V.-http://oiv.int/en/technical-standards-and-documents/methods-of-analysis). Bulk soil samples were collected after harvesting the grapes at a depth of 30–40 cm under the vine canopy. To avoid differences in soil composition, anomalous areas in terms of appearance were excluded from the sampling procedure as well as those 5 m from the vineyard edges or close to the end of the row. Analyses of soil samples were performed at an external laboratory service. Both collection of soil samples and related chemical analyses were carried out according to official methods as described in the Italian Ministerial Decree D.M 13/09/1999 (https://www.gazzettaufficiale.it/eli/id/1999/10/21/099A8497/sg). Climatic data representative of each vineyard were also collected over the 2 years (**Supplementary Figure S1**).

Samples for molecular (RNAseq and real-time PCR) and metabolic (flavonoid, hormone, and stilbenoid quantification) analyses (see below) were taken from three randomized field plots, each constituted by seven vines per clone, at three stages during ripening: E-L31, E-L35, and E-L38, respectively, referring to berry pea size, véraison, and harvest (TSS values around 24° BRIX), as defined by the modified Eichhorn and Lorenz (E-L) system (Coombe, 1995). The three developmental phases correspond to stages 75, 81, and 89 of the extended BBCH scale by Lorenz et al. (1995). Berries were sampled from the upper, middle, and distal part of the bunch, alternatively from the shaded and from the exposed side of the cluster and from each side of the row, to avoid problems of sun exposition and to guarantee a good repeatability of the measurements. Three biological replicates, each of 200 berries, were collected for each clone in each vineyard at each stage. Fifty berries were randomly chosen among each replicate of 200 berries, frozen in liquid nitrogen and kept at -80°C for molecular, abscisic acid, and stilbenoid analyses (see below). Other 30 berries were randomly taken from each 200 berry-replicate and used for flavonoid quantification and anthocyanin profiling (see below).

### RNA Extraction, Library Preparation, and Sequencing

Total RNA was extracted using the Spectrum™ Plant Total RNA extraction kit (Sigma Aldrich) starting from 100 mg of deseeded berries, and total RNA yield was determined using a NanoDrop spectrophotometer (Thermo Fisher Scientific). Integrity of RNA samples was assessed on an RNA 6000 Nano Labchip using a Bioanalyzer 1000 (Agilent Technologies, Santa Clara, USA) prior to library preparation. Only samples showing a RIN (RNA Integrity Number) value higher than 8 were submitted to sequencing and quantitative expression analyses. The cDNA libraries (81 libraries in total, **Supplementary Table S3**) were prepared from samples collected in 2013 using TruSeq RNA Sample Prep Kit v2 (Illumina, San Diego, USA), starting from 2.5 µg of total RNA and following the manufacturer’s instructions. Libraries were sequenced with an Illumina HiSeq 1000 sequencer (Illumina Inc., San Diego, CA, USA) generating ∼23 million 100 bp single-end reads per sample (**Supplementary Table S3**). Low-quality reads (> 50 bases with quality < 7 or > 10% undetermined bases) were removed and Illumina TruSeq adapter sequences were clipped.

### Elaboration of Sequencing Data

Sequenced reads were aligned against the grape reference genome (PN40024; Jaillon et al., 2007) (V1 12X draft, http://genomes.cribi.unipd.it/) using TopHat v.2.0.14, and an average of 82.3% reads per sample were mapped (**Supplementary Table S3**).

The remaining unmapped reads were grouped for each vineyard and used to detect presence of pathogen sequences (**Supplementary Table S4**). In brief, a subset of 1 million reads were randomly selected from the unmapped reads of each rna-seq sample, thus obtaining for each vineyard a subset of 27 million reads. For each vineyard, the unmapped reads were aligned with HISAT2 (https://ccb.jhu.edu/software/hisat2; Kim et al., 2015) against the reference genomes of the three main fungal pathogens affecting European grapevine (*Botrytis Cinerea*, Van Kan et al., 2017; *Erysiphe Necator*, Jones et al., 2014; *Plasmopara Viticola*, Brilli et al., 2018). In parallel, subsets of unmapped reads were also blasted against the NCBI NR database using diamond aligner (http://ab.inf.uni-tuebingen.de/software/diamond; Buchfink et al., 2015), and the BLASTN outputs were subjected to a taxonomic distribution analysis by means of MEGAN4 (https://uni-tuebingen.de/fakultaeten/mathematisch-naturwissenschaftliche-fakultaet/fachbereiche/informatik/lehrstuehle/algorithms-in-bioinformatics/software/megan6/; Huson et al., 2011).

The normalized averaged expression of each transcript was calculated for each triplicate using Cufflinks v.2.2.0 as FPKM (fragment per kilobase of mapped reads). Transcripts showing no expression (FPKM = 0) overall were discarded as well as those with FPKM > 0 but randomly expressed in only one biological replicate per thesis. After this filtering step, 22,280 expressed transcripts were obtained in total. All transcripts were grouped into functional gene categories (**Table S5**) according to the GO biological process classification and to the VitisNet GO annotations (Grimplet et al., 2009).

A dedicated data mining process, detailed in Dal Santo et al. (2018), was applied to uncover associations between transcript variability and the three variables, the growing site (referred to as vineyard), clone, and ripening stage. After a data-reducing step aimed at trimming genes not associated with the analyzed issues, hierarchical clustering was performed using the R software, and 112 gene clusters were built, accounting for about 80% of the total variance (**Supplementary Table S6**). Then, average cluster profiles were summarized by principal component analysis (PCA). The average expression of the genes belonging to each cluster was used as representative profile for the cluster itself. An index of representativeness, based on the variability of the gene expressions around the profile, was computed in order to measure the degree of representativeness of the average profile. Finally, variable importance measures (VIMs) were calculated by means of a machine learning technique in the class of ensemble learning algorithms, called gradient boosting machine, and the weight of each variable in affecting transcript expression was quantified. To further characterize cluster profiles, VIM values were analyzed with respect to the principal components obtained in the former step. PCA was also applied to average gene expression profiles within each functional gene category, by using the Past software (PAST v.3.20; http://folk.uio.no/ohammer/past). Heat maps of transcriptional profiles associated with specific functional categories were generated with TMeV 4.9 (http://mev.tm4.org), using as input the average expression value (FPKM) of the three biological replicates.

### Real-Time PCR Analysis

Expression changes of target transcripts were profiled by quantitative real-time PCR (RT-qPCR), as reported in Chitarra et al. (2017). Besides helpful for validating RNA-seq results (**Supplementary Figure S2**), this analysis allowed to deepen the influence exerted by the studied factors in regulating specific groups of transcripts.

Both RNA samples from the berries taken in 2013, also used for sequencing process, and RNA samples from the berries taken in 2014 were analyzed. Briefly, RNA samples were treated with DNase (DNase I, Invitrogen; Thermo Fisher Scientific) and first-strand cDNA was synthesized using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems; Thermo Fisher Scientific). Real-time PCR assays were performed in a CFX Connect Real-Time PCR system (Bio-Rad Laboratories, Hercules, CA, USA), using the SYBR Green (iQTM SYBR Green Supermix; Bio-Rad Laboratories, Hercules, CA, USA) method for quantifying amplification results. Thermal cycling conditions were as follows: an initial denaturation phase at 95°C for 2 min, followed by 40 cycles at 95°C for 15 s and 60°C for 30 s. Specific annealing of primers was inspected on dissociation kinetics performed at the end of each PCR run. Identity of amplicons was checked by sequencing when needed. Transcript expression levels were quantified after normalization to two endogenous genes, *Ubiquitin* (*VvUBI*) and *Actin1* (*VvACT1*), used as internal controls. Gene-specific primers are listed in **Supplementary Table S7**. Three independent biological replicates and three technical replicates were run for each RT-qPCR experiment. Significant differences among samples were analyzed by one-way ANOVA test, using the Tukey’s *HSD post hoc* test for separating means when ANOVA results were significant (*P < 0.05*). Significant differences of pairwise comparisons were assessed by the Student’s *t*-test.

The SPSS statistical software package (SPSS Inc., Cary, NC, USA, v.22) and the GraphPad Prism software (GraphPad Software, La Jolla, CA, USA v.6.01) were used to run the statistical analyses above reported and elaborate figure charts, respectively.

### Analysis of Secondary Metabolites

Concentrations of total flavonoids, total anthocyanins, and anthocyanin profiles were determined on three biological replicates (obtained from the pool of 200 berries per clone) of 30-berry skin each that were further divided into 3 groups of 10 berries used as technical replicates. For each 10-berry sample, the skins were manually separated from pulp and seeds, then immersed in a pH 3.2 ethanol buffer (120 mL L^-1^ ethanol, 5 g L^-1^ tartaric acid, 2 g L^-1^ Na_2_S_2_O_5_, 22 mL L^-1^ NaOH 1 N) and incubated at 30°C for 72 h to allow extraction of skin phenolic compounds, as reported by Ferrandino and Guidoni (2010).

Contents of total flavonoids and total anthocyanins were determined on the grape skin extracts by spectrophotometry, reading the absorbance respectively at 280 and 520 nm, as described in Torchio et al. (2010).

The anthocyanin extractability yield (%) was estimated on a further sample of 50 berries per each clone, randomly selected from the pool of 200 berries (see above). After extraction in the same pH 3.2 buffer, skins were homogenized by means of an Ultraturrax system (IKA Labortechnik, Staufen, Germany) and centrifuged for 5 min at 3,000 g at 20°C. The total content of anthocyanins determined by spectrophotometry on the obtained supernatants was used to evaluate the rate of skin anthocyanin extractability during maceration, as detailed in Rolle et al. (2012).

After a concentration step onto Sep-Pak C18 cartridges (Waters Corporation, Milford, MA, USA) to separate anthocyanins from other polyphenols and sugar contaminants, the berry skin extracts were eluted with methanol and analyzed by liquid chromatography to determine anthocyanin profiles, according to a previously published method (Ferrandino et al., 2017).

Contents of abscisic acid, *trans-*resveratrol, and *ε*-viniferin were quantified by liquid chromatography on three biological replicates per clone starting from 500 mg of powdered berry skins, according to the procedure described in Chitarra et al. (2017).

## Results and Discussion

### Overview of the Hub Molecular Changes Underlying the C x E Interplay

We first addressed our survey to investigate the whole transcriptome reprogramming events occurring during the first year of trial and associated with the response of "Nebbiolo" clones to either different environments or ripening phase. To this aim, a dedicated data mining statistical approach (Dal Santo et al., 2018) was applied to the elaboration of RNA-seq analysis. This allowed us to provide a comprehensive overview of the variation of the main functional gene classes based on either stage, environment, or clone effect (**Figure 2**).

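Messenger RNA was sequenced from deseeded berries of 3 clones (CVT71, CVT423 and CVT185), each grown in 3 vineyards (V1, V2 and V3) and sampled at pea size (E-L31), véraison (E-L35) and harvest (E-L38). Each of the 27 combinations of clone, vineyard and stage had 3 replicates from separate field plots, which gave 81 libraries. The libraries were made with a kit that does not mark the strand and read from one end. The authors mapped the reads to the PN40024 genome with TopHat2 and computed FPKM (fragments mapped to a gene, scaled by its length and by the mapped fragments of the library) with Cufflinks, and deposited FPKM per gene and library. Mapped reads per library ranged from 15216536 to 23477229 at E-L31 (median 20059603), from 9416204 to 27112417 at E-L35 (median 18923567) and from 13885880 to 28040384 at E-L38 (median 17712791). The mapped share averaged 82.3% over the 81 libraries. A gene was kept when its FPKM was above 0 in at least 2 of the 3 replicates of at least 1 combination, which left 24481 genes. FPKM plus 1 was taken to log2, and limma fitted a mean for each of the 27 combinations, with its variance trend, robust moderation and Benjamini-Hochberg adjustment over all kept genes. V2 and V3 were each set against the mean of the other two vineyards at E-L35, and CVT423 against the mean of CVT71 and CVT185 over all vineyards and stages. These contrasts, 27 gene lists and the threshold of 0.05 were fixed before the data were examined. Beside the count of a list's called genes stands the count adjusted over the list alone wherever the 2 differ for a called list. Each vineyard was a single site, so a p-value here measures a difference against the spread between field-plot samples and not between sites of one kind. In limma that spread is pooled for each gene over the 27 combinations, so it can be too small or too large for a single stage. Because 1 was added before the logarithm, fold changes of genes at low FPKM are understated.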

**Figure 2:**
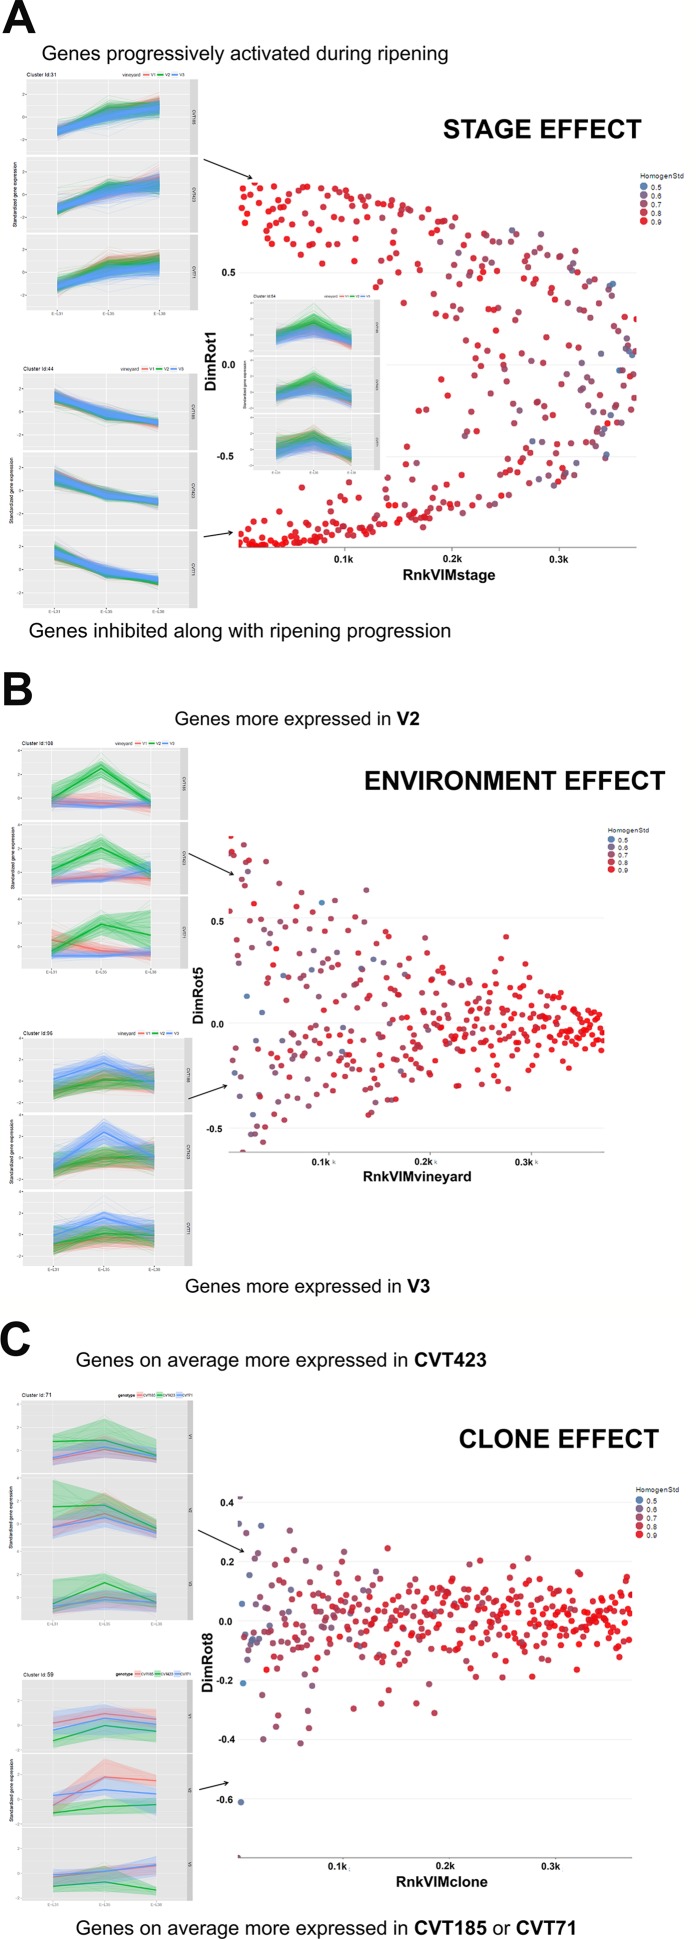
Schematic illustration of the effect exerted by **(A)** Stage, **(B)** Environment, or **(C)** Clone on gene cluster expression. Scatterplots of the 112 clusters were displayed according to the rank in **(A)** VIM Stage, **(B)** VIM Vineyard, and **(C)** VIM Clone (e.g., Rnk_VIM_Stage = rank of clusters according to VIM Stage; low values denote high importance of the stage) and to the loading in the specific rotated principal component (DimRot) (first, fifth, and eighth components for stage, vineyard and clone, respectively). Each dot represents a single cluster. Dots were colored according to the cluster homogeneity index reported on the right at the top of each scatter plot. Examples of clusters are provided within each scatter plot. A complete list of the 112 clusters is reported in **Table S6**.

### Stage Effect

There were classes of genes whose activation or inhibition at a specific phase induced metabolic changes essential for fruit ripening (**Figure 2A**). Transcripts falling into 40 clusters, corresponding approximately to the 50% of the analyzed genes, were significantly modulated according to the phenological phase, independently of clone or environment (**Table S6**). 

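From E-L31 to E-L35 the largest rises included genes of cell wall remodelling and defense proteins and of a hormone enzyme. This ranking covers annotated genes that rose in every combination of clone and vineyard. Major latex protein 22 (VIT_01s0011g05110) was also among them, rising from 3.94 to 6820 FPKM. VvXET32 (VIT_06s0061g00550), a xyloglucan endotransglucosylase/hydrolase, rose from a mean of 1.94 to 4050 FPKM, a log2 fold change of 10.71 (standard error 0.103, adjusted p = 8.14e-65 from limma). The ripening-related protein grip22 (VIT_06s0004g02560) rose from 0.397 to 2240 FPKM, a gibberellin 20 oxidase (VIT_03s0063g01290) from 0.657 to 1930 FPKM and a class IV chitinase (VIT_05s0094g00340) from 26.3 to 12600 FPKM. In the opposite direction, a lipid transfer protein gene (VIT_02s0154g00320) fell from 1310 to 0.952 FPKM, a log2 fold change of -9.30 (standard error 0.086, adjusted p = 1.12e-65 from limma), and the chlorophyll-binding protein gene CAB-1 (VIT_07s0005g02220) fell from 330 to 1.22 FPKM. From E-L35 to E-L38 an alliin lyase precursor gene (VIT_00s0225g00230) rose from 14.6 to 287 FPKM (log2 fold change 4.66, standard error 0.022, adjusted p = 9.66e-80 from limma) and the gene of myb domain protein 24 (VIT_14s0066g01090) from 2.66 to 55.8 FPKM. Over the same interval a pectate lyase (VIT_01s0137g00240) fell from 90.8 to 0.324 FPKM and VvEXPA11 (VIT_08s0007g00440), an expansin, from 122 to 2.43 FPKM. Of the 24481 genes, 22901 differed between stages when the clones and vineyards were averaged; 8700 were higher and 11586 lower at E-L35 than at E-L31, and 9316 were higher and 9534 lower at E-L38 than at E-L35, or 908 and 2186 with a 2-fold limit. These splits depend on the scaling, since quantile normalization gave 10250 higher and 9576 lower for the first step and 10852 and 8453 for the second. Among stage, vineyard, clone and their interactions, with replicates left out of this ranking, stage was the largest term in 19756 genes (80.7%). Its median share of a gene's variance between the 81 libraries was 58.6% (quartiles 26.6% and 81.1%), and that of replicates 9.56% (quartiles 3.13% and 26.55%). From such stage changes, already documented in other cultivars, the paper concludes that its statistical approach was effective.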

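Photosynthesis genes fell at both transitions. Of 41 genes of the photosynthetic light reactions, 39 were lower and 1 was higher at E-L35 than at E-L31 (adjusted p = 1.26e-13 from limma's camera, a test of a list against all other genes; adjusted p = 0.0201 with an estimated correlation), with a median log2 fold change of -2.20. At E-L38, 38 were lower again and 1 was higher than at E-L35 (adjusted p = 9.1e-15 from limma's camera; adjusted p = 0.0138 with an estimated correlation); both counts were the same adjusted over the list alone. The gene of photosystem I subunit II (VIT_05s0020g03180), of Cluster Id 44, fell from 881 to 191 and then to 13.6 FPKM, log2 fold changes of -2.20 (standard error 0.029, adjusted p = 4.54e-57 from limma) and -3.78 (standard error 0.029, adjusted p = 6.06e-69 from limma). LHCA5 (VIT_18s0001g10550), of the light-harvesting complex of photosystem I, fell from 19.4 to 0.525 FPKM at the first transition, and LHCB5 (VIT_18s0089g01170), of photosystem II, from 54.4 to 4.02 FPKM at the second. All 265 genes of Cluster Id 44 were lower at E-L35 and 264 of them were lower again at E-L38, with median log2 fold changes of -1.08 and -0.95. In Cluster Id 21, all 227 genes were lower at E-L35 and 206 were lower again at E-L38, among them VvALDH5F1 (VIT_19s0085g00880) with log2 fold changes of -1.01 and -1.77. In Cluster Id 23, all 254 genes were lower at E-L35, where the gene of LIM domain protein WLIM1 (VIT_03s0091g01010) fell from 131 to 0.126 FPKM, and 195 were lower and 16 higher at E-L38. In Cluster Id 8, all 391 genes were lower at E-L35, with a median of -1.60, and auxin response factor 18 (VIT_15s0046g00290) fell from 90.0 to 1.19 FPKM, but at E-L38 170 were lower and 110 were higher, with a median of -0.05. The authors chose the clusters on these samples, so the counts within clusters are not independent evidence of a stage effect.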

Stage-specific clusters including transcripts related to photosynthesis were progressively down-regulated over the season (e.g., Clusters Id 8, 21, 23, 44; **Supplementary Table S6**). Conversely, at véraison (E-L35) and harvest (E-L38), clusters grouping genes encoding transcription factors and enzymes related to cell cycle and homeostasis, transport, response to endogenous stimulus and carbohydrate metabolism were activated (e.g.,Clusters Id 2, 9, 11, 31, 99; **Supplementary Table S6**). 

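Nearly all genes of Clusters Id 2, 9, 11, 31 and 99 were higher at E-L35 than at E-L31. VvNAC13 (VIT_02s0012g01040), a transcription factor of Cluster Id 2, rose from 1.93 to 29.6 FPKM between E-L31 and E-L35, a log2 fold change of 3.38 (standard error 0.044, adjusted p = 1.53e-57 from limma). In Cluster Id 2, all 241 genes were higher at E-L35 and 240 were higher again at E-L38, and in Cluster Id 9, of 253 genes, 251 and then 253 were higher. The soluble starch synthase 1 gene (VIT_16s0098g01780) of Cluster Id 9 rose from 28.8 to 89.6 FPKM between E-L35 and E-L38. In Cluster Id 31, of 272 genes, 272 were higher at E-L35 and 240 were higher again at E-L38; UDP-sugar pyrophosphorylase (VIT_18s0001g01640) rose from 39.9 to 131 FPKM at the first of these steps. In Cluster Id 99, of 119 genes, all were higher at E-L35, among them an invertase/pectin methylesterase inhibitor (VIT_16s0022g00960) that rose from 250 to 6390 FPKM, while at E-L38 26 were higher and 37 lower. Cluster Id 11 was high at véraison only, since all 291 genes rose at E-L35 and all fell at E-L38, with median log2 fold changes of 1.31 and -1.33. The lipoxygenase VvLOXA (VIT_06s0004g01510) of Cluster Id 11 rose from 52.8 to 640 FPKM and fell to 104 FPKM.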

Consistently with studies on other red-grape varieties (Dal Santo et al., 2018), stage-specific modulation of these functional gene categories was of particular interest for investigating the interaction with the biological processes involving the accumulation of compounds (i.e., anthocyanins) that act as markers of ripening evolution (Kuhn et al., 2014; Lecourieux et al., 2014). Although the analysis of stage effect on "Nebbiolo" berry transcriptome revealed transcriptional changes already documented in other cultivars (Deluc et al., 2007; Dal Santo et al., 2013; Castellarin et al., 2016; Dal Santo et al., 2018), these data evidence the effectiveness of the adopted statistical approach, thus making the following considerations on the effects exerted by environment and clone more robust and reliable.

### Environmental Effect

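Single wound, defense and regulatory genes differed strongly between the vineyards at véraison. At E-L35, the wound-induced gene VIT_12s0057g00090 averaged 22.8 FPKM in V3 and 315 FPKM in V1 and V2, a log2 fold change of -3.81 (standard error 0.053, adjusted p = 5.4e-54 from limma). The pathogenesis protein 10 gene VvPR10.1 (VIT_05s0077g01530) averaged 34.0 FPKM in V2 and 1.36 FPKM in V1 and V3, a log2 fold change of 4.05 (standard error 0.11, adjusted p = 1.56e-38 from limma). The transcription factor gene of lateral organ boundaries protein 41 (VIT_14s0006g02950) averaged 14.7 FPKM in V3 and 323 FPKM in V1 and V2. The thaumatin gene VVTL1 (VIT_02s0025g04330) averaged 25600 FPKM in V2 and 12900 FPKM in V1 and V3, but the deposited table lists it at 0 in all 3 libraries of CVT71 in V1 at E-L35, which lowers the second mean. Vineyard had an effect on 17398 of the 24481 genes, averaged over clones and stages. At E-L35, 4845 genes were higher and 4819 lower in V2 than in V1 and V3, and 5830 were higher and 5799 lower in V3 than in V1 and V2. With a 2-fold limit 413 were higher and 29 lower in V2 and 165 and 506 in V3, and under quantile normalization the numbers were 4052 and 6050 in V2 and 6737 and 5051 in V3. Vineyard had a median share of 3.59% of a gene's variance (quartiles 1.31% and 8.21%) and was the largest term apart from replicates in 994 genes. The interaction of vineyard with stage had a median of 6.47% and was the largest such term in 1746 genes.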

More than 20 gene clusters (accounting for about the 12% of all modulated genes) included transcripts significantly affected by the environment (**Figure 2B**). The transcriptional changes associated with primary and secondary metabolism, as well as with the plant stress response, were strongly dependent on the environmental variability, further confirming grapevine as an environmentally sensitive crop (Dai et al., 2011; Dal Santo et al., 2018). Despite transcripts of carbohydrate metabolism fell into clusters mainly controlled by developmental transitions, a "vineyard-specific" distribution was noticed at each stage (**Figure 3**). Additionally, transcripts linked to plant defense, such as pathogenesis related protein genes (PRs) and NBS-LRR genes (clusters Id 63, 89; **Supplementary Table S6**), and production of secondary metabolites, like stilbene synthase genes (cluster Id 108; **Supplementary Table S6**), were all strongly induced in V2 (**Figure 4**). 

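Genes of sugar and glucan metabolism separated the vineyards within every stage. At E-L35 a UDP-glucose glucosyltransferase (VIT_00s0324g00050) averaged 34.7 FPKM in V2 and 13.7 FPKM in V1 and V3, a log2 fold change of 1.83 (standard error 0.052, adjusted p = 1.99e-37 from limma), and 3.92 FPKM in V3 and 29.1 FPKM in V1 and V2, a log2 fold change of -2.73. A trehalose-6-phosphate phosphatase (VIT_18s0001g05300) averaged 14.2 FPKM in V3 and 66.0 FPKM in V1 and V2. Of 974 genes of the carbohydrate sheet of Table S5 that could be tested, 279 were higher and 219 lower in V2, and 260 were higher and 313 lower in V3. In the 27 libraries of one stage, vineyard accounted for 54.4% of the variance of these genes at E-L31, 48.0% at E-L35 and 60.6% at E-L38 (adjusted p = 1.33e-05 at each stage from a one-sided permutation test with 100000 resamples, from the smallest p they can give). Clone accounted for 16.9% at E-L31, 10.2% at E-L35 and 9.62% at E-L38. Vineyard shares of all 8 lists tested were called at each stage. Ribosomal protein genes had 52.9%, 21.8% and 46.1% at E-L31, E-L35 and E-L38, so the separation was not particular to carbohydrate genes. The transitions themselves were larger, with 433 genes higher and 438 lower at E-L35 than at E-L31, where the mannan endohydrolase VIT_18s0001g12830 rose from 93.7 to 2180 FPKM, and 333 higher and 496 lower at E-L38 than at E-L35. In a principal component analysis of mean FPKM, the first component held 90.5% and the second 4.44% of the variance, the shares printed in Figure 3. The class IV chitinase VIT_05s0094g00340 alone made up 83.2% of the first component's loadings, and the first component held 68.9% when FPKM was taken to log2 and 68.0% when this gene was left out. The paper states that these transcripts lay in clusters mainly under developmental control and were distributed by vineyard at each stage in Figure 3.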

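Stilbene synthase (STS) genes were higher in V2 at véraison. Among pathogenesis-related genes more were higher than lower, and among NBS-LRR genes more were lower than higher. All 36 STS genes were higher in V2 than in V1 and V3 at E-L35 (adjusted p = 2.94e-68 from limma's camera; adjusted p = 1.35e-05 with an estimated correlation), all also when adjusted over the list alone, with a median log2 fold change of 2.40. VvSTS10 (VIT_16s0100g00780), of Cluster Id 108, averaged 25.5 FPKM in V2 and 2.33 FPKM elsewhere, a log2 fold change of 3.10 (standard error 0.056, adjusted p = 6.55e-47 from limma). STS genes are near-identical copies and reads may be shared among them, so the family's direction is firmer than any 1 member's value. Of 108 pathogenesis-related protein genes, 47 were higher and 14 lower (48 and 15 adjusted over the list alone; adjusted p = 2.58e-08 from limma's camera; adjusted p = 0.00293 with an estimated correlation). VvPR10.3 (VIT_05s0077g01560), of Cluster Id 63, averaged 74.7 FPKM in V2 and 3.31 FPKM in V1 and V3, a log2 fold change of 4.37. Of 259 NBS-LRR genes, 33 were higher and 104 lower in V2 (34 and 108 adjusted over the list alone; adjusted p = 0.000181 from limma's camera), a call that was lost at an adjusted p = 0.346 with an estimated correlation. The R protein gene MLA10 (VIT_18s0001g11250) was higher in V2 (115 and 88.2 FPKM, log2 fold change 0.40), against the direction of most called genes of the list. This list takes in all clusters, and its members in Clusters Id 63 and 89 were not counted separately. In Cluster Id 63, 64 of 65 genes were higher in V2, among them the phenylalanine ammonia-lyase gene PAL1 (VIT_08s0040g01710, 32.6 and 4.23 FPKM), in Cluster Id 89, of 146 genes, 94 were higher and 19 lower, and in Cluster Id 108 all 64 were higher. Of 23 phenylpropanoid entry genes, 17 were higher and 1 lower (18 and 1 adjusted over the list alone; adjusted p = 3.9e-20 from limma's camera; adjusted p = 2.51e-06 with an estimated correlation), and a trans-cinnamate 4-monooxygenase (VIT_11s0065g00350) averaged 114 FPKM in V2 and 17.1 FPKM elsewhere.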

Coherently, V2 samples formed a separated cluster at E-L35 (**Figure 4A**), the same phenological phase at which *STS* genes were most activated (**Figure 4B**). Conversely, the influence of V3 (**Figure 2B**) was ascribed to expression changes related to cell growth and developmental processes (clusters Id 96, 109, 110; **Supplementary Table S6**), particularly at véraison. 

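Summed over the 36 STS genes, V2 berries at E-L35 had 521 ± 27.7 FPKM (SD, n = 3) in CVT71, 516 ± 15.4 FPKM (SD, n = 3) in CVT423 and 599 ± 25.7 FPKM (SD, n = 3) in CVT185. The sums at E-L35 were 92.0 to 97.7 FPKM in V1 and 35.3 to 50.6 FPKM in V3. All 36 STS genes were higher in V2 in each of the 3 clones at E-L35, with median log2 fold changes of 2.36, 2.25 and 2.56 in CVT71, CVT423 and CVT185. At E-L38 all 36 were higher in V2 in CVT71, where the sum was 465 ± 16.2 FPKM (SD, n = 3), but only 4 were higher in CVT423 and 7 in CVT185. At E-L31 35 were higher in V2 in CVT423, where the sums in V1 ranged from 9.07 to 55.1 FPKM between libraries, and 21 in CVT185, whereas in CVT71 34 were higher in V1, where the sum was 251 ± 18.9 FPKM (SD, n = 3). Vineyard accounted for 94.6% of the variance of the STS genes between the 27 libraries of E-L35, against 42.8% at E-L31 and 35.5% at E-L38, and clone accounted for 0.39% at E-L35 (adjusted p = 0.606 from the permutation test of the vineyard and clone shares).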

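Xyloglucan endotransglycosylase genes and most genes of Clusters Id 96, 109 and 110 were higher in V3 at véraison. Of 24 xyloglucan endotransglycosylase genes, 17 were higher and 3 lower in V3 than in V1 and V2 at E-L35 (adjusted p = 6.01e-12 from limma's camera; adjusted p = 0.00147 with an estimated correlation), the same counts adjusted over the list alone. The xyloglucan endotransglucosylase/hydrolase 23 gene VIT_11s0052g01200, of Cluster Id 96, averaged 28.8 FPKM in V3 and 2.89 FPKM in V1 and V2, a log2 fold change of 2.96 (standard error 0.067, adjusted p = 6.81e-43 from limma). Of 38 cellulose synthase genes, 21 were higher and 7 lower (22 and 7 adjusted over the list alone; adjusted p = 0.000158 from limma's camera), which did not hold at an adjusted p = 0.175 with an estimated correlation. CSLC12 (VIT_18s0001g08580) averaged 125 FPKM in V3 and 51.5 FPKM elsewhere, and CSLD3 (VIT_16s0039g02020) 140 and 82.7 FPKM. In Cluster Id 96, 97 of 98 genes were higher in V3 and none was lower, among them RKL1 (VIT_04s0008g01220), a receptor-like kinase, at 27.6 and 4.79 FPKM. In Cluster Id 109, 27 of 30 were higher and 2 lower, and phosphate-induced protein 1 (VIT_18s0001g06150) averaged 351 and 76.3 FPKM. In Cluster Id 110, 82 of 88 were higher and none was lower. Of the clusters that were high in V2, 61 of 65 genes of Cluster Id 63 and all 64 of Cluster Id 108 were lower in V3, while in Cluster Id 89 52 genes were higher and 65 lower. All 36 STS genes were lower in V3 (adjusted p = 3.34e-37 from limma's camera; adjusted p = 0.00147 with an estimated correlation), as were 54 of 108 pathogenesis-related protein genes, with 16 higher (adjusted p = 1.21e-06 from limma's camera; adjusted p = 0.0104 with an estimated correlation). Of the NBS-LRR genes, 161 were higher and 30 lower in V3 (165 and 35 adjusted over the list alone; adjusted p = 4.41e-11 from limma's camera), a call lost at an adjusted p = 0.0922 with an estimated correlation.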

The environmental component was also important in controlling genes associated to lipid and organic acid metabolism, more evidently at E-L38 and E-L31, respectively (**Supplementary Figures S3A, B**) and hormone metabolism (**Supplementary Figure S3C**). 

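Genes of organic acid, lipid and hormone metabolism varied between vineyards within each stage. At E-L35 NADP-dependent malic enzyme (VIT_04s0008g00180) averaged 94.9 FPKM in V2 and 42.4 FPKM in V1 and V3, a log2 fold change of 1.24 (standard error 0.042, adjusted p = 1.56e-33 from limma), and ATP-citrate synthase (VIT_01s0127g00260) 153 and 84.0 FPKM. Of 52 genes of organic acid metabolism, 31 were higher and 7 lower in V2 at E-L35 (31 and 10 adjusted over the list alone; adjusted p = 0.001 from limma's camera; adjusted p = 0.0851 with an estimated correlation), and 6 were higher and 29 lower in V3 (adjusted p = 0.000263 from limma's camera; adjusted p = 0.0577 with an estimated correlation). Neither of these calls held under quantile normalization, where the adjusted p from limma's camera was 0.152 in V2 and 0.168 in V3. Vineyard accounted for 68.1% of the variance of these genes between libraries at E-L31, 50.0% at E-L35 and 62.0% at E-L38. Of 202 lipid metabolism genes, 93 were higher and 49 lower in V3 at E-L38, and 37 were higher and 66 lower in V2. A GDSL lipase (VIT_10s0003g02120) averaged 13.3 FPKM in V2 and 2.21 FPKM in V1 and V3 at E-L35, while the list as a whole did not differ from other genes there (54 higher and 46 lower, adjusted p = 0.603 from limma's camera). The vineyard share of the lipid genes was 59.7% at E-L31, 54.6% at E-L35 and 60.1% at E-L38. Among 321 hormone genes, vineyard accounted for 64.3%, 60.8% and 69.4% of the variance at E-L31, E-L35 and E-L38, and in V3 at E-L38 141 were higher and 60 lower. The gibberellin receptor gene GID1L3 (VIT_15s0048g01390) averaged 22.5 FPKM in V2 and 8.47 FPKM elsewhere at E-L35, and the ethylene receptor gene ETR2 (VIT_05s0049g00090) 18.9 FPKM in V3 and 65.4 FPKM elsewhere. Each vineyard share above had an adjusted p of 1.33e-05 in the permutation test of the vineyard and clone shares. The same test also called the vineyard share of the ribosomal protein genes at each stage, so such shares are not particular to these lists.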

Hormonal cascades are crucial players in berry development (Kuhn et al., 2014), and they are connected with changes in carbohydrate and secondary metabolism as well as with plant defense (Deluc et al., 2007; Ljung et al., 2015; Castellarin et al., 2016). It is conceivable that similar external conditions could affect those molecular networks in a synergistic way at specific developmental steps, thus contributing to adapt agronomic and physiological responses of the clones to different growing sites.

**Figure 3:**
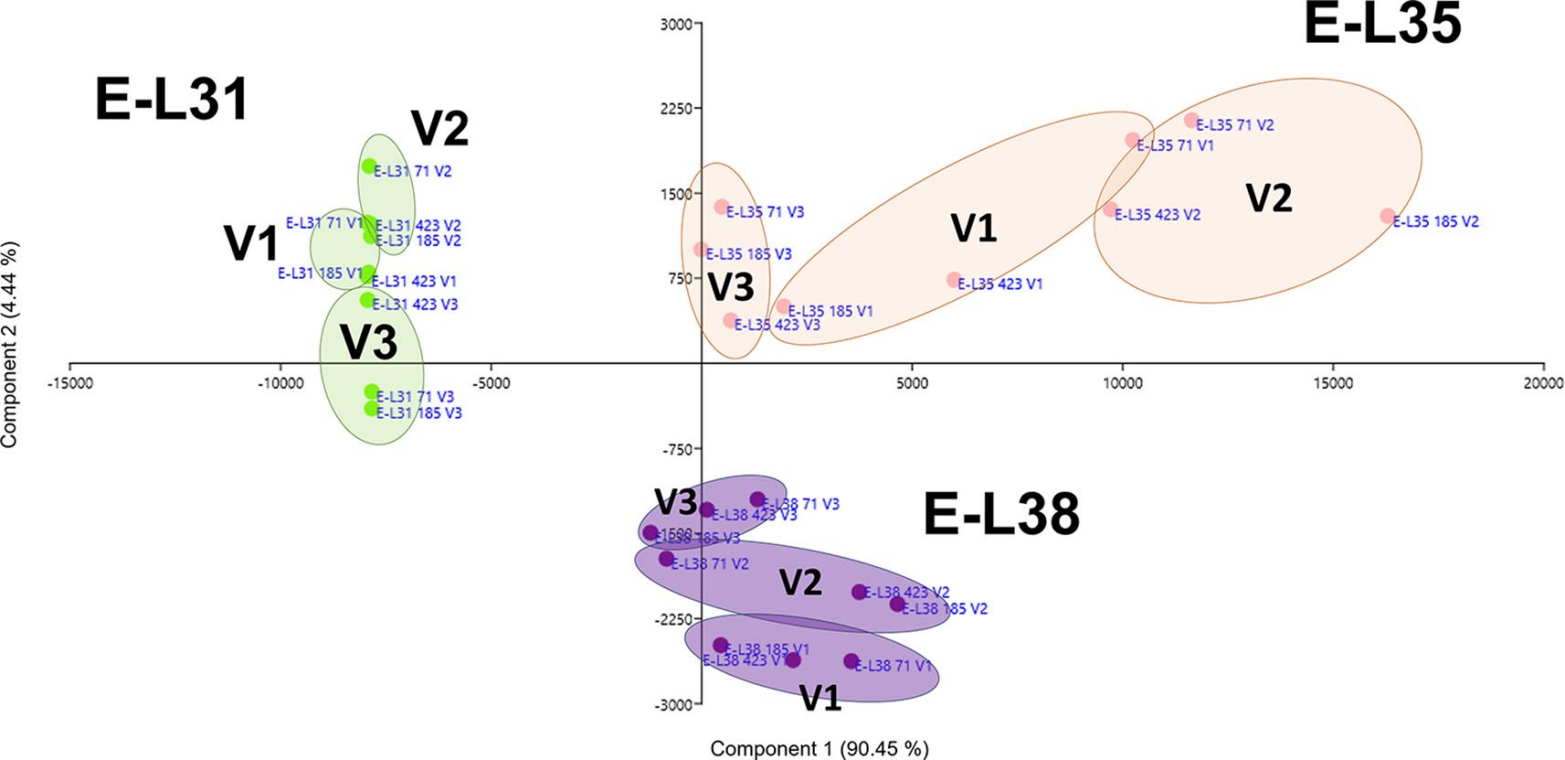
Environmental effect on carbohydrate metabolism. Schematic representation highlighting how the three considered variables, ripening stage (E-L31, E-L35, E-L38), clone (CVT71, CVT423, CVT185), or vineyard (V1, V2, V3), affect the distribution of samples when genes belonging to Carbohydrate metabolic process were analyzed by principal component analysis (PCA). Conversion between the modified E-L scheme and the extended BBCH scheme is as it follows, E-L31 = 75 BBCH; E-L35 = 81 BBCH; E-L38 = 89 BBCH.

**Figure 4:**
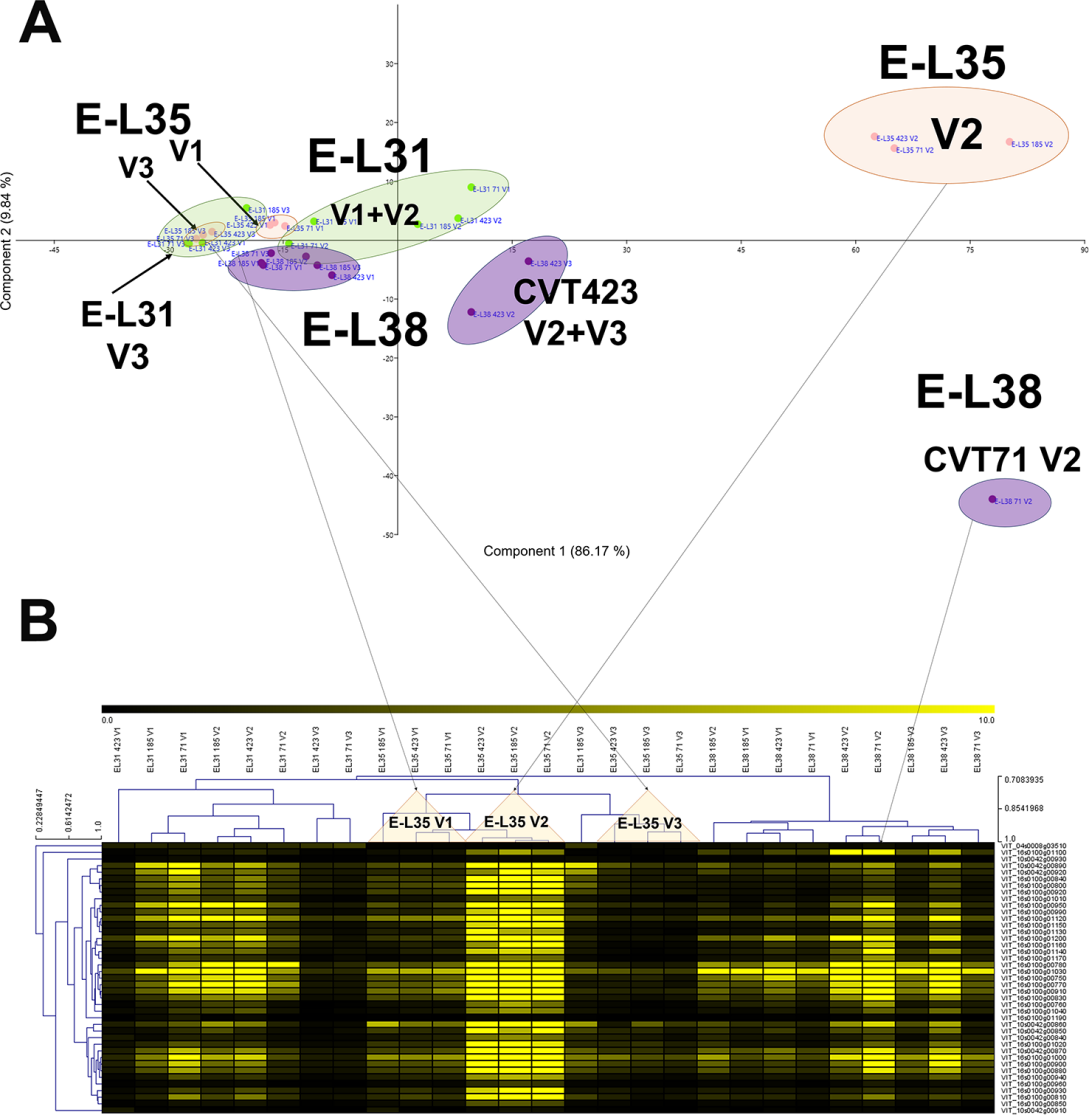
Environmental effect on stilbenoid metabolism. **(A)** PCA and **(B)** MeV heat map of transcripts belonging to the stilbene synthase (*STS*) gene category. Color scale of the heat map chart ranges from black (low expression) to yellow (high expression, FPKM > 10).

### sClone Effect

As the studied "Nebbiolo" clones are characterized by a few genetic variants (Gambino et al., 2017), accordingly, the genetic component had a lesser impact on transcript regulation than environment and stage (**Figure 2C**): about the 6% of the genes were interested by clone effect, as observed in 12 out of the 112 clusters. 

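Clone changed fewer genes and by smaller amounts than stage or vineyard. The glutathione S-transferase gene GSTU7 (VIT_07s0005g04890) averaged 23.2 FPKM in CVT423 and 14.8 FPKM in CVT71 and CVT185, a log2 fold change of 0.82 (standard error 0.039, adjusted p = 2.12e-25 from limma), and the resistance gene RPS4 (VIT_18s0041g01330) 5.80 and 2.78 FPKM. The jasmonate repressor gene VvJAZ6 (VIT_10s0003g03800) averaged 16.8 FPKM in CVT423 and 27.0 FPKM in the other clones, and a cupin gene (VIT_12s0034g01970) 286 and 506 FPKM. Of 41 photosynthesis genes, 34 were lower and none higher in CVT423 (36 and none adjusted over the list alone; adjusted p = 3.55e-16 from limma's camera; adjusted p = 0.0104 with an estimated correlation), with a median log2 fold change of -0.175. Clone had an effect on 9787 of the 24481 genes, and 4014 were higher and 4135 lower in CVT423 than in CVT71 and CVT185. With a 2-fold limit 41 genes remained for clone and 17 for CVT423, without replicate 2 5847 and 4594 were called, and upper quartile rescaling gave 5728 higher and 3038 lower in CVT423. The median share of a gene's variance was 0.98% for clone (quartiles 0.33% and 2.56%), and clone was the largest term apart from replicates in 146 genes. The libraries of CVT423 in V1 and V2 at E-L31 stood apart, so the CVT423 contrast was also fitted without the 27 libraries of E-L31, an alternative added after the data were seen, in which 5223 genes passed. In that fit 20 photosynthesis genes were lower and 1 higher (adjusted p = 1.05e-09 from limma's camera), and 26 STS genes were higher and none lower (adjusted p = 4.28e-14 from limma's camera), whereas over all stages 2 STS genes were higher and 3 lower. From the few genetic variants between the clones and the share of genes in its clusters with a clone effect, the paper reasons that the genetic component had a lesser impact than environment and stage.

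**Figure D1:**
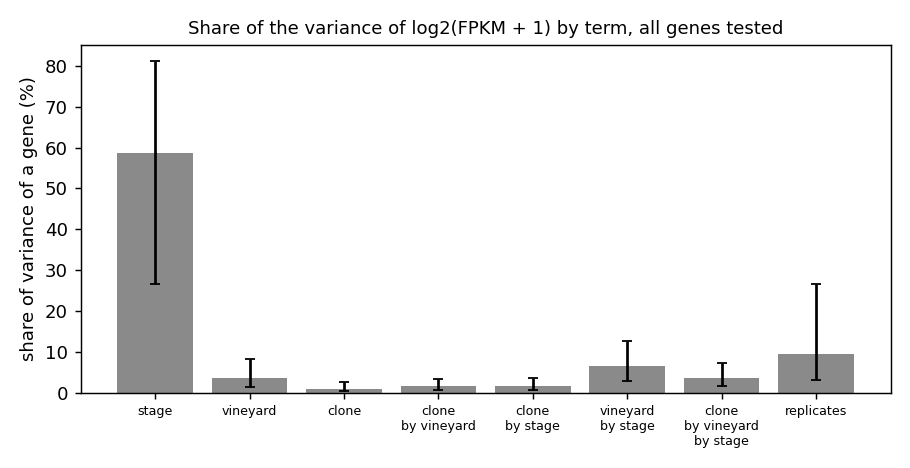
Median share of a gene's variance (%) held by each term, over 24481 genes and 81 libraries. Bars are medians and error bars are the quartiles, and stage has the highest median, 58.6%.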

The "clone effect" played a role in the modulation of nucleic acid (**Supplementary Figure S4A**) and protein metabolic pathways (**Supplementary Figure S4B**). 

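Among ribosomal protein genes more were lower than higher in CVT423, by small amounts and not under every scaling of the libraries. Of 245 ribosomal protein genes, 28 were higher and 74 lower in CVT423 than in CVT71 and CVT185 (30 and 76 adjusted over the list alone; adjusted p = 0.00689 from limma's camera), which did not hold at an adjusted p = 0.546 with an estimated correlation. Under quantile normalization the list had the opposite direction (adjusted p = 0.483 from limma's camera), so its direction depends on how the libraries are scaled. Without the 27 libraries of E-L31, an alternative added after the data were seen, 19 were higher and 49 lower (adjusted p = 0.0152 from limma's camera). RPS20A (VIT_16s0022g01460), a 40S subunit gene, averaged 572 FPKM in CVT423 and 627 FPKM in the other clones, a log2 fold change of -0.13 (standard error 0.016, adjusted p = 6.45e-10 from limma), and RPL31C (VIT_13s0064g01240), a 60S subunit gene, 445 and 519 FPKM. Within stages, 14 ribosomal protein genes were higher and 49 lower in CVT423 at E-L31, and 5 were higher and 36 lower at E-L35, where 12 were higher and 2 lower in CVT71 and 6 and 6 in CVT185. At E-L38, 16 were higher and 22 lower in CVT423, 4 and 8 in CVT71, and 8 and 4 in CVT185. Clone accounted for 9.95% of the variance of this list between libraries at E-L31 (adjusted p = 0.000372 from the permutation test). Its share was 7.61% at E-L35 (adjusted p = 0.285 from the permutation test) and 8.34% at E-L38 (adjusted p = 0.0343 from the permutation test). Vineyard accounted for more, with 52.9%, 21.8% and 46.1% at E-L31, E-L35 and E-L38, and replicates accounted for 43.8% at E-L35.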

In the first case, a separation among clones was evident at the onset of ripening (E-L35; **Supplementary Figure S4A**); also for protein metabolism, a distinction among clones was noticed at E-L35 and E-L38, especially for CVT185 and CVT71 (**Supplementary Figure S4B**). 

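The mean profile of Cluster Id 59 varied between vineyards more than between clones. The gene of a V-type ATPase 21 kDa proteolipid subunit (VIT_18s0086g00420) averaged 5.39 FPKM in CVT423 and 12.4 FPKM in CVT71 and CVT185, a log2 fold change of -1.13 (standard error 0.08, adjusted p = 7.93e-18 from limma), and adenylate kinase (VIT_14s0171g00160) 99.5 and 119 FPKM. Beta-mannosidase (VIT_14s0006g01790) was higher in CVT423, at 15.1 and 12.3 FPKM. Of the cluster's 45 genes, 15 were higher and 14 lower in CVT423, with a median log2 fold change of -0.01. At E-L31, 19 of them were higher and 1 lower in CVT71 than in the other clones, and 3 were higher and 14 lower in CVT185. In V2 at E-L35, 35 were higher and none lower, and in V3 none was higher and 38 were lower, among them the heat shock protein gene HSP81-2 (VIT_00s0194g00030) at 82.9 FPKM in V3 and 162 FPKM in V1 and V2. Of the variance of the cluster's mean profile, vineyard held 42.8%, stage 36.1% and clone 1.61%. Changes of opposite sign cancel in such a mean, and the kinds of genes that the paper names in this cluster were not counted by clone.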

Consistently, several genes involved in development and belonging to cluster Id 59 (**Supplementary Table S6**), such as heat shock proteins, ribosomal proteins, zing finger, and GATA-transcription factors and kinases, were more activated in berries from CVT185 and CVT71 than CVT423 (**Figure 2C**). This finding was in accordance with the smaller size and lower yields of CVT423 grapes compared with the other clones (**Table 1**).

Table 1Measurements of agronomical parameters, quantity and quality features of the studied ‘Nebbiolo’ clones (CVT71, CVT423 and CVT185) grown in three different vineyards of the Langhe area (V1, V2, V3) in 2013. Data are means ± standard error (n = 21). Results of ANOVA analysis are detailed below the table.

**Table:** 

Year 2013			CVT71								CVT423							CVT185						
			V1			V2			V3		V1			V2		V3		V1		V2			V3	
Budbreak^a^			4.16 ± 0.08			4.38 ± 0.07			4.55 ± 0.28		3.59 ± 0.12			4.02 ± 0.07		4.51 ± 0.08		4.03 ± 0.05		4.29 ± 0.16			4.84 ± 0.009	
Bud fertility (n° clusters per shoot)			0.98 ± 0.19			1.17 ± 0.08			0.98 ± 0.14		1.12 ± 0.11			1.29 ± 0.07		0.6 ± 0.06		1.03 ± 0.08		0.98 ± 0.09			0.88 ± 0.05	
Yield (kg per plant)			1.9 ± 0.27			1.4 ± 0.13			2.35 ± 0.23		1.54 ± 0.24			1.01 ± 0.08		0.96 ± 0.12		1.99 ± 0.23		1.19 ± 0.16			1.9 ± 0.22	
N° clusters per plant			7.4 ± 0.95			6.7 ± 0.45			6.6 ± 0.62		8 ± 0.90			8.4 ± 0.48		4.7 ± 0.36		8.7 ± 0.74		5.7 ± 0.58			7.1 ± 0.64	
Cluster weight (g)			253 ± 11.79			204 ± 11.29			351 ± 17.89		179 ± 23.35			121 ± 5.58		194 ± 14.42		223 ± 10.71		192 ± 15.70			261 ± 13.08	
Total Soluble Solids (TSS, °Brix)			24 ± 0.18			26 ± 0.16			23.2 ± 0.71		24 ± 0.33			25.4 ± 0.20		25 ± 0.20		24 ± 0.24		25 ± 0.38			24.2 ± 0.46	
pH			2.98 ± 0.03			2.98 ± 0.01			2.95 ± 0.02		2.97 ± 0.01			2.96 ± 0.01		3.03 ± 0.03		2.94 ± 0.02		2.95 ± 0.02			2.97 ± 0.01	
Titratable acidity (TA, g L^-1^)			10.61 ± 0.16			9.48 ± 0.22			8.67 ± 0.23		10.31 ± 0.18			10.36 ± 0.31		8.12 ± 0.14		11.21 ± 0.60		10.85 ± 0.39			9.48 ± 0.11	
Tartaric acid (g L^-1^)			8.9 ± 0.14			9.1 ± 0.22			7.6 ± 0.13		8.5 ± 0.03			9.5 ± 0.13		8.1 ± 0.19		9.2 ± 0.33		9.3 ± 0.20			9.1 ± 0.27	
Malic acid (g L^-1^)			3.7 ± 0.18			2.9 ± 0.08			2.6 ± 0.33		3.5 ± 0.15			2.9 ± 0.32		1.8 ± 0.12		3.8 ± 0.27		3.7 ± 0.27			2.7 ± 0.16	
Total anthocyanins (mg kg^-1^)			749 ± 26.96			707 ± 5.49			657 ± 14.19		662 ± 27.83			669 ± 19.32		662 ± 14.14		795 ± 22.00		783 ± 27.02			787 ± 7.42	
Anthocyanin extractability (%)			61.53 ± 3.02			60.47 ± 3.09			78.78 ± 0.60		66.97 ± 0.34			63.53 ± 2.12		83.29 ± 1.06		74.89 ± 0.93		75.76 ± 0.82			80.85 ± 0.87	
Total flavonoids (mg kg^-1^)			2692 ± 74.5			2882 ± 30.9			3292 ± 29.8		2501 ± 74.1			2752 ± 37.4		3653 ± 270.3		3197 ± 34.5		3334 ± 50.6			4223 ± 24.0	
Pruning wood (kg per plant)			1.21 ± 0.15			0.94 ± 0.07			1.06 ± 0.09		0.69 ± 0.08			0.7 ± 0.04		0.72 ± 0.04		0.73 ± 0.09		1.1 ± 0.07			1.05 ± 0.07	
Ravaz index^b^ (RI, kg)			1.57 ± 0.08			1.49 ± 0.08			2.21 ± 0.16		2.23 ± 0.15			1.44 ± 0.05		1.33 ± 0.10		2.72 ± 0.11		1.08 ± 0.08			1.81 ± 0.09	

a Budbreak index was estimated based on a scale from 1 (dormant bud) to 6 (three unfolded young leaves) according to Baggiolini (1952).

b Yield/pruning weight per plant.

**Table:** 

Source of variation	Budbreak	Bud fertility		Yield	N° clusters/plant		Cluster weight	Total Soluble Solids		pH		Titratable acidity	Tartaric acid		Malic acid		Total anthocyanins		Anthocyanin extractability		Total flavonoids	Pruning wood		Ravaz index
Clone	**	NS		**	NS		**	NS		NS		**	**		**		**		NS		**	**		NS
Vineyard	**	**		**	**		**	**		NS		**	**		**		NS		NS		**	NS		***
Clone x Vineyard	NS	**		NS	**		NS	**		NS		NS	**		NS		NS		NS		NS	**		***

Significance of clone, vineyard, and interaction clone × vineyard effects was tested for P ≤ 0.05 (*), P ≤ 0.01 (**), and P ≤ 0.001 (***); NS, not significant.

These results provide molecular support for the intra-varietal variability previously observed at agronomic and physiological levels only (van Leeuwen et al., 2013b; Pantelić et al., 2016; Arrizabalaga et al., 2018), sustaining that phenomena of phenotypic plasticity can occur not only at the cultivar but also at the clone level.

### Clone × Environment Effect

There were 16 clusters of transcripts (approximately 11% of expressed genes) for which a combined effect of both environment and clone was observed. 

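Clone and vineyard interacted in part of the genes, VvSTS48 and VvHT2 among them. At E-L38, the interaction of clone and vineyard accounted for 39.8% of the variance of the 36 STS genes between libraries, and at E-L31 for 39.4%, but for 1.53% at E-L35. VvSTS48 (VIT_16s0100g01200) had an interaction within E-L38 (adjusted p = 5.68e-20 from limma), as did the hexose transporter gene VvHT2 (VIT_18s0001g05570; adjusted p = 5.79e-16 from limma). Among 133 cell wall genes the interaction held 16.9% of the variance at E-L31, 10.4% at E-L35 and 13.7% at E-L38, and these shares of lists were not tested. Of the 24481 genes, 8598 had an interaction of clone and vineyard averaged over stages, 4742 without replicate 2 and 350 with a 2-fold limit. Its median share of a gene's variance was 1.53% (quartiles 0.64% and 3.28%), and it was the largest term apart from replicates in 135 genes. Of 39 interactions tested within a stage on the 13 genes that the authors also measured by RT-qPCR, 31 passed. The paper targeted its candidate genes from these sequencing results, so this count does not stand for genes in general. From the clone effects in its clusters the paper concludes that phenotypic plasticity can occur at the clone level.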

In the cell growth and development category, a separation of the samples based on the growing site was evident at E-L38 and at E-L35; however, a clone-based distinction was also noticed at E-L31, for CVT71 and CVT185, respectively, in V1 and V3 (**Figure 5A**). The majority of transcripts belonging to cell wall metabolism encoded cellulose synthases, beta-glucanases, polygalacturonases, esterases, and several xyloglucan endotransglucosylases (XET), enzymes all known to exert a role in berry development (Deluc et al., 2007; Grimplet et al., 2017). PCA distribution of this gene class highlighted the separation between CVT185 and CVT71, respectively, in V3 and V2 at the pea size stage (E-L31). 

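Cell wall genes separated the vineyards within each stage, and the clone share of their variance was largest at pea size. At E-L31, 58 of 133 cell wall genes were higher and 24 lower in CVT185 of V3 than in CVT185 of the other two vineyards, with a median log2 fold change of 0.19, and 42 were higher and 49 lower in CVT71 of V2 against CVT71 elsewhere. Between clones at E-L31, 59 were higher and 11 lower in CVT71 than in the other two clones, 31 and 26 in CVT185, and 22 and 63 in CVT423, whose libraries of V1 and V2 stood apart at that stage. Clone accounted for 21.6% of the variance of this list at E-L31, and vineyard for 52.2% (both adjusted p = 1.33e-05 from the permutation test). The clone share was 8.35% at E-L35 and 10.5% at E-L38, and the difference between stages was not tested. Cell wall enzymes of several families turned over between stages. Of 21 expansin genes, 16 were higher and 3 lower at E-L35 than at E-L31 (adjusted p = 1.21e-06 from limma's camera; adjusted p = 0.0104 with an estimated correlation), and 3 were higher and 17 lower at E-L38 than at E-L35 (adjusted p = 3.27e-05 from limma's camera; adjusted p = 0.03 with an estimated correlation), the same counts adjusted over the list alone. VvEXPA14 (VIT_13s0067g02930) rose from 4.48 to 1950 FPKM, the polygalacturonase gene PG1 (VIT_08s0007g08330) from 0.0761 to 252 FPKM and a cellulose synthase-like gene, CSLG2 (VIT_05s0049g00040), from 2.25 to 66.3 FPKM by E-L35. Of 38 cellulose synthase genes, 3 were higher and 32 lower at E-L38 (adjusted p = 1.75e-06 from limma's camera; adjusted p = 0.0891 with an estimated correlation), among them CSLA02 (VIT_06s0061g01230), which fell from 122 to 10.6 FPKM. Of 50 pectin modification genes, 15 were higher and 33 lower at E-L38 (adjusted p = 0.00339 from limma's camera; adjusted p = 0.121 with an estimated correlation), and the pectinesterase VIT_07s0005g00730 fell from 76.5 to 3.21 FPKM.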

CVT423, characterized by significant lower bunch weight and overall lower productivity yields than the two other clones (**Table 1**), was distinguished at E-L35 (**Figure 5B**). 

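In CVT423 more cell wall genes were lower than higher at pea size, where its libraries of V1 and V2 stood apart, and at véraison they changed in both directions. At E-L35, 25 of 133 cell wall genes were higher and 22 lower in CVT423 than in CVT71 and CVT185, against 22 and 63 at E-L31 (median log2 fold change -0.14) and 36 and 11 at E-L38. Over all stages, the polygalacturonase gene JP630 (VIT_01s0127g00870) averaged 5.78 FPKM in CVT423 and 24.1 FPKM in the other clones, a log2 fold change of -0.69 (standard error 0.033, adjusted p = 3.21e-25 from limma), and VvEXPA17 (VIT_17s0000g06360) 26.9 and 46.1 FPKM. A pectinesterase (VIT_11s0016g00330) was higher in CVT423, at 10.8 and 6.33 FPKM. Of 24 xyloglucan endotransglycosylase genes, 2 were higher and 12 lower (adjusted p = 0.000637 from limma's camera; adjusted p = 0.111 with an estimated correlation), but without the 27 libraries of E-L31, an alternative added after the data were seen, 6 were higher and 6 lower (adjusted p = 0.929 from limma's camera). Of 38 cellulose synthase genes, 14 were higher and 4 lower (14 and 5 adjusted over the list alone; adjusted p = 0.0473 from limma's camera; adjusted p = 0.469 with an estimated correlation), and without E-L31 18 were higher and 2 lower (adjusted p = 3.15e-06 from limma's camera). Of 21 expansin genes, 3 were higher and 8 lower (adjusted p = 0.0252 from limma's camera; adjusted p = 0.241 with an estimated correlation), and without E-L31 the list was not called (adjusted p = 0.526 from limma's camera). In the 27 libraries of E-L35, clone accounted for 8.35% and vineyard for 72.1% of the variance of the cell wall genes.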

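Among genes of flavonoid and anthocyanin synthesis more were lower than higher in V3 at véraison. The anthocyanin regulator gene VvMybA2 (VIT_02s0033g00390) averaged 69.9 FPKM in V3 and 147 FPKM in V1 and V2 at E-L35, a log2 fold change of -1.07 (standard error 0.03, adjusted p = 5.7e-38 from limma), and VvDFR (VIT_18s0001g12800), dihydroflavonol 4-reductase, 96.9 and 168 FPKM. Of 52 genes of the pathway, 7 were higher and 33 lower in V3 (8 and 35 adjusted over the list alone; adjusted p = 1.57e-06 from limma's camera; adjusted p = 0.0265 with an estimated correlation). Within clones, where the list was counted and not tested, 3 were higher and 31 lower in V3 in CVT71, 8 and 23 in CVT423, and 6 and 29 in CVT185, with median log2 fold changes of -0.38, -0.25 and -0.30. Clone accounted for 14.3% of the variance of these genes at E-L35 and vineyard for 56.8% (both adjusted p = 1.33e-05 from the permutation test). At E-L38 the direction in V3 was the opposite, with 31 genes higher and 9 lower. How far the berries of a vineyard had ripened at a stage was not separated from the vineyard itself.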

A slight effect due to the clone was also observed for genes linked to secondary metabolism at véraison, specifically in V3, as CVT71 and CVT185 clustered separately from CVT423 (**Figure S5**). This was consistent with agronomic data collected in 2013 and reporting the highest amounts of flavonoids in V3, particularly for CVT185 grapes (**Table 1**). 

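Anthocyanin regulators switched on at véraison, and single flavonol and flavan-3-ol genes changed after it. VvMybA1 (VIT_02s0033g00410) rose from 0.0326 FPKM at E-L31 to 90.5 FPKM at E-L35, a log2 fold change of 6.39 (standard error 0.024, adjusted p = 1.07e-85 from limma), and VvMybA3 (VIT_02s0033g00450) from 0.0551 to 176 FPKM. Between E-L35 and E-L38 the leucoanthocyanidin reductase gene VvLAR1 (VIT_01s0011g02960) fell from 11.4 to 1.22 FPKM, while 1 flavonol synthase gene (VIT_18s0001g03430) rose from 11.5 to 90.5 FPKM and another (VIT_13s0047g00210) fell from 16.6 to 1.49 FPKM. Of the 52 genes of flavonoid and anthocyanin synthesis, 34 were higher and 16 lower at E-L35 than at E-L31 (adjusted p = 0.000109 from limma's camera; adjusted p = 0.0828 with an estimated correlation), and 15 were higher and 30 lower at E-L38 than at E-L35 (adjusted p = 0.0713 from limma's camera). In V2 at E-L35, 28 were higher and 11 lower (31 and 12 adjusted over the list alone; adjusted p = 0.000233 from limma's camera; adjusted p = 0.0892 with an estimated correlation). In CVT423 the list was not called, with 21 higher and 14 lower (adjusted p = 0.161 from limma's camera), but without the libraries of E-L31 22 were higher and 10 lower (adjusted p = 0.000335 from limma's camera).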

A deeper analysis of the flavonoid biosynthetic transcripts (**Figure 6A**), differentially regulated by ripening stage (**Figure 6B**) in concomitance with other functional groups (i.e., sugar and hormone metabolism; Castellarin et al., 2016; Massonnet et al., 2017), strengthened the above results.

**Figure 5:**
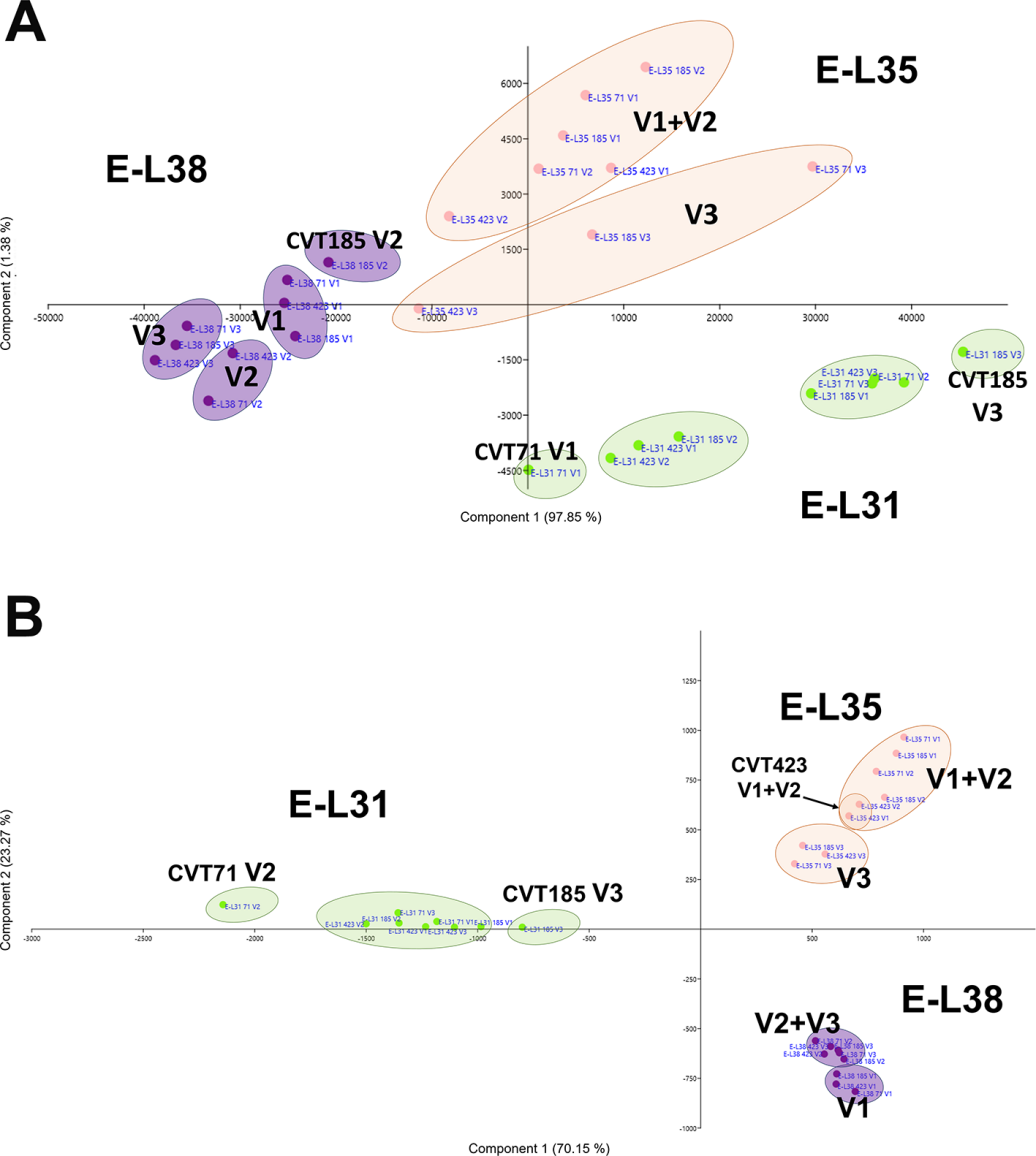
C*****x E*****effect on developmental processes. Schematic representation highlighting how the three considered variables, ripening stage (E-L31, E-L35, E-L38), clone (CVT71, CVT423, CVT185), or vineyard (V1, V2, V3), affect the distribution of samples when genes belonging to **(A)** development and **(B)** cell wall metabolism were analyzed by PCA. Conversion between the modified E-L scheme and the extended BBCH scheme, E-L31 = 75 BBCH; E-L35 = 81 BBCH; E-L38 = 89 BBCH.

**Figure 6:**
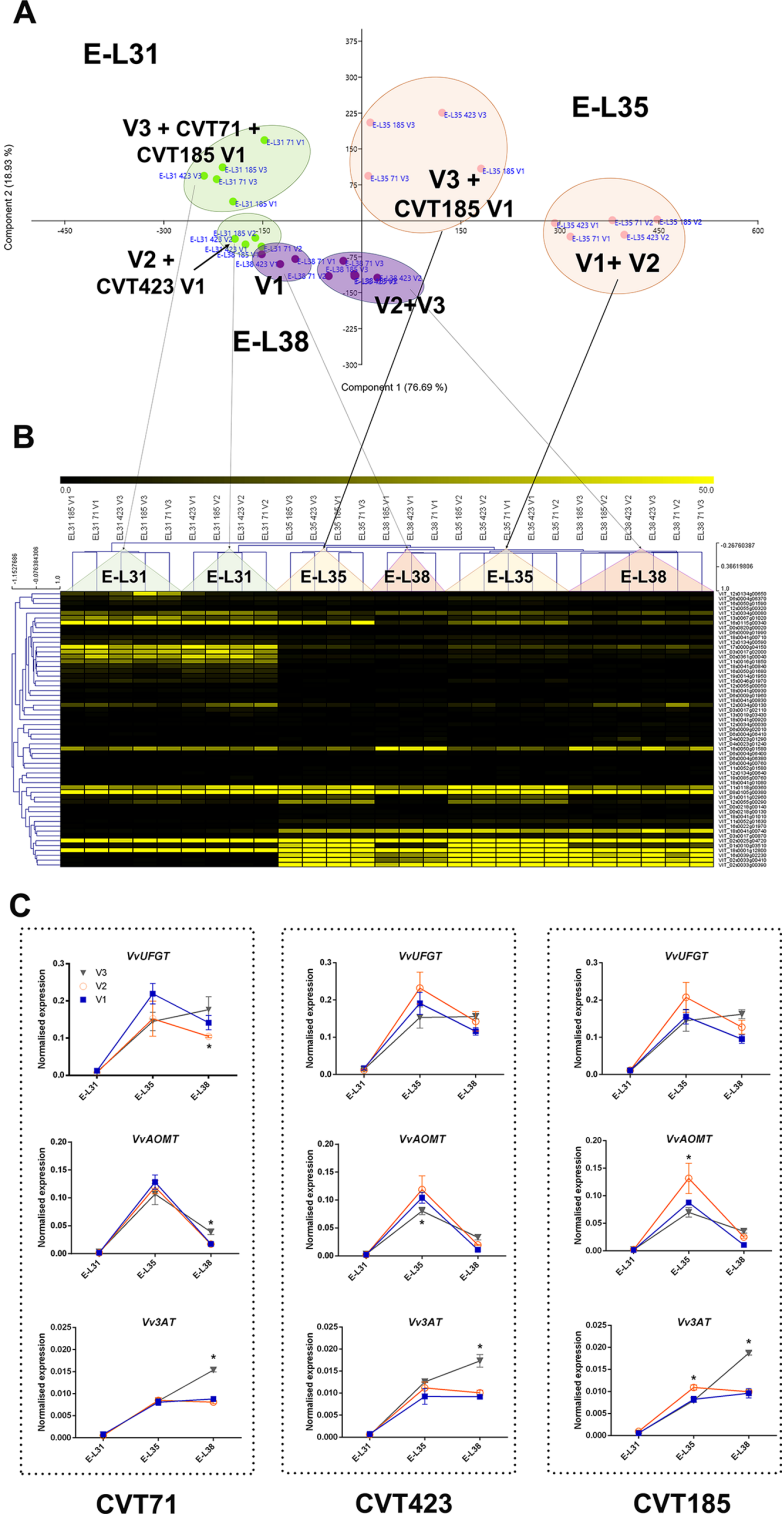
C *x* *E* effect on anthocyanin biosynthesis. **(A)** PCA and **(B)** heat map of transcripts belonging to the category of flavonoid biosynthesis. Color scale of the MeV heat map chart ranges from black (low expression) to yellow (high expression, FPKM > 50). **(C)** RT-qPCR expression profiles of genes encoding the main anthocyanin biosynthetic enzymes *Vv*UFGT (VIT_16s0039g02230), *Vv*AOMT (VIT_01s0010g03510) and *Vv*3AT (VIT_03s0017g00870) analyzed in whole berries collected in three vineyards (V1, V2, V3) from CVT71, CVT423, and CVT185 "Nebbiolo" clones at three ripening stages (E-L31, E-L35, E-L38) in 2013. Asterisk or lower case letters denote significant differences attested by Tukey’s *HSD* test (*P < 0.05*) respectively when values were significant in only one or more samples. Bars represent standard error of the mean (*n = 3*). The E-L31, E-L35, E-L38 stages from the modified E-L scheme respectively correspond to stage 75, 81 and 89 in the extended BBCH scheme.

All sequencing results discussed above were then used as the source to target the analysis of candidate genes and metabolites involved in the most important biological pathways affected by the studied variables, also highlighting changes between the 2 years of trial. The obtained information was thus integrated with the set of agronomical data collected in parallel over the two vintages.

### A Closer Look on Sugar Metabolism and Transport

Sugar, as well as flavonoid, accumulation represents an upstream trigger for the evolution of berry development (Kuhn et al., 2014; Lecourieux et al., 2014) together with ABA-mediated signalling (Gambetta et al., 2010; Castellarin et al., 2016). A worth noting subject indeed relies on how the accumulation of ABA, sugars, and secondary metabolites changes as a function of plant environmental adaptation (Ferrandino and Lovisolo, 2014). 

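Sugar transporter genes changed in both directions at véraison and mostly fell towards harvest. The ERD6-like sugar transporter 3 gene (VIT_14s0030g00250) fell from 16.4 to 1.19 FPKM between E-L31 and E-L35, a log2 fold change of -3.01 (standard error 0.032, adjusted p = 3.42e-62 from limma). A nodulin MtN3 family gene (VIT_17s0000g00820) fell from 13.5 to 0.265 FPKM between E-L35 and E-L38, and VvHT7 (VIT_11s0149g00050) from 26.1 to 12.9 FPKM. Of 33 sugar transport genes, 19 were higher and 12 lower at E-L35 than at E-L31 (adjusted p = 0.161 from limma's camera). At E-L38, 6 were higher and 22 lower than at E-L35 (7 and 22 adjusted over the list alone; adjusted p = 0.00451 from limma's camera), a call lost at an adjusted p = 0.422 with an estimated correlation. The list was called neither between vineyards at E-L35, with 8 higher and 6 lower in V2 and 9 and 8 in V3, nor in CVT423, with 8 higher and 14 lower.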

As expected, the transcriptional abundance of sugar transporter genes changed in relation to berry phenology (**Supplementary Figure S6A**). Three hexose transporter (HT) genes were analyzed: *VvHT1* (VIT_00s0181g00010), the first HT member characterized in grapevine and localized at the plasma membrane (Fillion et al., 1999), *VvHT2* (VIT_18s0001g05570) and *VvHT6* (VIT_18s0122g00850), both encoding tonoplast-localized transporters specific of the berry cells (Hayes et al., 2007; Afoufa-Bastien et al., 2010). 

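VvHT1 (VIT_00s0181g00010) was highest at E-L31 and fell at each step, from a mean of 62.2 to 38.1 and then to 20.6 FPKM, log2 fold changes of -0.82 (standard error 0.034, adjusted p = 5.89e-31 from limma) and -0.70 (standard error 0.034, adjusted p = 2.08e-27 from limma). VvHT2 (VIT_18s0001g05570) rose from 10.4 FPKM at E-L31 to 166 FPKM at E-L35, a log2 fold change of 3.90 (standard error 0.028, adjusted p = 3.18e-71 from limma), and fell to 40.5 FPKM at E-L38. VvHT6 (VIT_18s0122g00850) rose from 51.8 to 470 FPKM, a log2 fold change of 3.17 (standard error 0.025, adjusted p = 1.82e-69 from limma), and fell to 91.3 FPKM. VvHT2 and VvHT6 were highest at E-L35 in every combination of clone and vineyard. Between vineyards within a clone and a stage, 17 of 27 comparisons of VvHT1 passed the test, 14 of VvHT2 and 13 of VvHT6, and none of those of VvHT6 was at E-L35. Table S6 annotates VIT_00s0181g00010 as VvHT8, and the name VvHT1 is the one the paper's text gives it. These are RNA-seq values of the libraries whose RNA was also used for RT-qPCR.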

While *HT1* transcription was more active at pre-véraison, as reported elsewhere (Vignault et al., 2005; Conde et al., 2006), *HT2* and *HT6* were overexpressed at the onset of ripening. 

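In CVT185 of V2, VvHT1 averaged 65.0 ± 6.25 FPKM (SD, n = 3) at E-L31, 78.4 ± 1.82 FPKM (SD, n = 3) at E-L35 and 21.7 ± 3.00 FPKM (SD, n = 3) at E-L38. In CVT185 of V1 the means at these stages were 63.6, 40.0 and 19.1 FPKM, and in CVT185 of V3 they were 68.7, 23.3 and 16.1 FPKM. At E-L35 V2 was above V1 by a log2 fold change of 0.96 (standard error 0.103, adjusted p = 2.57e-12 from limma) and V3 was below V2 by one of -1.71 (adjusted p = 3.85e-22 from limma). VvHT1 in V2 at E-L35 averaged 55.4 ± 1.5 FPKM (SD, n = 3) in CVT71 and 37.7 ± 4.83 FPKM (SD, n = 3) in CVT423, and clone and vineyard interacted within E-L35 (adjusted p = 2.14e-06 from limma).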

Dynamic responses ascribed to *C x E* effect were also observed: in CVT185 grapes from V2, *HT1* was expressed during all developmental stages, without significant variations between 2013 and 2014 (**Supplementary Figures S6B, C**). 

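In CVT71, VvHT2 did not stand out in V3 at véraison and was highest there at harvest. At E-L35 it averaged 142 ± 6.15 FPKM (SD, n = 3) in V3, 162 ± 8.96 FPKM (SD, n = 3) in V1 and 164 ± 6.57 FPKM (SD, n = 3) in V2. V3 did not differ from V1 there (log2 fold change -0.19, adjusted p = 0.0563 from limma), and it was lower than V2 by a margin near the threshold (log2 fold change -0.20, adjusted p = 0.0375 from limma), a call lost with a pseudocount of 0.1. At E-L38 the means were 62.9 ± 0.168 FPKM (SD, n = 3) in V3, 24.3 ± 0.800 FPKM (SD, n = 3) in V1 and 25.4 ± 2.53 FPKM (SD, n = 3) in V2. V3 was then above V1 by a log2 fold change of 1.34 (standard error 0.085, adjusted p = 4.52e-21 from limma) and above V2 by 1.28 (adjusted p = 3.12e-20 from limma).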

In 2013, *HT2* was more expressed in CVT71 grapes collected in V3 starting from the onset of ripening (**Supplementary Figure S6B**); and always for this clone, in 2014, the transcription of *HT6* was significantly more induced in V2 at E-L35 (**Supplementary Figure S6C**).

Hexose accumulation is among the primary signals that, concurrently with anthocyanin biosynthesis, switch the berry development towards véraison (Deluc et al., 2009). Interestingly, a sugar-mediated regulation does exist on both structural genes of flavonoid biosynthesis and transcription factors involved in the anthocyanin pathway (Lecourieux et al., 2014). Moreover, ABA metabolic pathways are strictly associated with changes in sugar turnover (Hayes et al., 2010) and anthocyanin production in the berry (Ferrero et al., 2018). 

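The abscisic acid gene VvNCED1 (VIT_19s0093g00550) rose from 12.7 FPKM at E-L31 to 108 FPKM at E-L35, a log2 fold change of 3.08 (standard error 0.036, adjusted p = 2.16e-60 from limma), and fell to 7.43 FPKM at E-L38 (log2 fold change -3.68, adjusted p = 6.24e-64 from limma). At E-L35 it was lowest in V3 in each clone. In CVT71 it averaged 158 ± 3.57 FPKM (SD, n = 3) in V1, 180 ± 0.586 FPKM (SD, n = 3) in V2 and 66.3 ± 1.26 FPKM (SD, n = 3) in V3. In CVT423 the means were 124, 126 and 32.9 FPKM and in CVT185 112, 118 and 59.0 FPKM, in the same order of vineyards. The log2 fold changes of V3 against V1 were -1.24 in CVT71, -1.88 in CVT423 and -0.91 in CVT185, and 23 of 27 comparisons between vineyards passed the test over the 3 stages. VvNCED2 (VIT_10s0003g03750) rose from 3.04 to 34.6 FPKM and fell to 3.65 FPKM. Of 60 abscisic acid genes, 37 were higher and 22 lower at E-L35 than at E-L31 (adjusted p = 0.00641 from limma's camera; adjusted p = 0.0925 with an estimated correlation), and 21 were higher and 37 lower at E-L38 than at E-L35 (adjusted p = 0.0205 from limma's camera; adjusted p = 0.162 with an estimated correlation). VvNCED1 was highest at E-L35 in every combination of clone and vineyard. From RT-qPCR profiles and the abscisic acid contents the paper proposes that sugar and abscisic acid signals form a network that modulates berry development.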

Consistently, the ABA biosynthetic gene *VvNCED1* (VIT_19s0093g00550) was overexpressed at the onset of ripening in both the experimental years, in line with the patterns of ABA concentrations (**Figure S7**) and with the transcriptional profiles of *HT2* and *HT6* (**Figures S6B, C**) and of the anthocyanin biosynthetic genes *UFGT* and *AOMT* (**Figures 6C** and **S8**). These findings pointed out to a tight network of sugar and ABA signals that, acting in coordination with changes in secondary metabolism (**Figure S5**) (Gambetta et al., 2010; Speirs et al., 2013), modulate the evolution of berry development promoting the physiological adaptation of “Nebbiolo” clones to the environment.

Further support to this array of molecular changes derived from the analysis of agronomical parameters, such as the content of total soluble solids (TSS), which significantly differed based on environmental conditions and clone (**Tables 1** and **2**). This trend was particularly evident during the first vintage, as TSS values were significantly higher in the berries from V2 than from V1 and V3 (**Table 1**). Despite the viticultural practices were equally managed and clones were all grafted on the same rootstock in all vineyards, the three sites differed in terms of soil composition (**Table S2**). Soil properties, including pH, texture, drainage, and presence of specific microorganism consortia (Belda et al., 2017), can influence water uptake at the root level, triggering specific physiological adaptations (Tramontini et al., 2014; Zerihun et al., 2015). For instance, the soil in V2 was predominantly sandy with very low content of organic matter and limited cation exchange capacity. Conversely, V1 and V3, constituted by prevalently silty and loam soils, respectively, showed good values of organic matter content and cation exchange capacity (**Table S2**). Furthermore, we could not exclude that differences in altitude, row exposition (**Table S2**), meso- and microclimate, or nutrition could have influenced the plant water status and, consequently, the ripening dynamics, with effects on the accumulation of sugars (Brillante et al., 2018). Additionally, to assess whether the V2-dependent increase in TSS values could be supported by alterations of the plant sink-source balance, the ratio between yield and pruning wood (referred to as the Ravaz index, RI) was calculated. Independently of the clone, during the first year, RI values were significantly lower in V2 than in other growing sites (**Table 1**). However, unlike TSS, the RI trend was overall confirmed during the second vintage (**Table 2**). Being the weight of pruning wood not significantly different among the three vineyards in both years, the observed decrease in RI could only rely on the grape yield variability, which was significantly affected by the growing site in both the experimental seasons (**Tables 1** and **2**). Based on these observations and according to previous experimental evidence (Tramontini et al., 2013), the increase in berry sugars associated to V2 grapes in 2013 could most likely result from the interaction of the specific climatic conditions occurring in 2013 during the first period of ripening (**Supplementary Figure S1B**) [i.e., scarce precipitations, higher temperatures, and higher evaporative water demand (corresponding to higher VPD values)] with V2 soil features and row exposition and with rootstock-type (Kober 5BB, poorly tolerant to water deficit; Lovisolo et al., 2016).

Table 2Measurements of agronomical parameters, quantity and quality features of the studied ‘Nebbiolo’ clones (CVT71, CVT423 and CVT185) grown in three different vineyards of the Langhe area (V1, V2, V3) in 2014. Data are means ± standard error (*n = 21*). Results of ANOVA analysis are detailed below the table.

**Table:** 

Year 2014			CVT71								CVT423							CVT185						
			V1			V2		V3			V1			V2		V3		V1		V2				
Budbreak^a^			2.33 ± 0.10			2.82 ± 0.10		2.84 ± 0.11			2.16 ± 0.03			2.59 ± 0.10		2.77 ± 0.10		2.27 ± 0.10		2.92 ± 0.14				
Bud fertility (n° clusters per shoot)			0.72 ± 0.10			2.82 ± 0.10		2.84 ± 0.11			1.07 ± 0.13			2.59 ± 0.10		2.77 ± 0.10		0.69 ± 0.10		2.92 ± 0.14				
Yield (kg per plant)			1.97 ± 0.26			1.10 ± 0.18		2.11 ± 0.26			2.25 ± 0.29			1.04 ± 0.07		1.75 ± 0.13		1.47 ± 0.26		1.47 ± 0.17				
N° clusters per plant			7.24 ± 0.91			4.4 ± 0.67		7.3 ± 0.92			10.87 ± 1.38			5.3 ± 0.44		7.8 ± 0.46		6.50 ± 0.86		5.7 ± 0.69				
Cluster weight (g)			269 ± 17.29			244 ± 15.76		294 ± 10.52			207 ± 11.01			216 ± 11.70		227 ± 10.53		226 ± 8.77		266 ± 14.25				
Total Soluble Solids (TSS, °Brix)			23.08 ± 0.46			24.72 ± 0.21		24.65 ± 0.45			23.27 ± 0.13			24.08 ± 0.16		25.14 ± 0.15		23.04 ± 0.36		22.28 ± 0.6				
pH			2.88 ± 0.03			3.08 ± 0.01		3.05 ± 0.02			2.96 ± 0.03			3.04 ± 0.01		3.07 ± 0.02		2.85 ± 0.02		3.00 ± 0.02				
Titratable acidity (g L^-1^)			13 ± 0.08			10.57 ± 0.2		8.69 ± 0.10			10.89 ± 0.5			10.19 ± 0.26		7.68 ± 0.21		13.56 ± 0.53		11.72 ± 0.25				
Tartaric acid (g L^-1^)			10.45 ± 0.51			9.64 ± 0.12		8.85 ± 0.10			8.68 ± 0.30			8.64 ± 0.10		8.18 ± 0.15		10.54 ± 0.1		8.94 ± 0.14				
Malic acid (g L^-1^)			4.50 ± 0.54			3.28 ± 0.17		1.75 ± 0.28			3.40 ± 0.31			3.56 ± 0.25		0.72 ± 0.10		4.72 ± 0.48		4.92 ± 0.26				
Total anthocyanins (mg kg^-1^)			904 ± 25.98			881 ± 19.27		804 ± 10.17			891 ± 40.92			826 ± 57.05		780 ± 19.50		705 ± 21.93		815 ± 57.09				
Anthocyanin extractability (%)			76 ± 0.67			79 ± 0.58		83 ± 0.33			82 ± 1			79 ± 2.33		82 ± 0.58		88 ± 1.45		70 ± 2.03				
Total flavonoids (mg kg^-1^)			3756 ± 129.62			3958 ± 126.19		3653 ± 89.16			5167 ± 149.16			3937 ± 383.54		3820 ± 46.51		3018 ± 94.82		3452 ± 177.70				
Pruning wood (kg per plant)			1.02 ± 0.13			0.99 ± 0.05		0.75 ± 0.07			0.67 ± 0.09			0.77 ± 0.05		0.61 ± 0.04		0.87 ± 0.08		0.85 ± 0.04				
Ravaz index^b^ (RI, kg)			1.93 ± 0.07			1.11 ± 0.12		2.81 ± 0.13			3.36 ± 0.16			1.35 ± 0.04		2.87 ± 0.05		1.69 ± 0.12		1.73 ± 0.12				

a Budbreak index was estimated based on a scale from 1 (dormant bud) to 6 (three unfolded young leaves) according to Baggiolini (1952).

b Yield/pruning weight per plant.

**Table:** 

Source of variation	Budbreak	Bud fertility		Yield	N° clusters/plant		Cluster weight		Total Soluble Solids	pH		Titratable acidity	Tartaric acid		Malic acid		Total anthocyanins		Anthocyanin extractability		Total flavonoids	Pruning wood		Ravaz index
Clone	**	NS		**	NS		**		NS	**		**	**		**		*		NS		**	**		***
Vineyard	**	**		**	**		**		**	**		**	**		**		NS		NS		NS	NS		***
Clone x Vineyard	NS	**		NS	**		NS		**	NS		NS	**		*		*		NS		**	NS		***

Significance of clone, vineyard, and interaction clone × vineyard effects was tested for P ≤ 0.05 (*), P ≤ 0.01 (**), and P ≤ 0.001 (***); NS, not significant.

Unlike TSS, other technological parameters, such as titratable acidity of musts, showed stable responses between the two seasons, reflecting the major influence of the genotype component. For instance, in both years, once reached the same level of maturity, the berries collected from CVT185 plants showed higher acidity (TA, **Tables 1** and **2**). Accordingly, other authors reported that differences in terms of chemical properties of grapes (including TA), besides being affected by climate (Arrizabalaga et al., 2018), were mainly influenced by the clone genotype (van Leeuwen et al., 2013b).

### Changes in anthocyanin metabolism and transport Underlying the C x E Interplay

Despite the amount of total flavonoids and total anthocyanins was another feature dependent on genetic characteristics (Mattivi et al., 2006; Pinasseau et al., 2017), the obtained results attested that year and field site also concurred to influence them. Accordingly, the analysis of genes controlling the most crucial steps of the anthocyanin biosynthesis (Bogs et al., 2006; Hugheney et al., 2009), namely *VvUFGT* (VIT_16s0039g02230) and *VvAOMT* (VIT_01s0010g03510), evidenced transcriptional changes associated with specific clone-vineyard combinations (**Figure 6C** and **Supplementary Figures S8A–F**). Furthermore, agronomical results showed that in 2013, the grapes harvested in V3 accumulated higher content of total flavonoids than those from other vineyards, and the highest values were observed for CVT185 samples (**Table 1**). 

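VvUFGT and VvAOMT were induced at véraison, and the vineyards ranked differently at harvest. VvUFGT rose from 0.0326 FPKM at E-L31 to 57.9 FPKM at E-L35, a log2 fold change of 5.80 (standard error 0.027, adjusted p = 6.86e-81 from limma), and averaged 39.1 FPKM at E-L38. VvAOMT rose from 4.09 to 56.7 FPKM, a log2 fold change of 3.50 (standard error 0.047, adjusted p = 5.17e-57 from limma), and fell to 9.69 FPKM. At E-L35 VvUFGT was lowest in V3 in each clone, for example 43.2 ± 2.37 FPKM (SD, n = 3) in CVT185, where V2 had 74.8 ± 18.0 FPKM (SD, n = 3). At E-L38 it was highest in V3 in each clone, at 51.7 ± 2.88 FPKM (SD, n = 3) in CVT71, 53.8 ± 3.79 FPKM (SD, n = 3) in CVT423 and 50.4 ± 1.12 FPKM (SD, n = 3) in CVT185. In CVT185 this was a log2 fold change of 1.08 over V1 (standard error 0.082, adjusted p = 7.14e-18 from limma). In V3 each clone's mean of VvUFGT was higher at E-L38 than at E-L35. VvAOMT at E-L38 averaged 15.8 ± 2.66 FPKM (SD, n = 3) in CVT71 of V3 against 8.24 and 8.03 FPKM in V1 and V2, and in CVT185 it averaged 4.69, 13.1 and 12.6 FPKM in V1, V2 and V3. Clone and vineyard interacted within E-L38 for VvUFGT (adjusted p = 1.06e-08 from limma) and for VvAOMT (adjusted p = 1.52e-07 from limma).

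**Figure D2:**
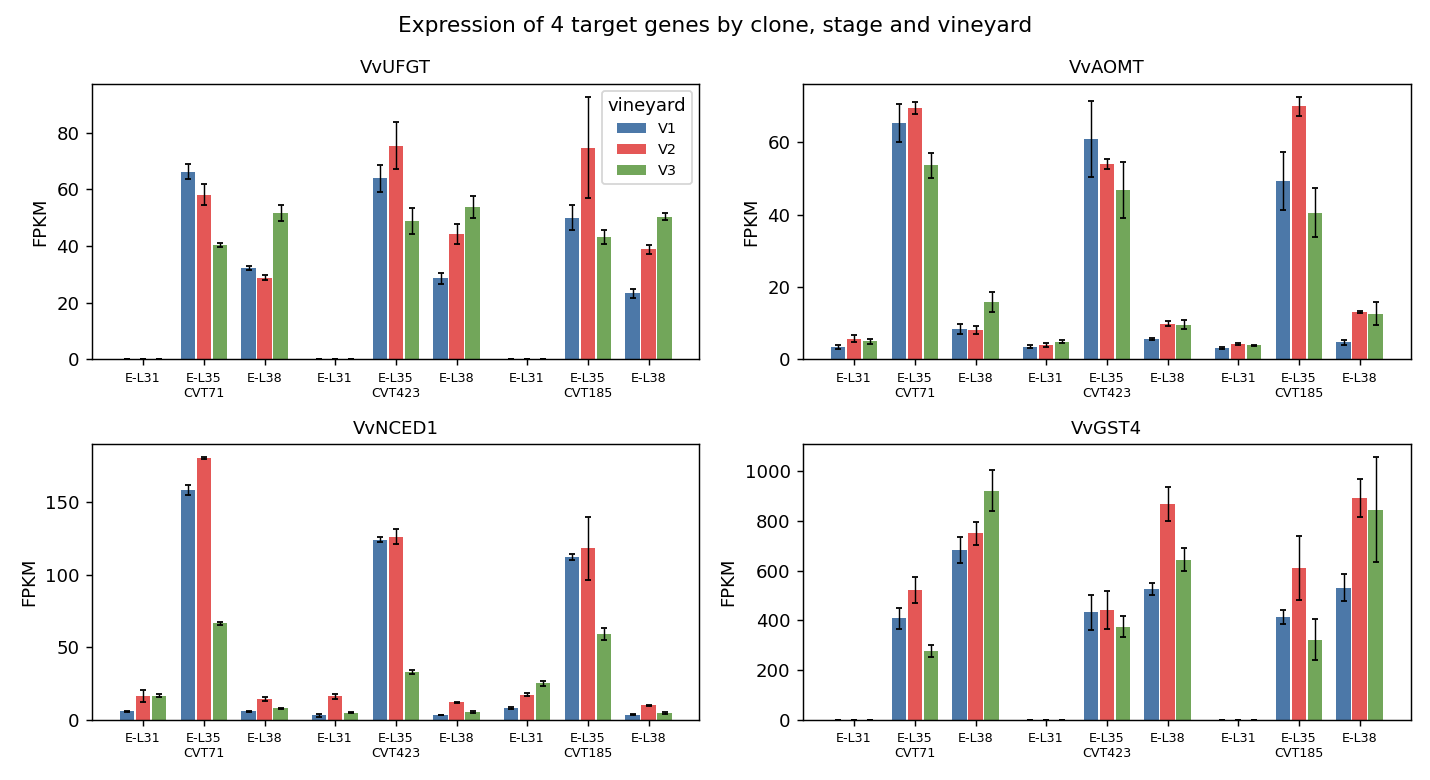
Mean FPKM of VvUFGT, VvAOMT, VvNCED1 and VvGST4 by clone, stage and vineyard. Bars are means and error bars are SD, n = 3 libraries; in V3 VvUFGT is the highest of the 3 vineyards at E-L38.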

On the contrary, in 2014, CVT185 berries had a lower quantity of total flavonoids than CVT71 and CVT423, which showed the highest amount of these compounds in V2 and V1, respectively (**Table 2**). Unlike total flavonoids, total anthocyanins were more abundant in 2014 (**Tables 1** and **2**), characterized by a summer season with overall milder temperatures than 2013 (**Supplementary Figure S1**). Similarly, yields of anthocyanin extractability had a tendency to increase in the second year of trial, with values not significantly different among the clones (**Tables 1** and **2**).

It is well known that weather conditions can negatively affect the pattern of anthocyanin accumulation in grapevine (Bergqvist et al., 2001). In particular, it was pointed out that rainfall events occurring around véraison most predominantly influence the synthesis of anthocyanins and their abundance at harvest (Ferrandino and Guidoni, 2010). Additionally, different studies have demonstrated that high water content has a detrimental effect on the anthocyanin accumulation (Castellarin et al., 2007; Brillante et al., 2017; Mirás-Avalos and Intrigliolo, 2017). Accordingly, although total rainfall was significantly (*P < 0.01*) more abundant over the whole year 2014 than 2013 (1182.86 ± 33.51 mm vs 965.86 ± 35.46 mm, respectively), around véraison (August, 26^th^) in 2013, there were more precipitations (average values: 78.66 ± 9.11 mm) than during véraison (August, 19^th^) in 2014 (average values: 36.80 ± 1.30 mm; **Supplementary Figure S1**). This could represent a reasonable explanation supporting the observed differences in terms of total anthocyanins in the 2 years.

Additionally, although “Nebbiolo” is a peonidin 3-*O*-glucoside prevalent cultivar (Ferrandino et al., 2012), significant differences in terms of percentage of single anthocyanins (**Tables 3** and **4**) were observed among clones in both years of trial. Grapevine intra-specific variability was largely documented in terms of single anthocyanin profiles (Ortega-Regules et al., 2006; González-Neves et al., 2008; Ferrandino et al., 2012), but intra-varietal differences linked with anthocyanin accumulation and proportion do also exist (Arozarena et al., 2002; Arrizabalaga et al., 2018). Consistently, grapes of CVT423 had significantly lower content of malvidin-3-*O*-glucoside and petunidin-3-*O*-glucoside (**Tables 3** and **4**), both tri-substituted anthocyanins, which are more stable forms over wine fermentation and aging (González-Neves et al., 2008; Ferrandino et al., 2012). This finding confirmed that, during ripening, besides accumulation, also partitioning of secondary metabolites could depend on the adaptive response of clones to environmental conditions (Ferrandino and Lovisolo, 2014; Lovisolo et al., 2016). Interestingly, in both years, the variability associated with contents of tri- and di-substituted anthocyanins was also evident in terms of "environmental effect," as both the forms were less accumulated in V2 than in other vineyards (**Table 3**). It was shown that the biosynthesis of tri-hydroxylated anthocyanins is upregulated at the expense of the di-hydroxylated forms upon water deficit (Castellarin et al., 2007). Accordingly, VPD data collected over the 2 years (**Figure S1**) evidenced that the evaporative transpirative demand was always higher in V2 than in the other sites. As the plant water status is easily influenced by the environment/clone characteristics (e.g., interactions among canopy size, climate and soil), differences in the ratio between tri- and di-hydroxylated anthocyanins may vary as a function of the environmental variability existing even within the same vineyard (Brillante et al., 2017).

**Table 3:** Anthocyanin profiles (percent) in the skin of grapes collected at 24°BRIX from the studied ‘Nebbiolo’ clones (CVT71, CVT423 and CVT185) in three different vineyards of the Langhe area (V1, V2, V3) in 2013. Data are means ± standard error (*n = 21*). Results of ANOVA analysis are reported below the table.

Year 2013			CVT71								CVT423								CVT185						
			V1			V2			V3		V1			V2		V3			V1						
Delphinidin-3-*O*-glucoside			4.72 ± 0.33			3.56 ± 0.17			8.08 ± 0.10		4.97 ± 0.03			2.90 ± 0.19		5.39 ± 0.06			6.34 ± 0.42						
Cyanidin-3-*O*-glucoside			15.61 ± 0.95			18.25 ± 0.66			9.08 ± 0.46		18.77 ± 1.29			21.86 ± 0.72		17.18 ± 1.32			16.75 ± 0.83						
Petunidin-3-*O*-glucoside			4.10 ± 0.26			3.19 ± 0.15			6.91 ± 0.16		3.99 ± 0.08			2.48 ± 0.16		4.51 ± 0.15			4.77 ± 0.28						
Peonidin-3-*O*-glucoside			51.96 ± 1.66			55.29 ± 0.99			35.74 ± 0.86		51.22 ± 0.50			56.07 ± 0.43		49.14 ± 0.71			46.93 ± 1.75						
Malvidin-3-*O*-glucoside			18.28 ± 1.91			13.79 ± 1.36			32.66 ± 0.93		14.96 ± 0.70			9.98 ± 0.61		16.20 ± 1.33			19.06 ± 1.05						
Delphinidin-acetylglucoside			0.09 ± 0.01			0.08 ± 0.01			0.23 ± 0.01		0.13 ± 0.00			0.08 ± 0.00		0.17 ± 0.00			0.16 ± 0.01						
Cyanidin-acetylglucoside			0.27 ± 0.02			0.38 ± 0.02			0.25 ± 0.00		0.41 ± 0.02			0.54 ± 0.01		0.52 ± 0.04			0.37 ± 0.02						
Petunidin-acetylglucoside			0.06 ± 0.01			0.04 ± 0.00			0.19 ± 0.01		0.07 ± 0.01			0.03 ± 0.00		0.13 ± 0.01			0.10 ± 0.01						
Peonidin-acetylglucoside			1.14 ± 0.07			1.30 ± 0.04			0.12 ± 0.01		1.26 ± 0.06			1.53 ± 0.06		1.54 ± 0.03			1.14 ± 0.08						
Malvidin-acetylglucoside			0.55 ± 0.05			0.43 ± 0.04			1.20 ± 0.05		0.51 ± 0.04			0.35 ± 0.02		0.67 ± 0.05			0.68 ± 0.04						
Peonidin-caffeoylglucoside			0.11 ± 0.01			0.09 ± 0.00			0.25 ± 0.01		0.14 ± 0.00			0.09 ± 0.00		0.18 ± 0.01			0.17 ± 0.01						
Malvidin-caffeoylglucoside			0.32 ± 0.01			0.30 ± 0.02			0.29 ± 0.01		0.31 ± 0.01			0.29 ± 0.03		0.37 ± 0.02			0.28 ± 0.02						
Dephinidin *p*-coumaroylglucoside			0.14 ± 0.01			0.08 ± 0.01			0.28 ± 0.01		0.12 ± 0.00			0.13 ± 0.01		0.13 ± 0.01			0.13 ± 0.01						
Cyanidin *p*-coumaroylglucoside			0.40 ± 0.02			0.61 ± 0.03			0.38 ± 0.01		0.62 ± 0.05			0.82 ± 0.00		0.73 ± 0.05			0.52 ± 0.03						
Petunidin *p*-coumaroylglucoside			0.09 ± 0.01			0.07 ± 0.00			0.22 ± 0.01		0.01 ± 0.00			0.06 ± 0.00		0.14 ± 0.01			0.13 ± 0.01						
Peonidin *p*-coumaroylglucoside			1.62 ± 0.08			2.09 ± 0.07			1.56 ± 0.01		1.94 ± 0.06			2.42 ± 0.11		2.22 ± 0.02			1.80 ± 0.02						
Malvidin *p*-coumaroylglucoside			0.54 ± 0.06			0.45 ± 0.07			1.57 ± 0.06		0.48 ± 0.03			0.36 ± 0.01		0.79 ± 0.09			0.66 ± 0.02						
Source of variation	Delphinidin-3-*O*-glucoside	Cyanidin-3-*O*-glucoside		Petunidin-3-*O*-glucoside	Peonidin-3-*O*-glucoside		Malvidin3-*O*-glucoside-	Delphinidin-acetylglucoside		Cyanidin- acetylglucoside		Petunidin-acetylglucoside	Peonidin- acetylglucoside		Malvidin- acetylglucoside		Peonidin-caffeoyl-glucoside	Malvidin-caffeoyl-glucoside		Dephinidin *p*-coumaroyl-glucoside	Cyanidin *p*-coumaroyl-glucoside		Petunidin *p*- coumaroyl-glucoside	Peonidin *p*- coumaroyl-glucoside	Malvidin *p*- coumaroyl-glucoside
Clone	***	***		***	***		***	***		***		***	***		***		***	NS		***	***		***	***	***
Vineyard	***	***		***	***		***	***		***		***	***		***		***	*		***	***		***	***	***
Clone x Vineyard	***	NS		***	***		***	***		NS		***	*		***		***	NS		***	NS		***	*	***
Significance of clone, vineyard, and interaction clone × vineyard effects was tested for P ≤ 0.05 (*), P ≤ 0.01 (**), and P ≤ 0.001 (***); NS, not significant.																									

**Table 4:** Anthocyanin profiles (percent) in the skin of grapes collected at 24°BRIX from the studied “Nebbiolo” clones (CVT71, CVT423 and CVT185) in three different vineyards of the Langhe area (V1, V2, V3) in 2014. Data are means ± standard error (*n = 21*). Results of the ANOVA analysis are reported below the table.

Year 2014				CVT71								CVT423							CVT185							
				V1			V2		V3			V1		V2		V3			V1			V2			V3	
Delphinidin-3-*O*-glucoside				3.80 ± 0.10			2.87 ± 0.20		4.47 ± 0.22			3.83 ± 0.23		3.30 ± 0.15		4.10 ± 0.36			4.67 ± 0.30			3.50 ± 0.35			4.53 ± 0.33	
Cyanidin-3-*O*-glucoside				14.73 ± 1.47			13.07 ± 0.82		10.70 ± 0.20			15.83 ± 0.13		20.30 ± 1.19		16.83 ± 0.83			15.70 ± 0.80			16.17 ± 1.31			14.70 ± 0.21	
Petunidin-3-*O*-glucoside				3.43 ± 0.09			3.03 ± 1.12		4.57 ± 0.15			3.63 ± 0.15		3.57 ± 0.09		3.83 ± 0.27			4.03 ± 0.12			3.43 ± 0.18			4.37 ± 0.30	
Peonidin-3-*O*-glucoside				57.60 ± 0.44			61.73 ± 0.09		52.87 ± 1.23			55.63 ± 0.84		57.67 ± 0.61		54.83 ± 1.34			55.10 ± 2.30			55.63 ± 0.55			53.93 ± 1.35	
Malvidin-3-*O*-glucoside				15.50 ± 1.15			14.93 ± 0.30		22.40 ± 0.81			15.97 ± 0.17		12.10 ± 0.70		14.43 ± 1.31			16.13 ± 0.39			15.77 ± 1.23			15.87 ± 0.58	
Delphinidin-acetylglucoside				0.07 ± 0.03			0.03 ± 0.03		0.10 ± 0.00			0.10 ± 0.00		0.10 ± 0.00		0.10 ± 0.00			0.10 ± 0.00			0.10 ± 0.00			0.13 ± 0.03	
Cyanidin-acetylglucoside				0.23 ± 0.03			0.23 ± 0.03		0.10 ± 0.00			0.30 ± 0.00		0.37 ± 0.03		0.30 ± 0.00			0.20 ± 0.10			0.37 ± 0.03			0.40 ± 0.00	
Petunidin-acetylglucoside				0.03 ± 0.03			0.00 ± 0.00		0.10 ± 0.00			0.07 ± 0.03		0.00 ± 0.00		0.07 ± 0.03			0.07 ± 0.03			0.03 ± 0.03			0.10 ± 0.00	
Peonidin-acetylglucoside				0.90 ± 0.00			1.03 ± 0.09		0.83 ± 0.03			1.00 ± 0.06		0.93 ± 0.03		1.00 ± 0.06			0.77 ± 0.23			1.10 ± 0.15			1.40 ± 0.58	
Malvidin-acetylglucoside				0.37 ± 0.03			0.40 ± 0.00		0.53 ± 0.03			0.47 ± 0.03		0.33 ± 0.03		0.47 ± 0.03			0.40 ± 0.15			0.47 ± 0.07			0.70 ± 0.06	
Peonidin-caffeoylglucoside				0.10 ± 0.00			0.10 ± 0.00		0.10 ± 0.00			0.10 ± 0.00		0.00 ± 0.00		0.13 ± 0.03			0.10 ± 0.00			0.10 ± 0.00			0.13 ± 0.03	
Malvidin-caffeoylglucoside				0.30 ± 0.00			0.30 ± 0.15		0.17 ± 0.03			0.43 ± 0.20		0.10 ± 0.00		0.23 ± 0.03			0.27 ± 0.09			0.27 ± 0.03			0.30 ± 0.00	
Dephinidin *p*-coumaroylglucoside				0.10 ± 0.00			0.07 ± 0.07		0.10 ± 0.00			0.13 ± 0.09		0.00 ± 0.00		0.10 ± 0.00			0.10 ± 0.06			0.07 ± 0.03			0.10 ± 0.00	
Cyanidin *p*-coumaroylglucoside				0.40 ± 0.06			0.30 ± 0.06		0.30 ± 0.00			0.40 ± 0.06		0.23 ± 0.03		0.60 ± 0.00			0.37 ± 0.03			0.50 ± 0.00			0.50 ± 0.00	
Petunidin *p*-coumaroylglucoside				0.10 ± 0.00			0.07 ± 0.03		0.10 ± 0.00			0.07 ± 0.03		0.00 ± 0.00		0.10 ± 0.00			0.07 ± 0.03			0.10 ± 0.00			0.10 ± 0.00	
Peonidin *p*-coumaroylglucoside				1.90 ± 0.06			1.47 ± 0.24		1.80 ± 0.06			1.57 ± 0.26		0.77 ± 0.09		2.27 ± 0.03			1.43 ± 0.12			1.93 ± 0.18			2.00 ± 0.10	
Malvidin *p*-coumaroylglucoside				0.53 ± 0.03			0.33 ± 0.07		0.77 ± 0.09			0.47 ± 0.09		0.17 ± 0.03		0.60 ± 0.06			0.50 ± 0.10			0.53 ± 0.09			0.77 ± 0.12	
Source of variation	Delphinidin-3-*O*-glucoside	Cyanidin-3-*O*-glucoside	Petunidin-3-*O*-glucoside		Peonidin-3-*O*-glucoside	Malvidin3-*O*-glucoside-		Delphinidin-acetylglucoside		Cyanidin-acetylglucoside	Petunidin-acetylglucoside		Peonidin- acetylglucoside		Malvidin- acetylglucoside		Peonidin-caffeoyl-glucoside	Malvidin-caffeoyl-glucoside		Dephinidin *p*-coumaroyl-glucoside	Cyanidin *p*-coumaroyl-glucoside		Petunidin *p*- coumaroyl-glucoside	Peonidin *p*- coumaroyl-glucoside		Malvidin *p*- coumaroyl-glucoside
Clone	*	***	NS		NS	***		*		***	NS		NS		NS		NS	NS		NS	**		NS	NS		*
Vineyard	***	*	***		***	***		NS		NS	**		NS		**		**	NS		NS	**		*	***		***
Clone x Vineyard	NS	*	*		NS	***		NS		*	NS		*		NS		**	NS		NS	***		NS	***		NS
Significance of clone, vineyard, and interaction clone × vineyard effects was tested for P ≤ 0.05 (*), P ≤ 0.01 (**), and P ≤ 0.001 (***); NS, not significant.																										

These observations well fit with the analysis of the genes involved in anthocyanin transport: *VvABCC1* (VIT_16s0050g02480), encoding a tonoplast-localized transporter of glucosylated anthocyanins (Francisco et al., 2013), *VvAM1* (VIT_16s0050g00930), encoding a vacuolar ANTHOMATE transporter involved in the delivery of acylated anthocyanins (Gomez et al., 2009), and *VvGST4* (VIT_04s0079g00690), encoding a glutathione S-transferase mediating anthocyanin transport into the vacuole (Ageorges et al., 2006). Indeed, *VvABCC1*expression did not follow the same increasing trend in all the growing sites (**Supplementary Figures S9A–C**). Similarly, *VvAM1* (**Supplementary Figures S9D–F**) and *VvGST4* (**Supplementary Figures S9G–I**) showed transcriptional patterns close to those of the anthocyanin acyltransferase gene *Vv3AT* (**Figure 6C**), involved in the synthesis of acylated anthocyanins (Rinaldo et al., 2015). 

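VvABCC1 was high before véraison in V3 only. At E-L31 it averaged 60.5 ± 1.83 FPKM (SD, n = 3) in CVT71, 48.2 ± 2.88 FPKM (SD, n = 3) in CVT423 and 65.8 ± 2.37 FPKM (SD, n = 3) in CVT185 of V3, against 19.1 to 26.7 FPKM in V1 and V2. The log2 fold changes of V3 against V1 were 1.15, 0.85 and 1.45 in CVT71, CVT423 and CVT185 (standard error 0.104, adjusted p = 6.58e-15, 1.77e-10 and 7.97e-19 from limma). In V1 and V2 it was highest at E-L35, where V1 had 57.0, 72.8 and 64.5 FPKM in CVT71, CVT423 and CVT185, whereas in V3 it was highest at E-L31 in each clone. At E-L38 all 9 means lay between 24.8 and 35.8 FPKM.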

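VvAM1 and VvGST4 rose at véraison with Vv3AT (VIT_03s0017g00870). From E-L31 to E-L35 the log2 fold changes were 2.15 for VvAM1 (15.3 to 73.1 FPKM, standard error 0.045, adjusted p = 2.39e-46 from limma), 8.45 for VvGST4 (0.191 to 423 FPKM, standard error 0.055, adjusted p = 8.67e-74 from limma) and 1.96 for Vv3AT (0.313 to 4.17 FPKM, standard error 0.03, adjusted p = 1.28e-53 from limma). From E-L35 to E-L38 VvGST4 rose to 741 FPKM (log2 fold change 0.82, adjusted p = 9.02e-21 from limma) and VvAM1 to 83.0 FPKM (0.21, adjusted p = 2.95e-05 from limma), and the change of Vv3AT was not called (0.06, adjusted p = 0.0871 from limma). At E-L38 Vv3AT was highest in V3 in CVT423 and CVT185, at 6.22 and 6.35 FPKM against 3.37 and 2.98 FPKM in V1, and in CVT71 V3 against V1 was not called (log2 fold change 0.05, adjusted p = 0.687 from limma). VvGST4 at E-L38 averaged 869 FPKM in V2 and 644 FPKM in V3 in CVT423, 893 FPKM in V2 and 846 ± 210 FPKM (SD, n = 3) in V3 in CVT185, and 751 FPKM in V2 and 923 FPKM in V3 in CVT71. VvAM1 at E-L38 averaged 66.0 to 71.3 FPKM in V3 and 73.2 to 109 FPKM in V1 and V2. From the coordination of Vv3AT with VvAM1 and VvGST4 the paper reasons that the transcripts match the acylated anthocyanins it measured.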

Given that acylated forms are peculiar of "Nebbiolo" grapes (Ferrandino et al., 2012), this coordination between transcriptional activation of acylated anthocyanin biosynthesis (*Vv3AT*) and transport (*VvAM1*, *VvGST4*) well supported what observed at the metabolite level in terms of anthocyanin partitioning. Moreover, the fact that expression changes of acyltransferase and anthocyanin transporter genes were only partially confirmed in 2014 (**Supplementary Figures S8G–I and Figure S9D**’–I’, respectively), revealed that anthocyanin acylation and transport were influenced by the *C x E* interaction.

### Berry Development and Stress Defense Mechanisms Associated With the C X E Interaction

Considering the differences observed in the two seasons for a number of technological parameters based on geographical site and clone (**Tables 1** and **2**), more attention was paid to analyze genes tied to berry development. 

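VvXET32 means at E-L35 ranged from 3040 ± 318 FPKM (SD, n = 3) in CVT423 of V3 to 5260 ± 117 FPKM (SD, n = 3) in CVT71 of V1, and they were the highest of the 3 stages in every combination of clone and vineyard. From E-L35 to E-L38 the mean over all combinations fell to 1930 FPKM (log2 fold change -1.11, standard error 0.103, adjusted p = 6.21e-15 from limma). VvXET32 made up 58.6% of the loadings of the first principal component of the 133 cell wall genes, and VvEXPA19 (VIT_18s0001g01130), an expansin, 13.4%. Of 24 xyloglucan endotransglycosylase genes, 16 were higher and 8 lower at E-L35 than at E-L31 (adjusted p = 0.0832 from limma's camera), and the opposite course was seen at VIT_11s0052g01250, a xyloglucan endotransglucosylase/hydrolase 23 gene that fell from 1510 to 28.2 FPKM.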

Expression levels of transcripts, such as *XET32* (VIT_06s0061g00550), among the most expressed genes of this functional category (**Supplementary Figure S10A**), were highly induced starting from véraison (**Supplementary Figure S10B**). Effect of the *C x E* interplay was found associated to the modulation of cell wall and developmental processes (**Figure 5**), and accordingly, *XET32* was differentially expressed in presence of a specific *C x E* combination (e.g., CVT185 in V3) (**Supplementary Figure S10C**). 

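In CVT185, VvXET32 averaged 3860 ± 319 FPKM (SD, n = 3) in V3 at E-L35, against 4660 and 4640 FPKM in V1 and V2, and none of the 9 comparisons between vineyards at E-L35 passed the test. The test used the gene's spread pooled over all stages, so it can miss differences at a stage with closer replicates. At E-L38 it averaged 2440 ± 192 FPKM (SD, n = 3) in CVT185 of V3 and 2060 FPKM in CVT185 of V1 (log2 fold change 0.24, adjusted p = 0.548 from limma). In CVT71 at E-L38 it averaged 1110 ± 16.8 FPKM (SD, n = 3) in V2 and 2570 ± 98.9 FPKM (SD, n = 3) in V3, a log2 fold change of 1.22 for V3 against V2 (adjusted p = 0.000537 from limma). V2 was also below V1 in CVT71 (2200 FPKM, log2 fold change -0.99, adjusted p = 0.00448 from limma), a call lost with a pseudocount of 0.1. The panel that the paper cites for this combination shows RT-qPCR of its second season, which was not sequenced. Clone and vineyard interacted for VvXET32 within E-L38 (adjusted p = 0.0461 from limma) and not within E-L35 (adjusted p = 0.946 from limma).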

All these data were in agreement with the high cluster weight and productivity yields of grapes from CVT71 and CVT185 (**Tables 1** and **2**). Moreover, *XET32* followed the same expression profile of *VvNCED1* (**Supplementary Figure S7**) and sugar transporter genes (*VvHT2*, *VvHT6*, **Supplementary Figures S6B, C**). 

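VvNCED1, VvHT2, VvHT6 and VvXET32 rose at E-L35 and fell at E-L38, but to different degrees. VvNCED1 fell below its level at E-L31, while VvXET32 stayed far above its own level at E-L31. For VvXET32, 6 of 27 comparisons between vineyards passed the test and none of them was at E-L35, where 6 of 9 passed for VvNCED1. A difference between these genes in their response to the site was not tested. VvXET32 also had the larger standard error (0.103 against 0.036 in the stage contrasts), so fewer of its differences can pass. From the likeness of RT-qPCR profiles and the known induction of these enzymes by abscisic acid and sugars, the paper proposes that hormone and sugar signals regulate berry development through the cell wall.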

Considering that XET are transcriptionally induced by ABA (Giribaldi et al., 2010) and sugars (Kuhn et al., 2014), these findings outlined how the cross-talk between hormone and sugar signalling cascades may regulate crucial steps of berry development through a direct control of cell wall modifications.

Within the stress defense category, analysis of genes encoding stilbene synthases (*VvSTS16/22* VIT_16s0100g00920, *VvSTS48* VIT_16s0100g01200), already characterized in grapevine (Parage et al., 2012; Vannozzi et al., 2012), showed induction of these transcripts in the berries from V2 at E-L35 and, only in the case of CVT71, at E-L38 (**Figure 4**). 

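VvSTS48 and VvSTS16/22 were induced in V2 at véraison in all 3 clones, and at harvest mainly in CVT71. At E-L35 VvSTS48 averaged 16.5 ± 0.342 FPKM (SD, n = 3) in CVT71, 16.2 ± 1.37 FPKM (SD, n = 3) in CVT423 and 21.0 ± 2.84 FPKM (SD, n = 3) in CVT185 of V2, against 2.05 to 2.45 FPKM in V1 and 0.637 to 0.745 FPKM in V3. The log2 fold changes of V2 against V1 were 2.46, 2.32 and 2.85 (standard error 0.166). VvSTS16/22 averaged 10.0 ± 1.37 FPKM (SD, n = 3), 12.4 ± 0.711 FPKM (SD, n = 3) and 12.9 ± 0.218 FPKM (SD, n = 3) in CVT71, CVT423 and CVT185 of V2, against 2.00 to 2.55 FPKM in V1. At E-L38 VvSTS48 averaged 34.5 ± 2.33 FPKM (SD, n = 3) in CVT71 of V2 and 3.91 FPKM in CVT71 of V1 (log2 fold change 2.86, adjusted p = 1.01e-22 from limma). In CVT423 at E-L38 it averaged 10.2 FPKM in V2, 8.85 FPKM in V3 and 6.80 FPKM in V1, and V2 against V1 was called (log2 fold change 0.53, adjusted p = 0.00509 from limma) and V3 against V2 was not (adjusted p = 0.371 from limma). In CVT185 V2 against V1 was not called (adjusted p = 0.245 from limma). VvSTS16/22 at E-L38 averaged 1.73 ± 0.138 FPKM (SD, n = 3) in CVT71 of V2 and 0.332 FPKM in CVT71 of V1 (log2 fold change 1.04, standard error 0.154, adjusted p = 3.79e-08 from limma). From RT-qPCR profiles and the stilbenoids measured in the same samples, the paper proposes that STS genes act on separate branches of stilbenoid synthesis.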

Curiously, transcriptional profiles of *VvSTS48* (**Figures 7A–C**) and *VvSTS16/22* (**Figures 7G–I**) respectively followed accumulation of resveratrol (**Figures 7D–F**) and viniferin (**Figures 7J–L**) quantified on the same samples. Despite little is known about the function of single stilbenoid molecules, these results suggested that diverse stilbene synthase genes could preferentially act on specific branches of the stilbenoid biosynthetic pathway, thus controlling timing and partitioning of phytoalexin synthesis (Duan et al., 2015). 

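Among WRKY regulators and wound-induced genes more were higher than lower in V2 at véraison. VvWRKY03 (VIT_01s0010g03930) averaged 60.8 FPKM in V2 and 24.0 FPKM in V1 and V3 at E-L35, a log2 fold change of 1.37 (standard error 0.063, adjusted p = 2.11e-27 from limma), and VvWRKY10 (VIT_04s0069g00920) 29.5 and 12.3 FPKM. Of 48 WRKY transcription factor genes, 29 were higher and 7 lower (adjusted p = 1.71e-09 from limma's camera; adjusted p = 0.0891 with an estimated correlation). Of 53 touch and wound response genes 24 were higher and 16 lower in V2 (26 and 17 adjusted over the list alone; adjusted p = 0.00623 from limma's camera; adjusted p = 0.175 with an estimated correlation). Heat shock protein genes ran the other way, with 9 of 54 higher and 23 lower (10 and 24 adjusted over the list alone; adjusted p = 0.0225 from limma's camera; adjusted p = 0.576 with an estimated correlation), a call also lost without replicate 1, and the 18.2 kDa class II gene VIT_12s0035g01910 averaged 7.91 and 22.7 FPKM. The wound-induced gene VIT_12s0057g00120 was low in V3, at 13.1 FPKM against 152 FPKM in V1 and V2. In V3, 10 WRKY genes were higher and 28 lower (10 and 29 adjusted over the list alone; adjusted p = 0.000818 from limma's camera; adjusted p = 0.346 with an estimated correlation), as were 10 and 28 heat shock protein genes (adjusted p = 9.39e-05 from limma's camera; adjusted p = 0.378 with an estimated correlation).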

Other transcripts falling into the stress response category were primarily affected by V2, at véraison (**Supplementary Figure S11**). This picture of plastic responses of "Nebbiolo" clones to V2 conditions was strengthened by a comparative survey carried out on the subset of unmapped reads remaining from RNA-seq data. Percentages of unmapped reads aligning against the genome of the three main grapevine fungal pathogens (*Botrytis cinerea, Erysiphe necator, Plasmopara viticola*) were similar among the three field sites (**Supplementary Table S4**). It is therefore reasonable that in presence of specific environmental conditions (e.g., V2 soil features, as previously discussed), vines adaptation could result in an overexpression of stress response signals, among which *STS* activation was one of the hub molecular events (Chitarra et al., 2017).

**Figure 7:**
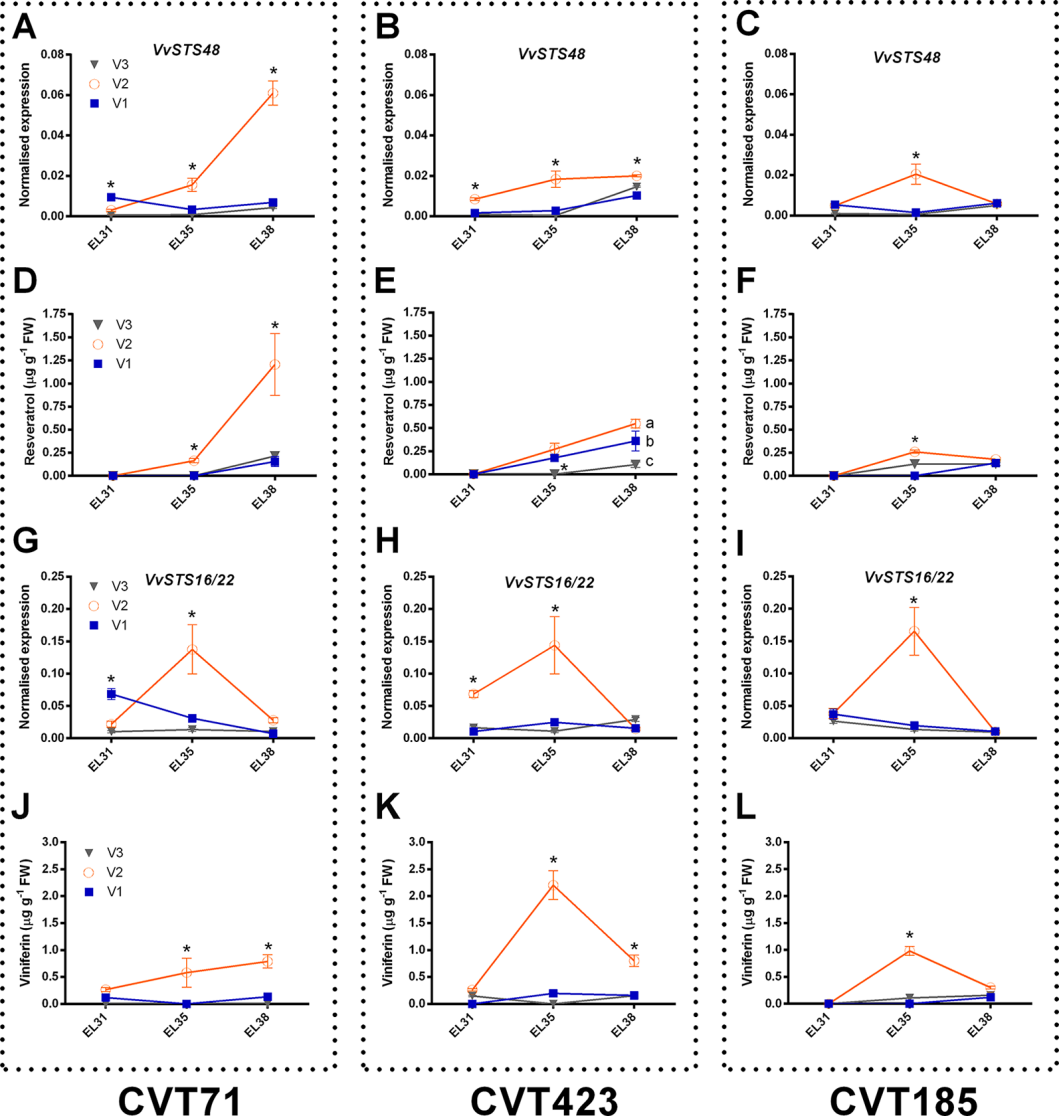
Focus on stilbenoid metabolism. RT-qPCR expression profiles of genes encoding stilbene synthases **(A**-**C)** *Vv*STS48 (VIT_16s0100g01200) and **(G-I)***Vv*STS16/22 (VIT_16s0100g00920) and accumulation patterns of stilbenoid compounds, resveratrol **(D**-**F)**, and viniferin **(J**-**L)** (both expressed as µg g^-1^), analyzed on whole berries collected in three vineyards (V1, V2, V3) from CVT71, CVT423 and CVT185 "Nebbiolo" clones at three ripening stages (E-L31, E-L35, E-L38) during the first year of trial (2013). Asterisk or lower case letters denote significant differences attested by Tukey’s *HSD* test (*P < 0.05*) respectively when values were significant in only one or more samples. Bars represent standard error of the mean (*n = 3*). The E-L31, E-L35, E-L38 stages from the modified E-L scheme respectively correspond to stage 75, 81, and 89 in the extended BBCH scheme.

Finally, although expression differences of *STS48* were overall confirmed in 2014 (**Supplementary Figures S12A–C**) together with resveratrol levels (**Supplementary Figures S12D–F**), transcript profiles of *STS16/22* (**Supplementary Figures S12G–I**) and accumulation trends of viniferin (**Supplementary Figures S12J–L**) differed in the 2 years based on environment effect (e.g., *STS16/22* was significantly over-expressed in V3 instead of V2 at E-L35). This represented another example of *C x E* interaction and was in agreement with previous reports attesting that the production of defense compounds can vary in function of grapevine genotype, soil, and climate (Vincenzi et al., 2013).

## Conclusions

Our study provides new insights into the still poorly characterized array of molecular mechanisms underlying the *C x E* interaction in grapevine.

In particular, we demonstrated that even the few genetic differences existing among clones of the same cultivar (i.e., "Nebbiolo") can affect the physiological and agronomical aptitudes of grapevine through fine transcriptional reprogramming events mainly linked to carbohydrate and secondary metabolic changes.

Accordingly, despite transcripts involved in the anthocyanin biosynthesis are prevalently controlled by ripening stage—as well as sugar transport- and ABA biosynthesis-associated genes—the transcriptional regulation of anthocyanin acylation and transport and the related patterns of anthocyanin accumulation and partitioning strictly depend on the clone physiological adaptation to a specific growing site and to climatic variations occurring along the season.

Development and stress defense responses are also processes transcriptionally controlled based on genotype, environment or their combination. For instance, the "V2 environment"-dependent up-regulation of stilbene synthase-encoding genes is most likely the upstream trigger for the increase in resveratrol and viniferin contents at véraison during the first year of trial.

All these findings point to a complex and interactive molecular machinery that contributes to shape the final quality features of "Nebbiolo" grapes at harvest, and that, on a broader scale, can offer valuable support to orient viticultural practices aimed at enhancing the quality of grape productions in light of growing site and clone choice.

## Data Availability Statement

Raw RNA-sequencing data and normalized expression values are available at the Gene Expression Omnibus (GEO) database with accession number GSE116238.

## Author Contributions

CP performed most of the experiments, analyzed and compared all data and wrote the article. PB performed plant material collection, RNA extraction, and complemented the writing. WC carried out the metabolic analyses and complemented the writing. EC, AM, and MR carried out the sequencing analysis and bioinformatic elaboration of data. MS and PZ developed and applied dedicated statistical analyses on sequencing data. IP helped with interpretation of bioinformatics and gene expression data and revised the manuscript. DC, IG, and FM performed sample collection, carried out the agronomical measurements, analyzed the corresponding data, and revised the manuscript. LN helped with the metabolic analyses and analyzed the corresponding data. MP and MD supported sequencing analyses and critically revised the manuscript. GG and IG conceived the project. GG supervised all the experiments and wrote the article. All authors read and approved the manuscript.

## Funding

This work was supported by the Nebbiolo Genomics project, financed by Fondazione Cassa di Risparmio di Cuneo, and a research grant from the Italian Ministry of Education, University and Research (FIR project "The epigenomic plasticity of grapevine in genotype per environment interactions" No. RBFR13GHC5 to I.P).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Distinct Metabolic Signals Underlie Clone by Environment Interplay in “Nebbiolo” Grapes Over Ripening
**Source:** Front Plant Sci. 2019 Dec 4;10:1575. doi: 10.3389/fpls.2019.01575

Distinct metabolic signals underlie clone by environment interplay in 'Nebbiolo' grapes over ripening

Chiara Pagliarani^{1*}, Paolo Boccacci¹, Walter Chitarra^{1,2}, Emanuela Cosentino³, Marco Sandri⁴, Irene Perrone¹, Alessia Mori³, Danila Cuozzo^{1,5}, Luca Nerva^{1,2}, Marzia Rossato³, Paola Zuccolotto⁶, Mario Pezzotti³, Massimo Delledonne³, Franco Mannini¹, Ivana Gribaudo¹, Giorgio Gambino¹

⁴DMS StatLab, University of Brescia, c.da S. Chiara 50, 25122 Brescia, Italy.

Supplementary material

Table S1. Main agronomic and oenological features of the three studied ‘Nebbiolo’ clones, as indicated by the selector. The clones were recorded in the Italian National Register of Grape Varieties by the Institute for Sustainable Plant Protection, National Research Council (IPSP-CNR).

Clone ID	Biotype	Origin (Municipality area)	Vigour	Yield	Wine quality
CVT71	Michet	La Morra (CN)	medium-high	medium	high
CVT185	Lampia	Barbaresco (CN)	high	medium	high
CVT423	Picoutener	Pont St. Martin (AO)	low	low	good

Table S2. Soil chemical-physical features of the considered vineyards.

Vineyard ID	Municipality area	Geographic coordinates	Altitude (m a.s.l.)	Row orientation	pH	Soil composition	Organic matter content (g Kg ⁻¹ soil)	Cation exchange capacity (meq 100 g ⁻¹ soil)
V1	Monforte d’Alba (CN)	44°59’43.76’’ N; 7°96’05.80’’ E	360	south	8.12	sand, 35.6%; silt, 43.7%; clay, 20.6%	12.8	11.6
V2	Monforte d’Alba (CN)	44°60’35.66’’N; 7°97’88.11’’ E	413	south-east	8.29	sand, 65.4%; silt, 25.8%; clay, 8.8%	5.9	7.8
V3	Treiso (CN)	44°68’73.91’’N; 8°08’41.82’’E	344	south-west	8.18	sand, 50.5%; silt, 33.4%; clay, 16.1%	10.5	9.2

Table S3. Summary statistics of RNA-sequencing data analysis.

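The reads behind each FPKM value set how precisely rare transcripts are known. Total reads per library ranged from 11416930 to 33698559 (median 23177647), and 20328 to 22732 gene models had an FPKM above 0 in a library. In 7 libraries less than 75% of the reads were mapped, the lowest being replicate 1 of CVT71 in V2 at E-L35, with 65.0%. Between replicates of one combination, log2(FPKM + 1) correlated across genes with r from 0.975 to 0.996 (median 0.993 over 81 pairs), where genes are not independent replicates. The median residual SD of a gene was 0.136 on the log2 scale.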

Sample description	Clone	Vineyard	Stage	# Total reads count	# Mapped reads count	% mapped (RSeqc)
71-V1-31-rep1	CVT71	V1	E-L31	26881110	22872725	85.09
71-V1-31-rep2	CVT71	V1	E-L31	21709027	18546278	85.43
71-V1-31-rep3	CVT71	V1	E-L31	21969613	18677491	85.02
71-V2-31-rep1	CVT71	V2	E-L31	24799054	20598722	83.06
71-V2-31-rep2	CVT71	V2	E-L31	24164514	20017396	82.84
71-V2-31-rep3	CVT71	V2	E-L31	23560570	20203480	85.75
71-V3-31-rep1	CVT71	V3	E-L31	25251165	21417529	84.82
71-V3-31-rep2	CVT71	V3	E-L31	19153413	16371169	85.47
71-V3-31-rep3	CVT71	V3	E-L31	20682478	17624573	85.21
423-V1-31-rep1	CVT423	V1	E-L31	23544143	20052455	85.17
423-V1-31-rep2	CVT423	V1	E-L31	24568532	21054029	85.70
423-V1-31-rep3	CVT423	V1	E-L31	25730348	22220538	86.36
423-V2-31-rep1	CVT423	V2	E-L31	19331024	16888799	87.37
423-V2-31-rep2	CVT423	V2	E-L31	22488924	19528659	86.84
423-V2-31-rep3	CVT423	V2	E-L31	25530580	21390394	83.78
423-V3-31-rep1	CVT423	V3	E-L31	24532605	20552014	83.77
423-V3-31-rep2	CVT423	V3	E-L31	27376577	23002077	84.02
423-V3-31-rep3	CVT423	V3	E-L31	23801956	20059603	84.28
185-V1-31-rep1	CVT185	V1	E-L31	24125342	20418558	84.64
185-V1-31-rep2	CVT185	V1	E-L31	22912940	19246011	84.00
185-V1-31-rep3	CVT185	V1	E-L31	18480114	15825932	85.64
185-V2-31-rep1	CVT185	V2	E-L31	19523864	16366744	83.83
185-V2-31-rep2	CVT185	V2	E-L31	22105193	19139946	86.59
185-V2-31-rep3	CVT185	V2	E-L31	24803201	21390570	86.24
185-V3-31-rep1	CVT185	V3	E-L31	17754373	15216536	85.71
185-V3-31-rep2	CVT185	V3	E-L31	27534570	23477229	85.26
185-V3-31-rep3	CVT185	V3	E-L31	24353801	20860238	85.65

Table S3. continue.

**Sample description**	**Clone**	**Vineyard**	**Stage**	**# Total reads count**	**# Mapped reads count**	**% mapped (RSEqc)**
71-V1-35-rep1	CVT71	V1	E-L35	22223035	19001474	85.50
71-V1-35-rep2	CVT71	V1	E-L35	22295683	18252101	81.86
71-V1-35-rep3	CVT71	V1	E-L35	24331322	20093444	82.58
71-V2-35-rep1	CVT71	V2	E-L35	33629305	21867039	65.02
71-V2-35-rep2	CVT71	V2	E-L35	20486614	17832405	87.04
71-V2-35-rep3	CVT71	V2	E-L35	30360951	25435164	83.78
71-V3-35-rep1	CVT71	V3	E-L35	24457044	17448155	71.34
71-V3-35-rep2	CVT71	V3	E-L35	25552273	19841205	77.65
71-V3-35-rep3	CVT71	V3	E-L35	22834546	15163347	66.41
423-V1-35-rep1	CVT423	V1	E-L35	21900018	18923567	86.41
423-V1-35-rep2	CVT423	V1	E-L35	19823900	16332061	82.39
423-V1-35-rep3	CVT423	V1	E-L35	33348356	27112417	81.30
423-V2-35-rep1	CVT423	V2	E-L35	22910086	19111723	83.42
423-V2-35-rep2	CVT423	V2	E-L35	23371676	18817154	80.51
423-V2-35-rep3	CVT423	V2	E-L35	22909223	19370131	84.55
423-V3-35-rep1	CVT423	V3	E-L35	21567004	18181365	84.30
423-V3-35-rep2	CVT423	V3	E-L35	23746035	20375767	85.81
423-V3-35-rep3	CVT423	V3	E-L35	27116508	23041482	84.97
185-V1-35-rep1	CVT185	V1	E-L35	21417248	14702014	68.65
185-V1-35-rep2	CVT185	V1	E-L35	28445849	21231423	74.64
185-V1-35-rep3	CVT185	V1	E-L35	21434917	17707641	82.61
185-V2-35-rep1	CVT185	V2	E-L35	27257851	21807336	80.00
185-V2-35-rep2	CVT185	V2	E-L35	23177647	17810172	76.84
185-V2-35-rep3	CVT185	V2	E-L35	11416930	9416204	82.48
185-V3-35-rep1	CVT185	V3	E-L35	20411482	17522382	85.85
185-V3-35-rep2	CVT185	V3	E-L35	27019798	20913973	77.40
185-V3-35-rep3	CVT185	V3	E-L35	21750560	16511582	75.91

Table S3. continue.

**Sample description**	**Clone**	**Vineyard**	**Stage**	**# Total reads count**	**# Mapped reads count**	**% mapped (RSeqc)**
71-V1-38-rep1	CVT71	V1	E-L38	30730202	23989126	78.06
71-V1-38-rep2	CVT71	V1	E-L38	25197139	21165935	84.00
71-V1-38-rep3	CVT71	V1	E-L38	22519194	18789430	83.44
71-V2-38-rep1	CVT71	V2	E-L38	22428356	18774058	83.71
71-V2-38-rep2	CVT71	V2	E-L38	33698559	28040384	83.21
71-V2-38-rep3	CVT71	V2	E-L38	24359276	20447610	83.94
71-V3-38-rep1	CVT71	V3	E-L38	26516734	21916410	82.65
71-V3-38-rep2	CVT71	V3	E-L38	19333524	16280801	84.21
71-V3-38-rep3	CVT71	V3	E-L38	24324132	20525407	84.38
423-V1-38-rep1	CVT423	V1	E-L38	20468782	17236645	84.21
423-V1-38-rep2	CVT423	V1	E-L38	19077420	16348003	85.69
423-V1-38-rep3	CVT423	V1	E-L38	18901343	15843518	83.82
423-V2-38-rep1	CVT423	V2	E-L38	18830343	15830752	84.07
423-V2-38-rep2	CVT423	V2	E-L38	18195317	15338173	84.30
423-V2-38-rep3	CVT423	V2	E-L38	16470356	13885880	84.31
423-V3-38-rep1	CVT423	V3	E-L38	25208424	21193048	84.07
423-V3-38-rep2	CVT423	V3	E-L38	24119305	20456013	84.81
423-V3-38-rep3	CVT423	V3	E-L38	24963999	17856337	71.53
185-V1-38-rep1	CVT185	V1	E-L38	24298739	20318169	83.62
185-V1-38-rep2	CVT185	V1	E-L38	20473491	17181741	83.92
185-V1-38-rep3	CVT185	V1	E-L38	18675268	15689564	84.01
185-V2-38-rep1	CVT185	V2	E-L38	18334506	15198558	82.90
185-V2-38-rep2	CVT185	V2	E-L38	16999713	13971889	82.19
185-V2-38-rep3	CVT185	V2	E-L38	19808946	15904729	80.29
185-V3-38-rep1	CVT185	V3	E-L38	20864195	16188423	77.59
185-V3-38-rep2	CVT185	V3	E-L38	25710269	19348751	75.26
185-V3-38-rep3	CVT185	V3	E-L38	25845399	17712791	68.53
			**Average** *	**23187874**	**19040427**	**82.34**

*Average values are calculated over the 81 libraries analyzed. Conversion between the modified E-L scheme and the extended BBCH scheme is as it follows: E-L31 = 75 BBCH; E-L35 = 81 BBCH; E-L38 = 89 BBCH.

Table S4. Percentage of RNA-seq unmapped reads aligned against the genome of the three main grapevine fungal pathogens. After mapping the sequencing libraries against the *Vitis vinifera* reference genome (GGDB 12X V1), the remaining unmapped reads were grouped for each vineyard and then used to detect sequences of fungal pathogens. For each vineyard, results related to the presence of the pathogen sequences are shown as percentage of a subset (27M reads) of unmapped reads (the corresponding number of reads is reported in brackets).

	<i>Botrytis cinerea</i>	<i>Erysiphe necator</i>	<i>Plasmopara viticola</i>
**V1**	1.45% (391524)	1.35% (364533)	0.00% (0)
**V2**	1.37% (369913)	1.26% (340207)	0.00% (0)
**V3**	1.81% (488702)	1.71% (461718)	0.00% (0)

The following supplemental tables are provided separately due to file dimension.

Table S5. Functional categories of genes expressed in ‘Nebbiolo’ berries collected at three developmental stages (E-L31, E-L35, E-L38) in different vineyards (V1, V2, V3) from three clones (CVT185, CVT423, CVT71). Values (FPKM) are the mean of three biological replicates. Conversion between the modified E-L scheme and the extended BBCH scheme is as it follows: E-L31 = 75 BBCH; E-L35 = 81 BBCH; E-L38 = 89 BBCH.

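Table S5 sorts expressed genes into functional categories and gives the mean FPKM of each of the 27 combinations. Its carbohydrate sheet holds 976 genes, of which 974 passed the detection filter. For 848 of the 976 genes the sheet's values equal the means of the deposited replicates, within 1% in at least 25 of the 27 combinations. For 127 of the other 128 genes the values printed equal those of another gene in the deposited table, and 103 of these other genes are on the sheet as well. Values for this category were therefore taken from the deposited table by gene identifier and not from the sheet.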

Table S6. Description of the 112 gene clusters covering the 80% of the explained variability associated to RNA-seq results.

Table S7. Oligonucleotides used in this study for RT-qPCR analysis of target transcripts.

Gene description	Gene ID (VVGDB 12X V1)	Primer	Primer sequence (5'-3')	Product size (bp)	Reference
<i>VvSTS48</i><br><i>Stilbene synthase</i>	VIT_16s0100g01200	Forward	CTTGAAGGGGGAAAATGCT	160	Vannozzi et al. 2012
		Reverse	TTACTGCATTGAAGGGTAAACC		
<i>VvSTS16/22</i><br><i>Stilbene synthase</i>	VIT_16s0100g00920	Forward	CTTTTGACCCAATTGGAATCAAC	157	Vannozzi et al. 2012
		Reverse	TGACATGTTCCCATATTCACTTAG		
<i>Vv3AT</i><br><i>Anthocyanin acyltransferase</i>	VIT_03s0017g00870	Forward	AGTGAGTCGCGAGGATGTGTTGT	155	Rinaldo et al. 2015
		Reverse	TCCAAGCAGGATTTCCCAACCA		
<i>VvAOMT</i><br><i>Anthocyanin methyltransferase</i>	VIT_01s0010g03510	Forward	GATGAATGTCCCTGTCGATGAG	119	Hugheney et al. 2009
		Reverse	CAAGAGCTGTTGCCAAGAGA		
<i>VvUFGT</i><br><i>UDP-glucose:flavonoid-3-O-glucosyltransferase</i>	VIT_16s0039g02230	Forward	AATCTGAGAGCCCTAAGAGA	130	Goto-Yamamoto et al. 2002
		Reverse	GGTGGTACAAGCAACAGTTC		
<i>VvNCED1</i><br><i>9-cis-epoxycarotenoid dioxygenase</i>	VIT_19s0093g00550	Forward	GGTGGTGAGCCTCTGTTCTT	132	Ferrero et al. 2018
		Reverse	CTGTAAATTCGTGGCGTTCCT		
<i>VvGST4</i><br><i>Glutathione-S-transferase</i>	VIT_04s0079g00690	Forward	GAGAAGGGCGTGGAGTTTGA	90	This work
		Reverse	CCCAAAAGGCTGTCGAAGGA		
<i>VvAM1</i><br><i>AnthoMATE transporter</i>	VIT_16s0050g00930	Forward	TGCTTTTGTGATTTTGTTAGAGG	164	Gomez et al. 2009
		Reverse	CCCTTCCCCGATTGAGAGTA		
<i>VvABCC1</i><br><i>ABC transporter</i>	VIT_16s0050g02480	Forward	AATTCAAAGATTGGAAGC	163	Francisco et al. 2013
		Reverse	GCACTGATTTTGAATAGAA		
<i>VvHT1</i><br><i>Hexose transporter</i>	VIT_00s0181g00010	Forward	TTCAGGGTTTGCATGGTCCT	83	This work
		Reverse	GTGCAGCAGATCGGATTTC		
<i>VvHT2</i><br><i>Hexose transporter</i>	VIT_18s0001g05570	Forward	TACTTTTCGTGCCGGAGACC	83	This work
		Reverse	AAACCTCCGCCAGAACCAAT		
<i>VvHT6</i><br><i>Hexose transporter</i>	VIT_18s0122g00850	Forward	TTCTTGAAGGTGCCCGAGAC	81	This work
		Reverse	AGTAACCTGCCTTGCTCCAAC		
<i>VvXET32</i><br><i>Xyloglucan-endotransglucosylase</i>	VIT_06s0061g00550	Forward	CAGGACCCCAAGAGAGACCA	145	This work
		Reverse	ACCCATCACAATGCACTCCA		
<i>VvUBI</i><br><i>Ubiquitin</i>	VIT_16s0098g01190	Forward	TCTGAGGCTTCGTGGTGGTA	99	Gambino et al 2012
		Reverse	AGGCGTGCATAACATTTGCG		
<i>VvACT</i><br><i>Actin</i>	VIT_04s0044g00580	Forward	GCCCCTCGTCTGTGACAATG	100	Gambino et al 2012
		Reverse	CCTTGGCCGACCCACAATA		

Fig. S1. Climatic data. Monthly average values of Temperature (T, °C), total rainfall (mm) and Vapour Pressure Deficit (VPD, Pa KPa⁻¹) in 2013 and 2014 in the vineyards of the trial (Langhe, Cuneo Province, North-West Italy). Bars represent standard errors of the mean.

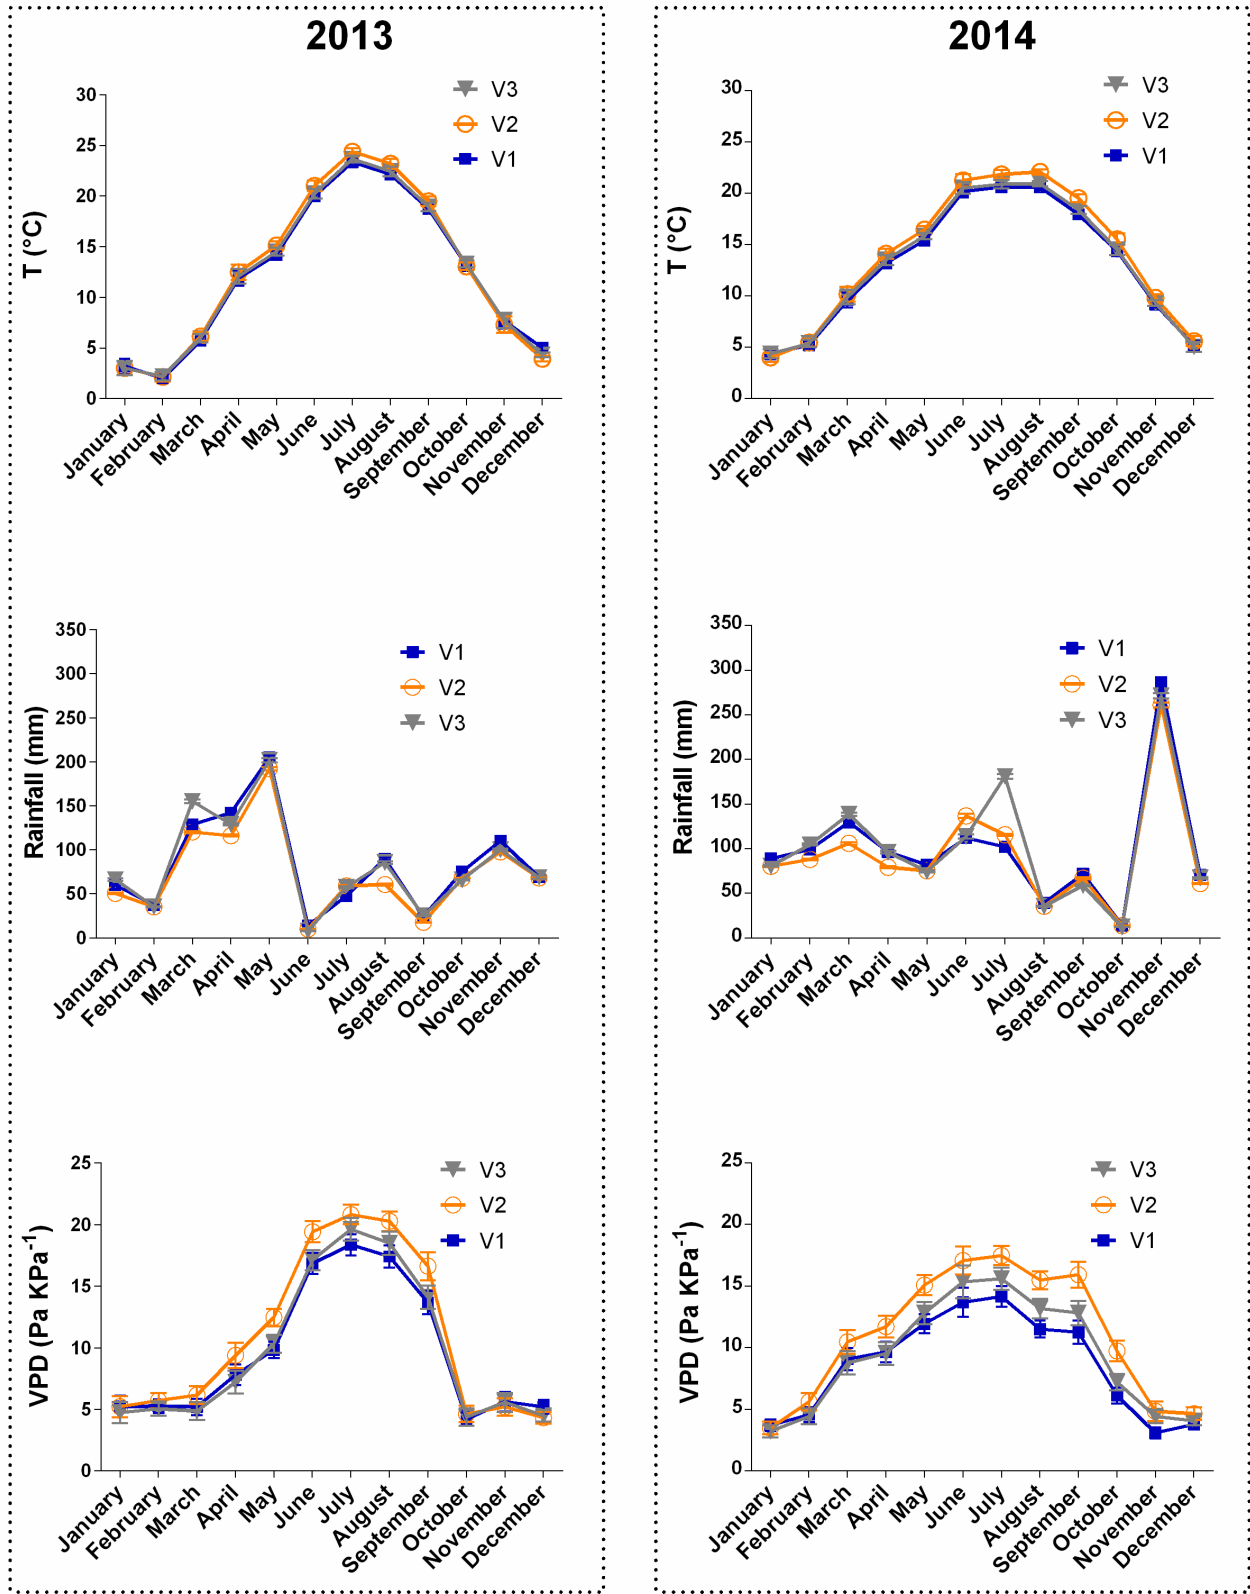

Fig. S2. Correlation between RNA-seq (FPKM) and RT-qPCR results (normalized expression values) obtained from data of the expression analyses performed on transcripts (Table S7) used for validation of RNA-seq results.

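The RT-qPCR values were normalized to ubiquitin and actin, whose own RNA-seq values changed little with stage. VvUBI (VIT_16s0098g01190) averaged 554, 449 and 414 FPKM at E-L31, E-L35 and E-L38, log2 fold changes of -0.31 (standard error 0.038, adjusted p = 7.07e-11 from limma) and -0.11 (standard error 0.038, adjusted p = 0.00668 from limma). VvACT (VIT_04s0044g00580) averaged 1110, 1260 and 1230 FPKM, log2 fold changes of 0.17 (standard error 0.034, adjusted p = 5.63e-06 from limma) and -0.02 (standard error 0.034, adjusted p = 0.528 from limma). Of 351 comparisons between vineyards within a clone and a stage on the 13 genes measured by both methods, 199 passed the test. Because the paper targeted these genes from the sequencing results, the share that passed does not stand for genes in general.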

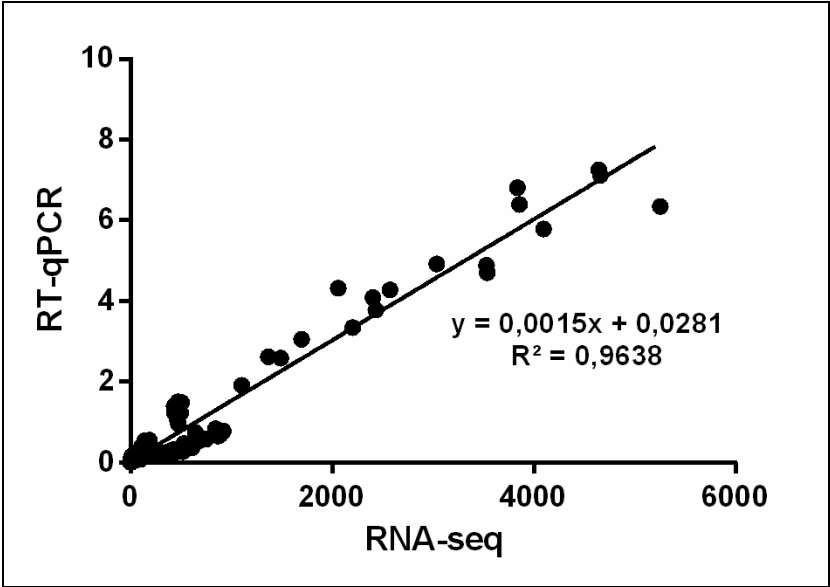

Fig. S3 Environmental effect on lipid, organic acid and hormone metabolism. Schematic representation highlighting how the three considered variables, ripening stage (E-L31, E-L35, E-L38), clone (CVT71, CVT423, CVT185) and vineyard (V1, V2, V3), affect the distribution of samples when genes belonging to A) Lipid metabolic process, B) Organic acid metabolic process and C) Hormone metabolic process were analyzed by Principal Component Analysis (PCA). Conversion between the modified E-L scheme and the extended BBCH scheme is as it follows: E-L31 = 75 BBCH; E-L35 = 81 BBCH; E-L38 = 89 BBCH.

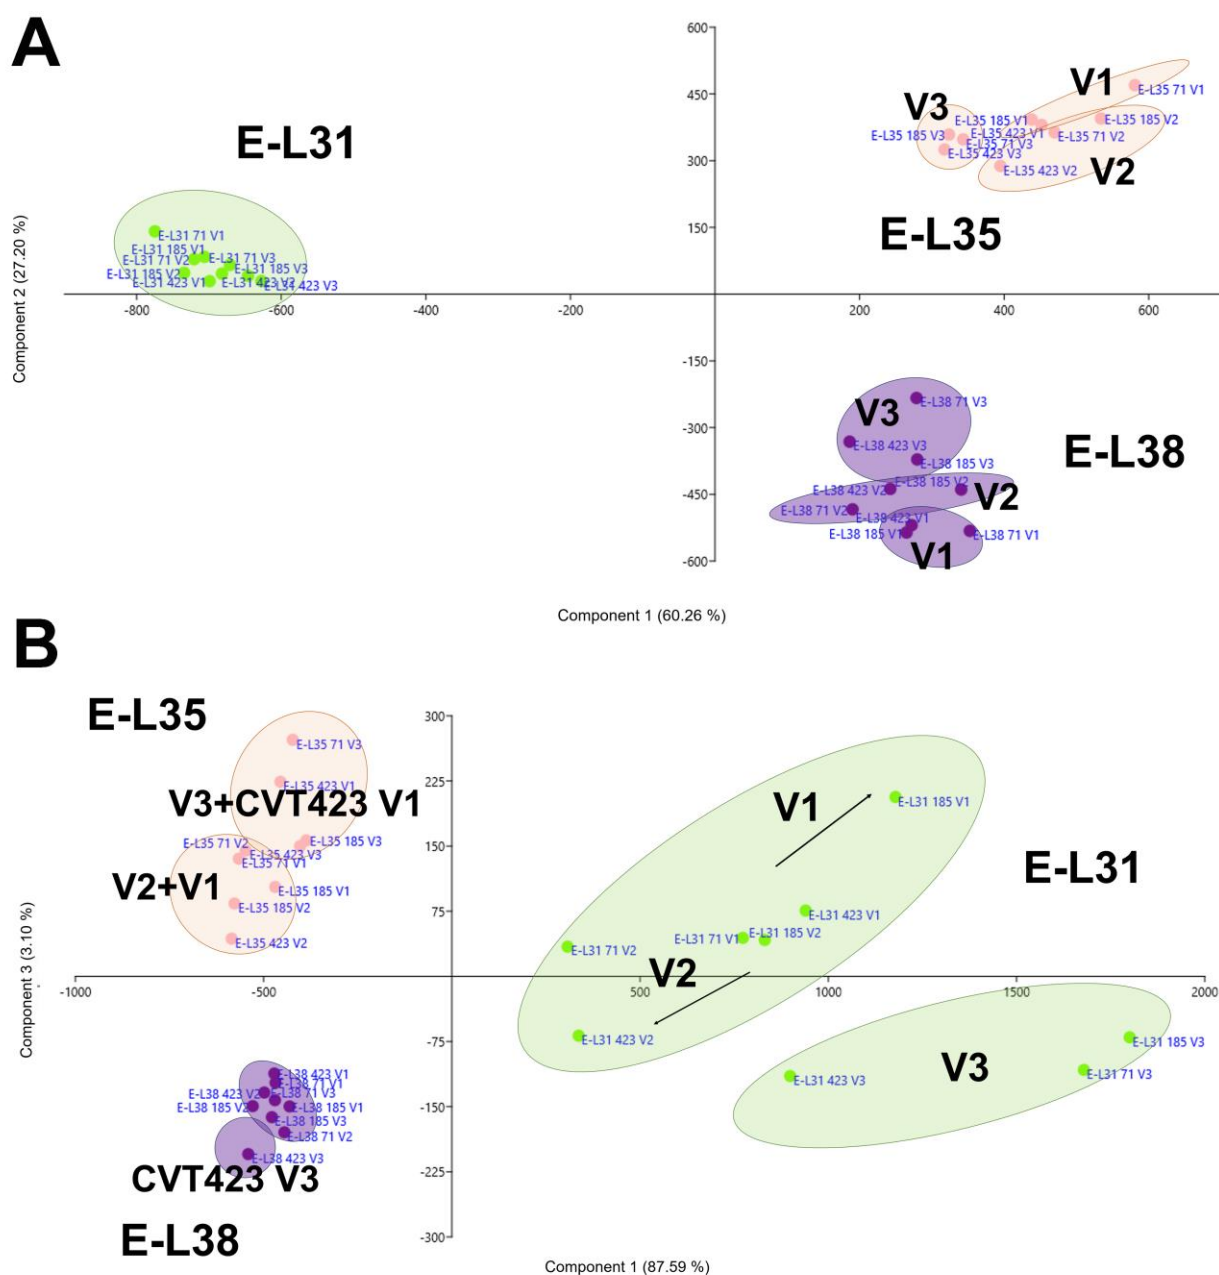

Fig. S3 continue.

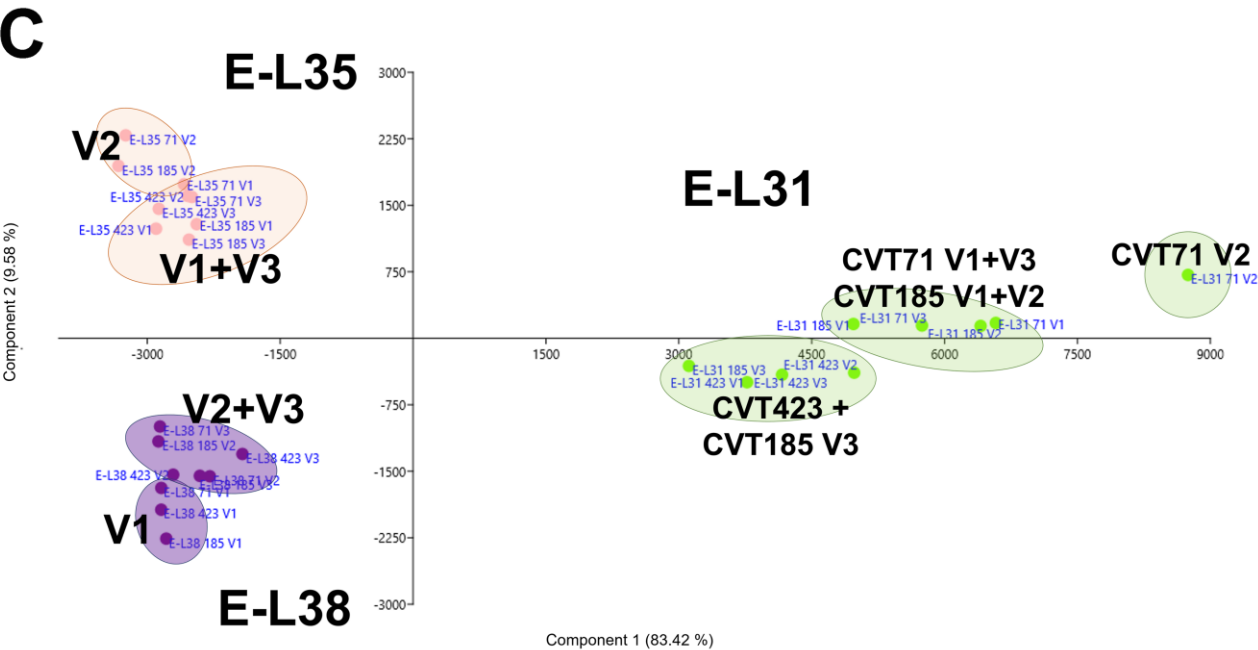

Fig. S4 Clone effect on Nucleic acid and Protein metabolism. Schematic representation highlighting how the three considered variables, ripening stage (E-L31, E-L35, E-L38), clone (CVT71, CVT423, CVT185) and vineyard (V1, V2, V3), affect the distribution of samples when genes belonging to A) Nucleic acid metabolic process and B) Protein metabolic process were analyzed by Principal Component Analysis (PCA). Conversion between the modified E-L scheme and the extended BBCH scheme is as it follows: E-L31 = 75 BBCH; E-L35 = 81 BBCH; E-L38 = 89 BBCH.

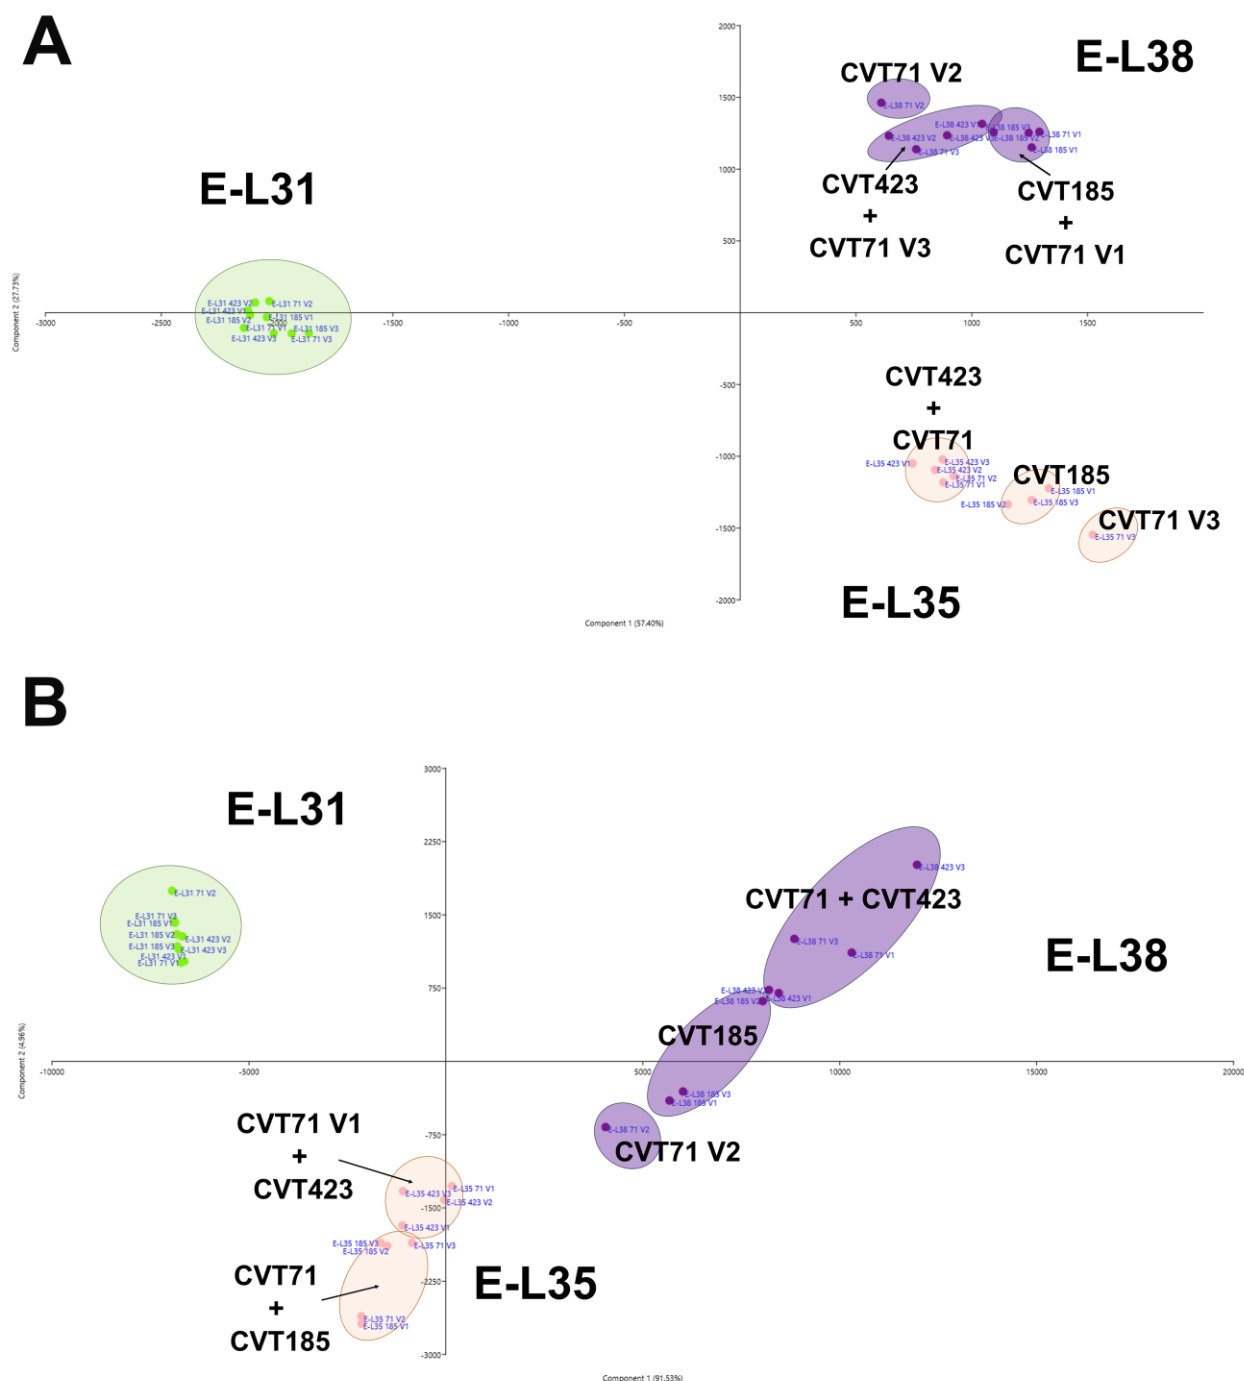

Fig. S5 Environmental effect on secondary metabolism. Schematic representation highlighting how the three considered variables, ripening stage (E-L31, E-L35, E-L38), clone (CVT71, CVT423, CVT185) and vineyard (V1, V2, V3), affect the distribution of samples when genes belonging to Secondary metabolic process were analyzed by Principal Component Analysis (PCA). Conversion between the modified E-L scheme and the extended BBCH scheme is as it follows: E-L31 = 75 BBCH; E-L35 = 81 BBCH; E-L38 = 89 BBCH.

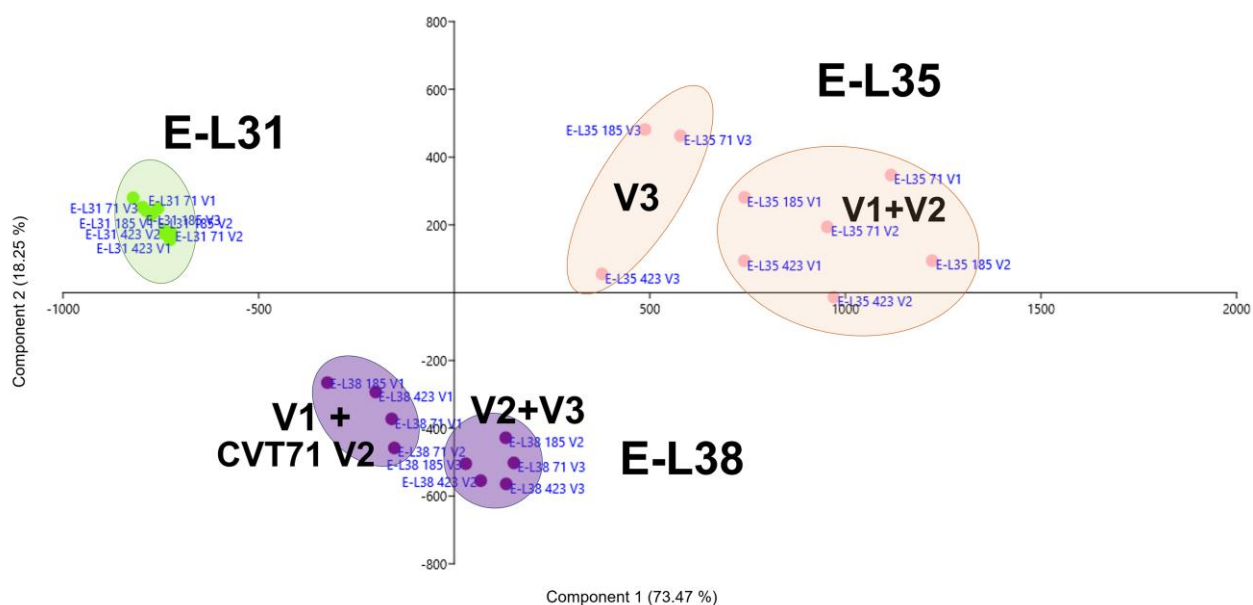

Fig. S6 continue.

B

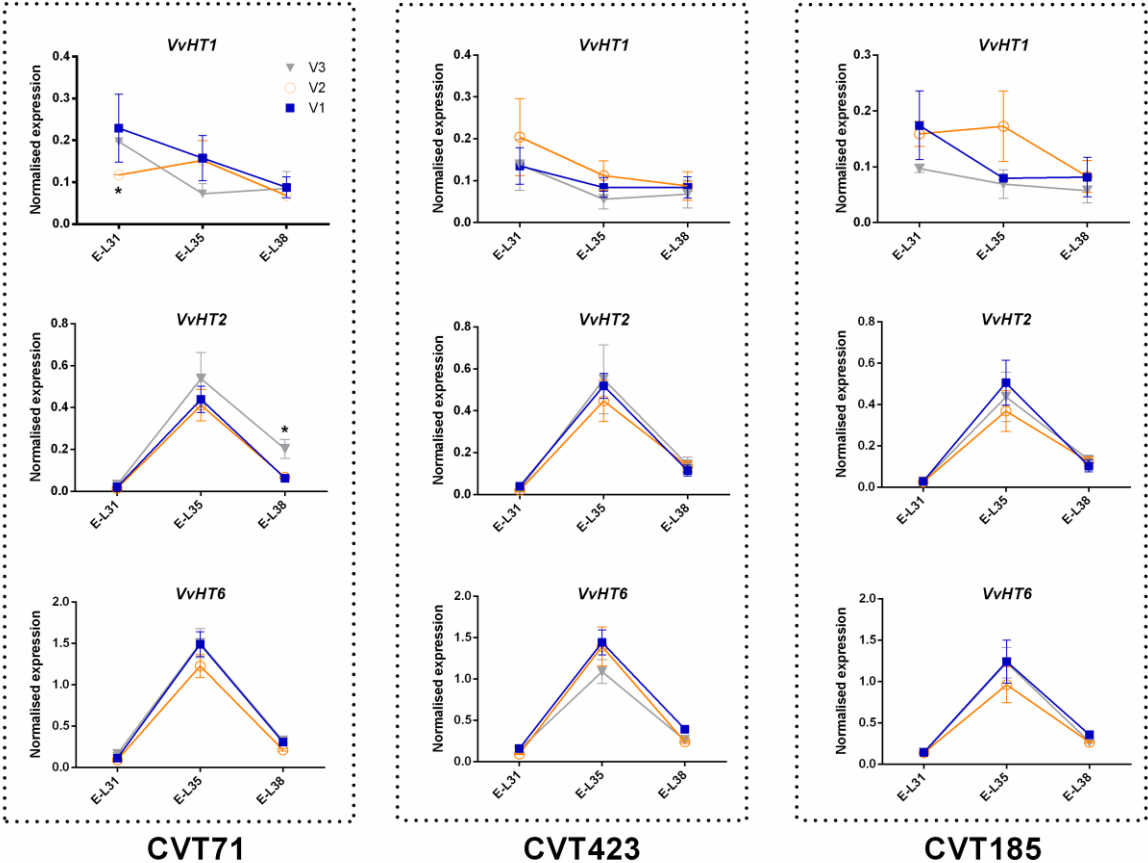

C

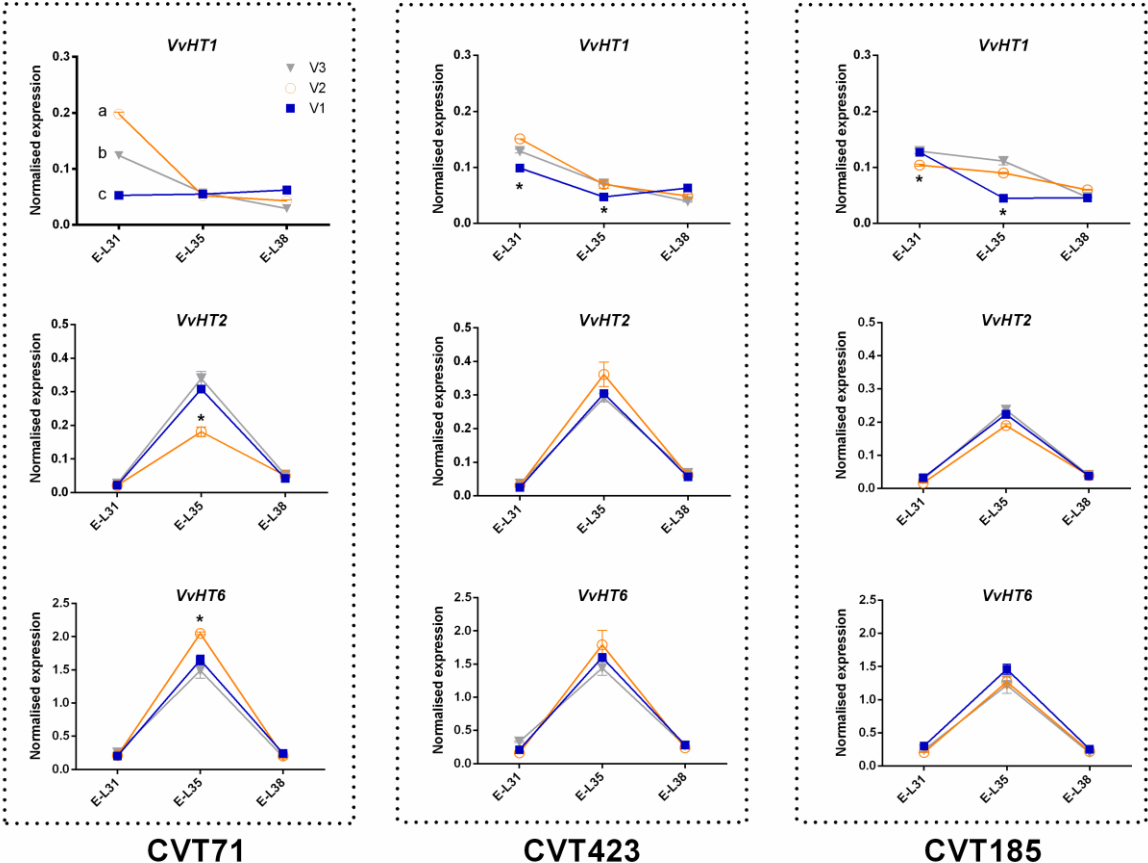

Fig. S7 Focus on abscisic acid (ABA) biosynthesis. RT-qPCR expression profiles of the ABA biosynthetic gene *VvNCED1* (VIT_19s0093g00550) and accumulation pattern of ABA (ng g⁻¹) in berries collected in three vineyards (V1, V2, V3) from CVT71, CVT423 and CVT185 ‘Nebbiolo’ clones at three ripening stages (E-L31, E-L35, E-L38) in 2013 (A) and 2014 (A) years. Asterisk or lower case letters denote significant differences attested by Tukey’s *HSD* test ($P < 0.05$) respectively when values were significant in only one or more samples. Bars represent standard error of the mean ($n=3$). The E-L31, E-L35, E-L38 stages from the modified E-L scheme respectively correspond to stage 75, 81 and 89 in the extended BBCH scheme.

A

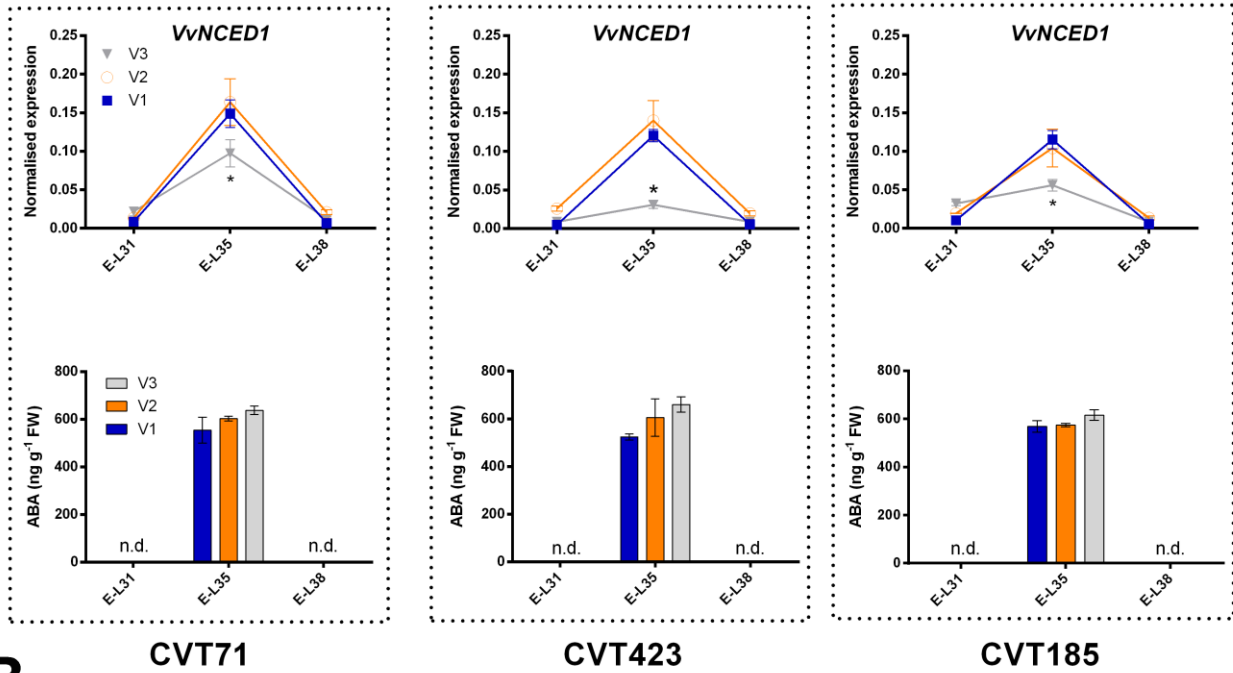

B

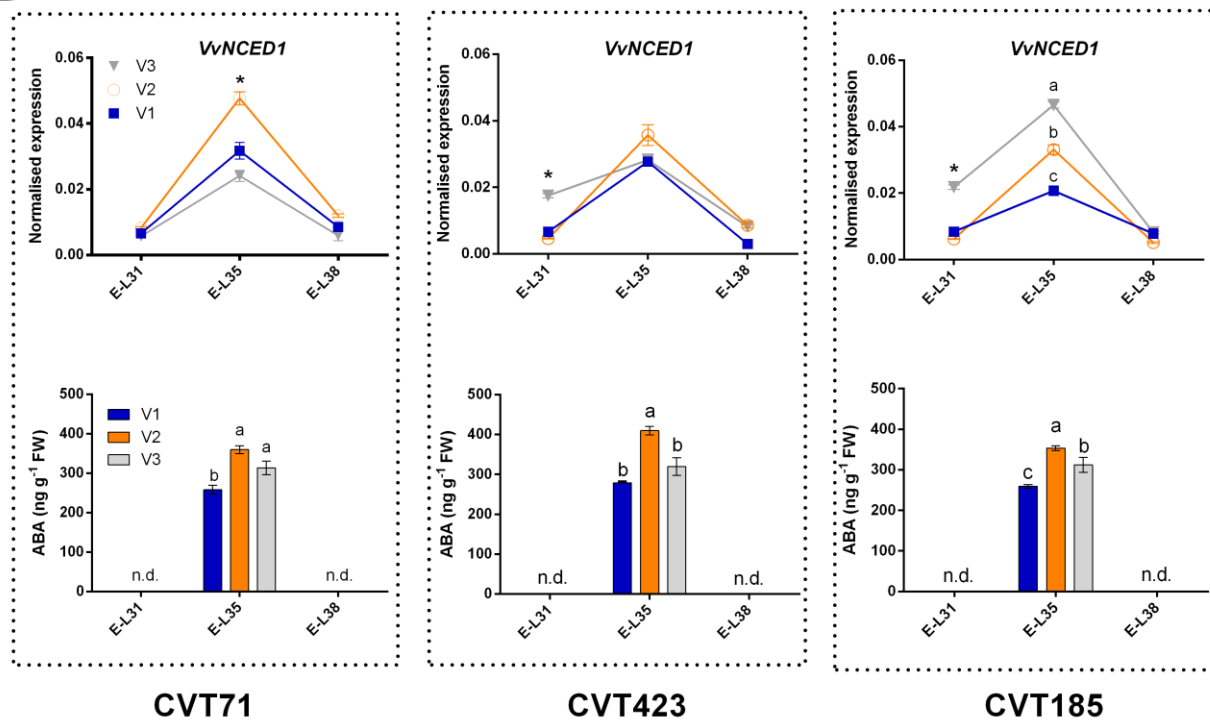

Fig. S8 Focus on anthocyanin metabolism. RT-qPCR expression profiles of genes encoding the main anthocyanin biosynthetic enzymes (A-C) *VvUGFT* (VIT_16s0039g02230), (D-F) *VvAOMT* (VIT_01s0010g03510) and (G-I) *Vv3AT* (VIT_03s0017g00870) analyzed in whole berries collected in three vineyards (V1, V2, V3) from CVT71, CVT423 and CVT185 ‘Nebbiolo’ clones at three ripening stages (E-L31, E-L35, E-L38) during the second year of trial (2014). Asterisk or lower case letters denote significant differences attested by Tukey’s *HSD* test ($P < 0.05$) respectively when values were significant in only one or more samples. Bars represent standard error of the mean ($n=3$). The E-L31, E-L35, E-L38 stages from the modified E-L scheme respectively correspond to stage 75, 81 and 89 in the extended BBCH scheme.

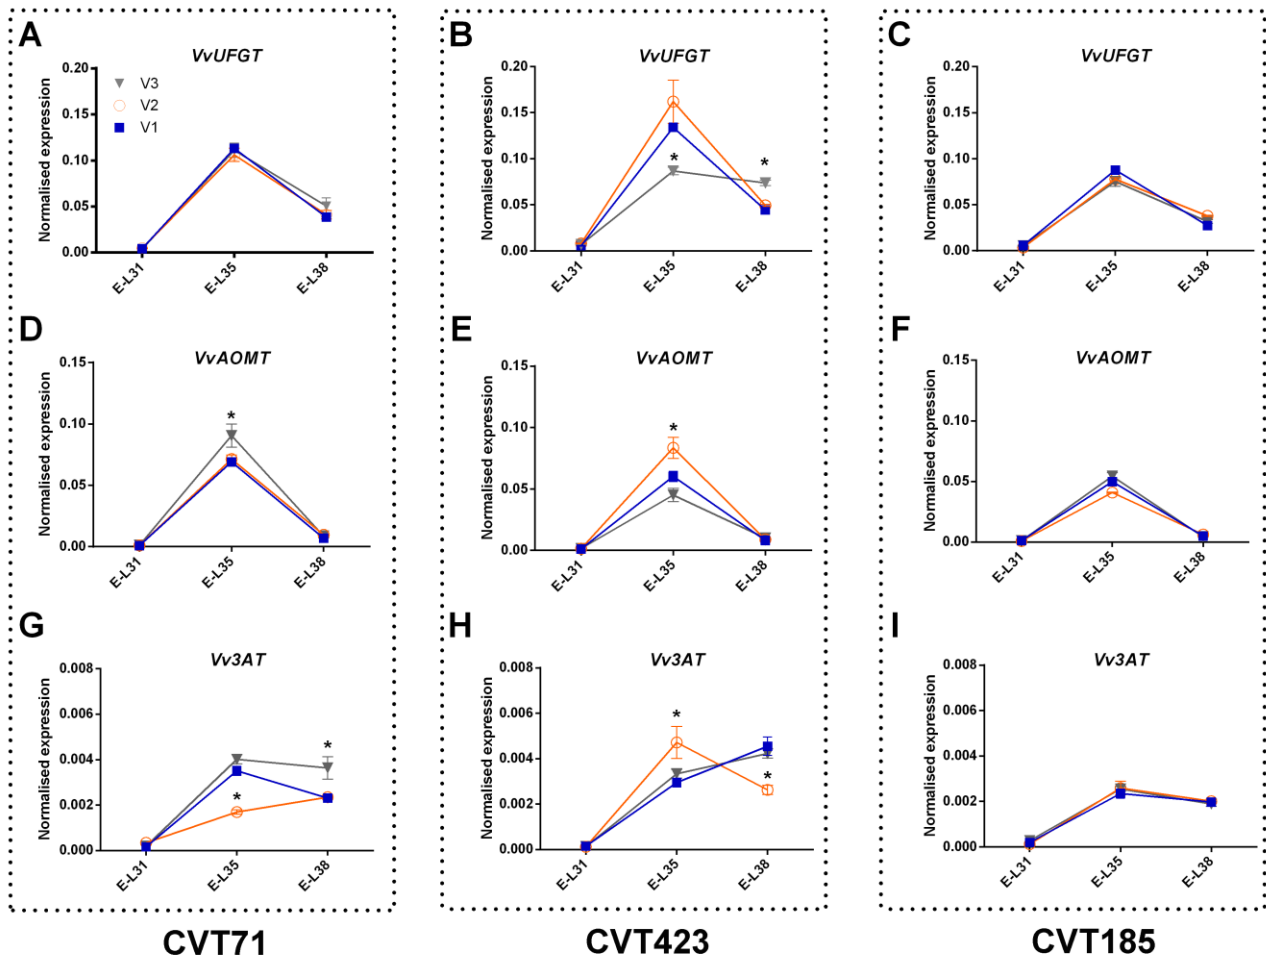

Fig. S9 Focus on anthocyanin transport. Transcriptional levels of genes encoding anthocyanin transporters (A-C and A'-C') *VvABCC1* (VIT_16s0050g02480), (D-F and D'-F') *VvAM1* (VIT_16s0050g00930) and (G-I and G'-I') *VvGST4* (VIT_04s0079g00690) were profiled in berries collected in three vineyards (V1, V2, V3) from CVT71, CVT423 and CVT185 'Nebbiolo' clones at three ripening stages (E-L31, E-L35, E-L38) in 2013 (A-I) and 2014 (A'-I') years. Asterisk or lower case letters denote significant differences attested by Tukey's *HSD* test ($P < 0.05$) respectively when values were significant in only one or more samples. Bars represent standard error of the mean ($n=3$). The E-L31, E-L35, E-L38 stages from the modified E-L scheme respectively correspond to stage 75, 81 and 89 in the extended BBCH scheme.

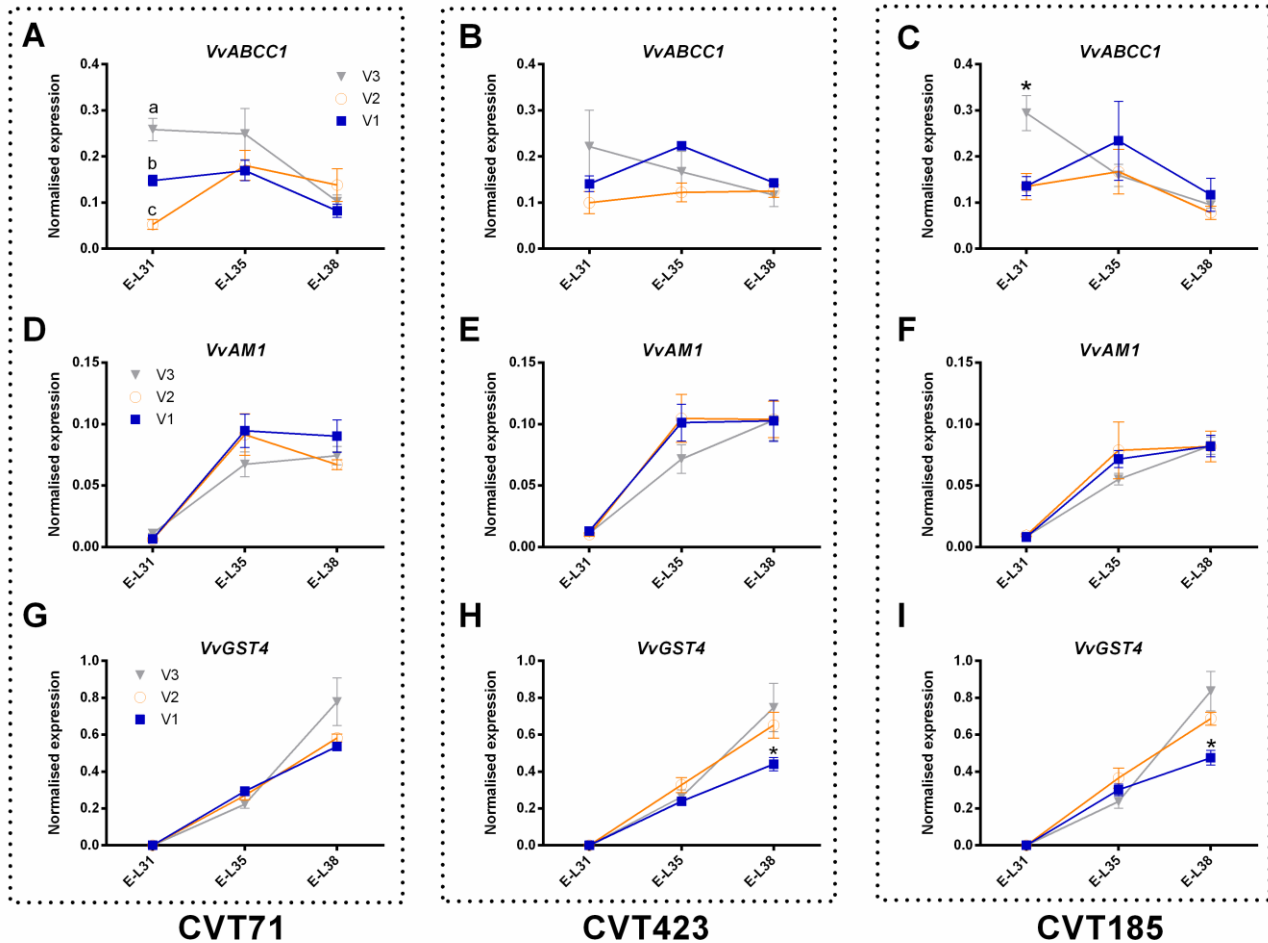

Fig. S9. Continue.

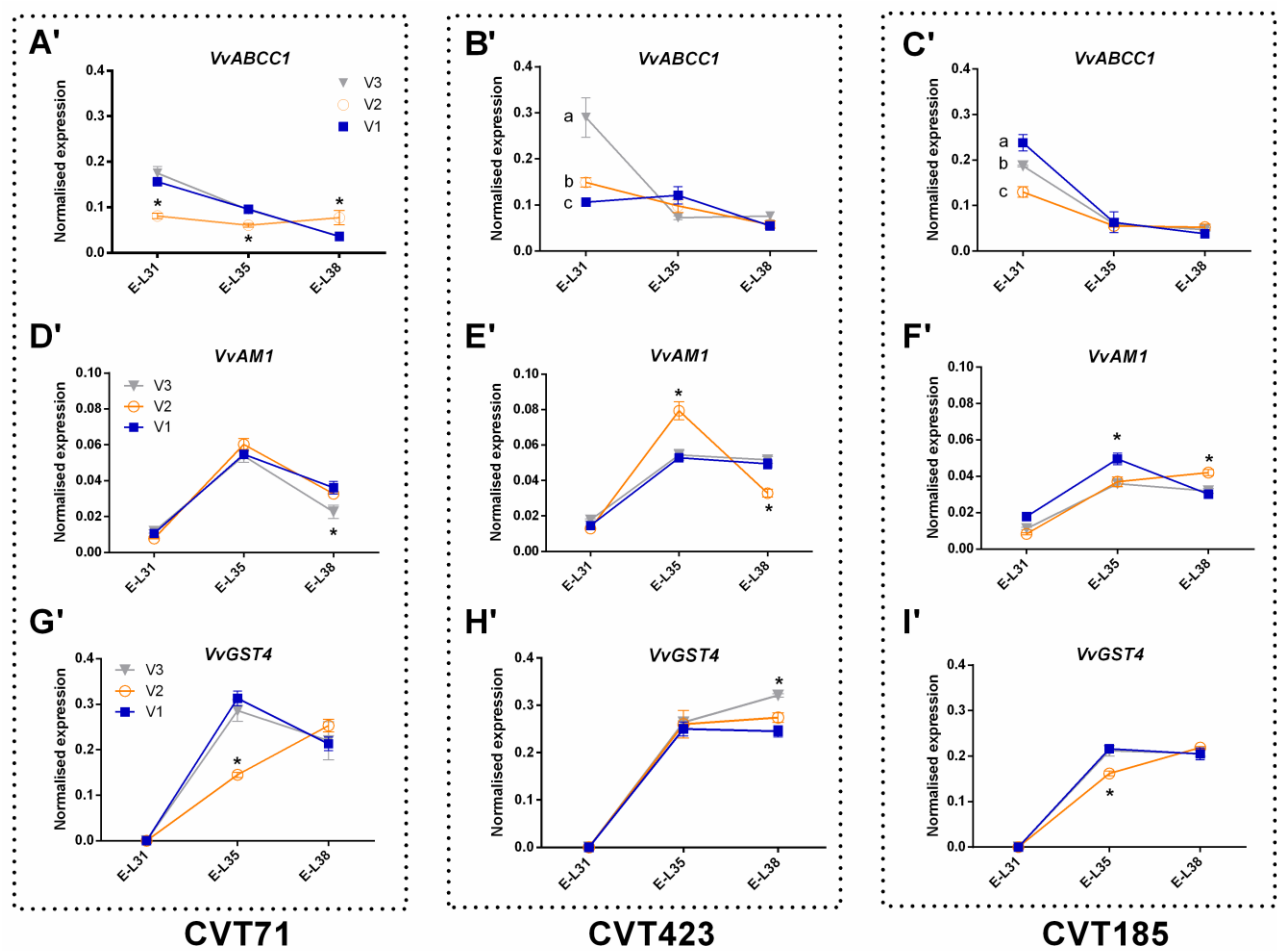

Fig. S10 Focus on cell wall metabolism. A) Heat map displaying the expression changes of transcripts involved in cell wall metabolism. Color scale of the heat map chart ranges from black (low expression) to yellow (high expression, FPKM > 100). RT-qPCR transcriptional profiles of the *VvXET32* (VIT_06s0061g00550) gene (highlighted by the red rectangular in the heat map chart) in berries collected in three vineyards (V1, V2, V3) from CVT71, CVT423 and CVT185 ‘Nebbiolo’ clones at three ripening stages (E-L31, E-L35, E-L38) in 2013 (B) and 2014 (C) years. Asterisk or lower case letters denote significant differences attested by Tukey’s *HSD* test ($P < 0.05$) respectively when values were significant in only one or more samples. Bars represent standard error of the mean ($n=3$). The E-L31, E-L35, E-L38 stages from the modified E-L scheme respectively correspond to stage 75, 81 and 89 in the extended BBCH scheme.

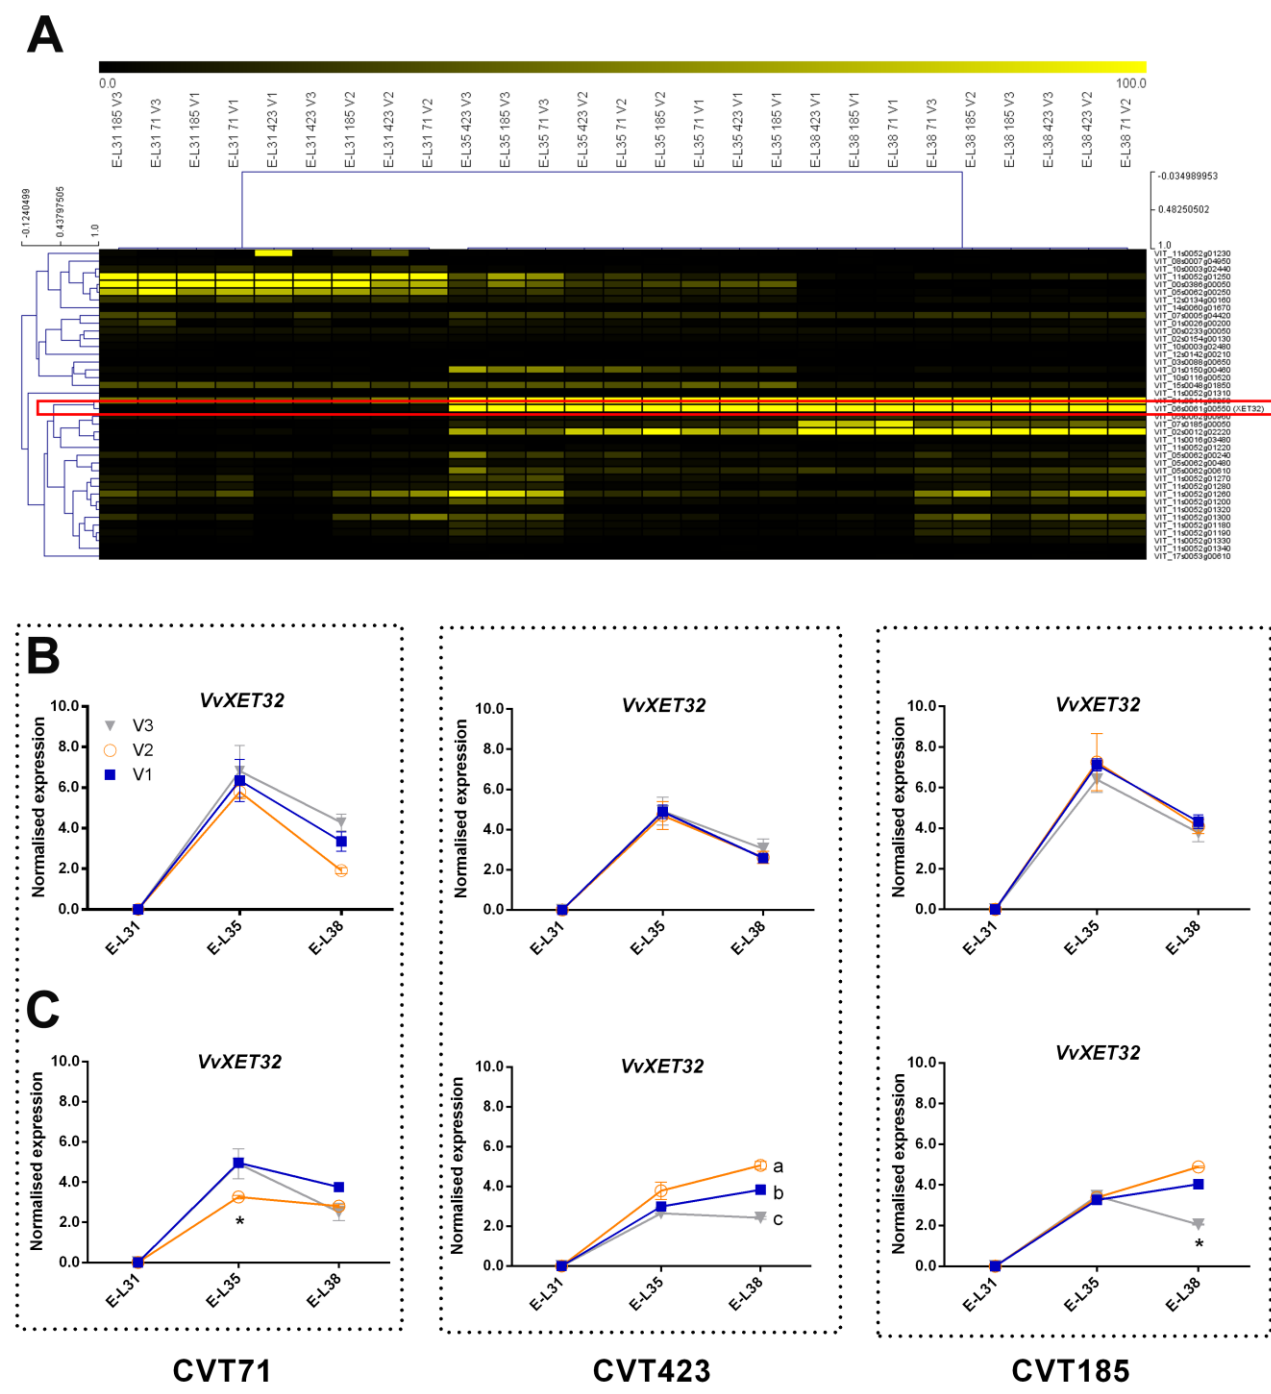

Fig. S11 C x E effect on stress response. Schematic representation highlighting how the three considered variables, ripening stage (E-L31, E-L35, E-L38), clone (CVT71, CVT423, CVT185) and vineyard (V1, V2, V3), affect the distribution of samples when genes belonging to Defense and Stress response were analyzed by Principal Component Analysis (PCA). Conversion between the modified E-L scheme and the extended BBCH scheme is as it follows: E-L31 = 75 BBCH; E-L35 = 81 BBCH; E-L38 = 89 BBCH.

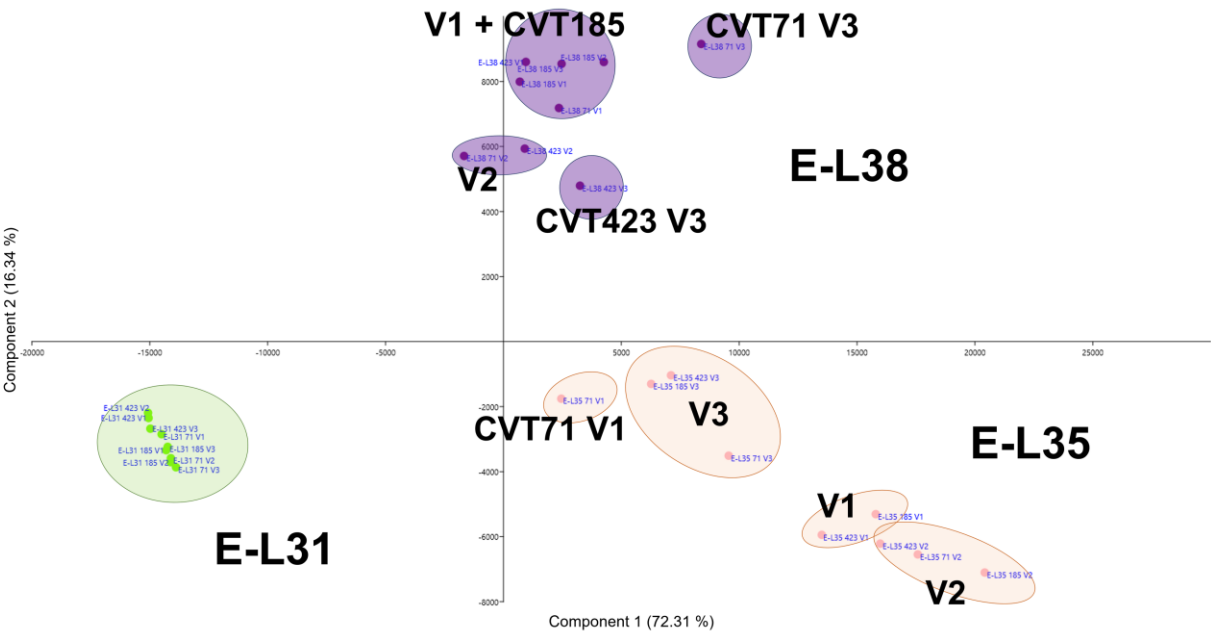

Fig. S12 Focus on stilbenoid metabolism. RT-qPCR expression profiles of genes encoding stilbene synthases (A-C) *VvSTS48* (VIT_16s0100g01200) and (*VvSTS16/22* (VIT_16s0100g00920) and accumulation patterns of the related stilbenoid compounds, resveratrol (D-F) and viniferin (J-L) (both expressed as $\mu\text{g g}^{-1}$), analyzed on whole berries collected in three vineyards (V1, V2, V3) from CVT71, CVT423 and CVT185 ‘Nebbiolo’ clones at three ripening stages (E-L31, E-L35, E-L38) during the second year of trial (2014). Asterisk or lower case letters denote significant differences attested by Tukey’s *HSD* test ($P < 0.05$) respectively when values were significant in only one or more samples. Bars represent standard error of the mean ($n=3$). The E-L31, E-L35, E-L38 stages from the modified E-L scheme respectively correspond to stage 75, 81 and 89 in the extended BBCH scheme.

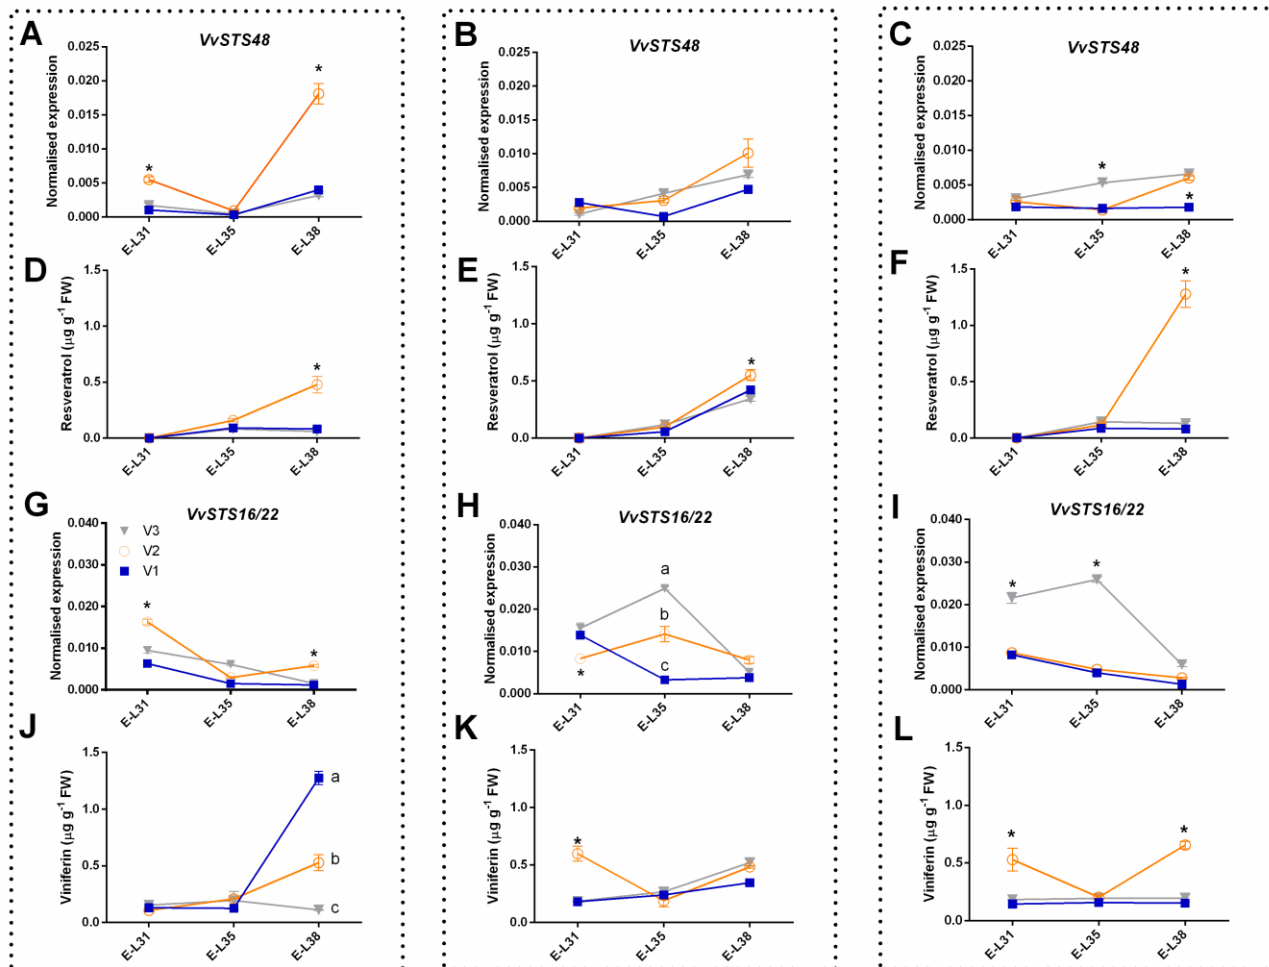

**Supplement:** Supplementary file 1

# Supplementary material for: Distinct Metabolic Signals Underlie Clone by Environment Interplay in “Nebbiolo” Grapes Over Ripening
**Source:** Front Plant Sci. 2019 Dec 4;10:1575. doi: 10.3389/fpls.2019.01575

Distinct metabolic signals underlie clone by environment interplay in ‘Nebbiolo’ grapes over ripening

Chiara Pagliarani^{1*}, Paolo Boccacci¹, Walter Chitarra^{1,2}, Emanuela Cosentino³, Marco Sandri⁴, Irene Perrone¹, Alessia Mori³, Danila Cuozzo^{1,5}, Luca Nerva^{1,2}, Marzia Rossato³, Paola Zuccolotto⁶, Mario Pezzotti³, Massimo Delledonne³, Franco Mannini¹, Ivana Gribaudo¹, Giorgio Gambino¹

⁴DMS StatLab, University of Brescia, c.da S. Chiara 50, 25122 Brescia, Italy.

Supplementary Table S6. Detailed description of all the 112 clusters of gene expression defined in this work.

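The text of Table S6 as read here, in which 3 clusters are 1 gene short of their stated size, assigns 15843 genes to the 112 clusters. Of these, 15842 are among the 24481 genes tested, so 8639 genes that passed the detection filter are in no cluster of that text. Of the 17 clusters that the paper names, stage held the largest share of the variance of the mean profile in all but 5. The share held by stage was 98.4% in Cluster Id 44 and 97.4% in Cluster Id 11, and 61.7% in Cluster Id 71. Vineyard held the largest share in Cluster Id 59, in Cluster Id 63 with 60.9%, in Cluster Id 89 with 47.5%, in Cluster Id 108 with 48.9% and in Cluster Id 109 with 38.5%. At E-L35 in V2, 117 of the 138 genes of Cluster Id 71 were higher and 1 was lower, among them the receptor kinase gene RK20-1 (VIT_00s0262g00090), at 9.54 FPKM in V2 and 2.84 FPKM in V1 and V3.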

Cluster no. 1

```
## Number of genes in the cluster: 80
## Homogeneity Index:      0.74
## Variable importance for Stage:      Median = 461.5   - Rank = 44
## Variable importance for Clone:      Median = 19.84   - Rank = 49
## Variable importance for Vineyard: Median = 26.45   - Rank = 74
##
## Gene ID                  Gene Annotation
## VIT_09s0002g01770 - N-myristoyl transferase
## VIT_04s0023g03520 - Cold-shock DNA-binding
## VIT_03s0097g00660 - Zinc finger (C3HC4-type ring finger)
## VIT_00s0533g00040 - Cytotoxin precursor (Leucocidin)
## VIT_17s0000g07200 - Flavonoid 3'-hydroxylase a (F3'Ha) [Vitis vinifera]
## VIT_00s0174g00310 - Ribonuclease T2
## VIT_09s0002g01050 - Ring-box protein RBX
## VIT_05s0020g00570 - Signal recognition particle subunit 19 SRP19
## VIT_08s0007g03890 - Brix domain-containing protein
## VIT_08s0007g02330 - Unknown
## VIT_01s0127g00290 - Unknown protein
## VIT_15s0021g02490 - Protein transport protein Sec61 subunit beta
## VIT_01s0011g01030 - H(+)-ATPase 6 AHA6
## VIT_13s0067g02180 - CTV.12
## VIT_13s0064g00450 - Cytochrome b5
## VIT_14s0030g01350 - WD-repeat protein 48
## VIT_10s0003g04580 - Accelerated cell death 11 (ACD11)
## VIT_16s0039g02660 - Unknown protein
## VIT_18s0001g00330 - Unknown protein
## VIT_11s0016g03110 - Import inner membrane translocase subunit Tim17, Mitochondrial
## VIT_09s0002g05160 - IAA17
## VIT_17s0000g07210 - Flavonoid 3'-hydroxylase b (F3'Hb) [Vitis vinifera]
## VIT_11s0037g01420 - Calcium-dependent protein kinase 13 CPK13
## VIT_08s0040g00400 - Aquaporin SIP2;1
## VIT_11s0016g05430 - Unknown protein
## VIT_09s0002g05770 - Histone H2A variant 3 HTA9
## VIT_18s0001g15050 - Protein phosphatase 2C
## VIT_17s0000g05930 - No hit
## VIT_08s0007g01280 - Substrate carrier, Mitochondrial
## VIT_00s0566g00020 - Unknown protein
## VIT_03s0088g00230 - Replication protein A 70 kDa DNA-binding subunit
## VIT_07s0005g04370 - Unknown protein
## VIT_00s1339g00010 - Ribonuclease II
## VIT_19s0014g01200 - No hit
## VIT_01s0011g04830 - Extensin
## VIT_07s0031g02500 - RNA polymerase II transcriptional coactivator KIWI
## VIT_17s0000g10050 - Phosphopantothenoylcysteine decarboxylase
## VIT_16s0039g01640 - Unknown protein
## VIT_08s0058g00320 - Ubiquitin activating enzyme E1
## VIT_03s0038g03650 - Small nuclear ribonucleoprotein D3
## VIT_03s0132g00150 - GTP cyclohydrolase I
## VIT_07s0104g01780 - Autophagy 18 ATG18a
## VIT_03s0063g02630 - Unknown protein
## VIT_01s0127g00350 - DNA-directed RNA Polymerase II subunit L
## VIT_01s0026g00250 - Splicing factor
## VIT_02s0025g01460 - No hit
## VIT_12s0028g02660 - Acyl-CoA oxidase (ACX3)
```

```
## VIT_00s0184g00030 - forkhead-associated domain-containing protein
## VIT_19s0014g01870 - Transcription elongation factor 1
## VIT_00s0120g00010 - Peroxisomal biogenesis factor 11 (PEX11C)
## VIT_01s0026g00430 - Cytochrome c
## VIT_02s0025g00690 - Calcium Dependent Protein Kinase (VvCPK1)
## VIT_14s0171g00080 - Hcr2-OB
## VIT_08s0007g06550 - Cation efflux family
## VIT_11s0016g00020 - Translation initiation factor eIF-5A
## VIT_04s0008g06970 - DnaJ-like zinc-finger protein
## VIT_00s0273g00020 - Calcium-dependent protein kinase 13 CPK13
## VIT_06s0004g05830 - DNA-directed RNA polymerase III subunit C19
## VIT_14s0171g00090 - Uracil phosphoribosyltransferase.
## VIT_11s0037g00210 - Endomembrane protein 70, TM4 ;
## VIT_06s0004g02190 - Armadillo/beta-catenin repeat
## VIT_15s0024g00930 - VRN1 (reduced vernalization response 1)
## VIT_12s0035g00710 - Unknown
## VIT_17s0000g06270 - Malate dehydrogenase precursor
## VIT_13s0019g00340 - Glutaredoxin
## VIT_12s0142g00090 - Ribose-phosphate pyrophosphokinase 4
## VIT_15s0021g02620 - Protein transport protein Sec61 subunit beta
## VIT_11s0016g04590 - ABC transporter g family pleiotropic drug resistance 12 PDR12
## VIT_07s0191g00130 - Histone H3.2
## VIT_12s0059g01490 - Unknown protein
## VIT_08s0007g08610 - No hit
## VIT_07s0130g00480 - Unknown protein
## VIT_11s0052g00570 - Nodulin MtN21
## VIT_10s0116g00770 - Unknown protein
## VIT_15s0021g01650 - Zinc finger (Ran-binding)
## VIT_05s0020g00700 - Squamosa promoter-binding protein (VvSBP5)
## VIT_12s0121g00030 - PHP domain-containing protein
## VIT_09s0096g00660 - C2-HC type zinc finger protein C.e-MyT1
## VIT_04s0008g04400 - No hit
## VIT_00s0531g00030 - C2 domain containing protein
```

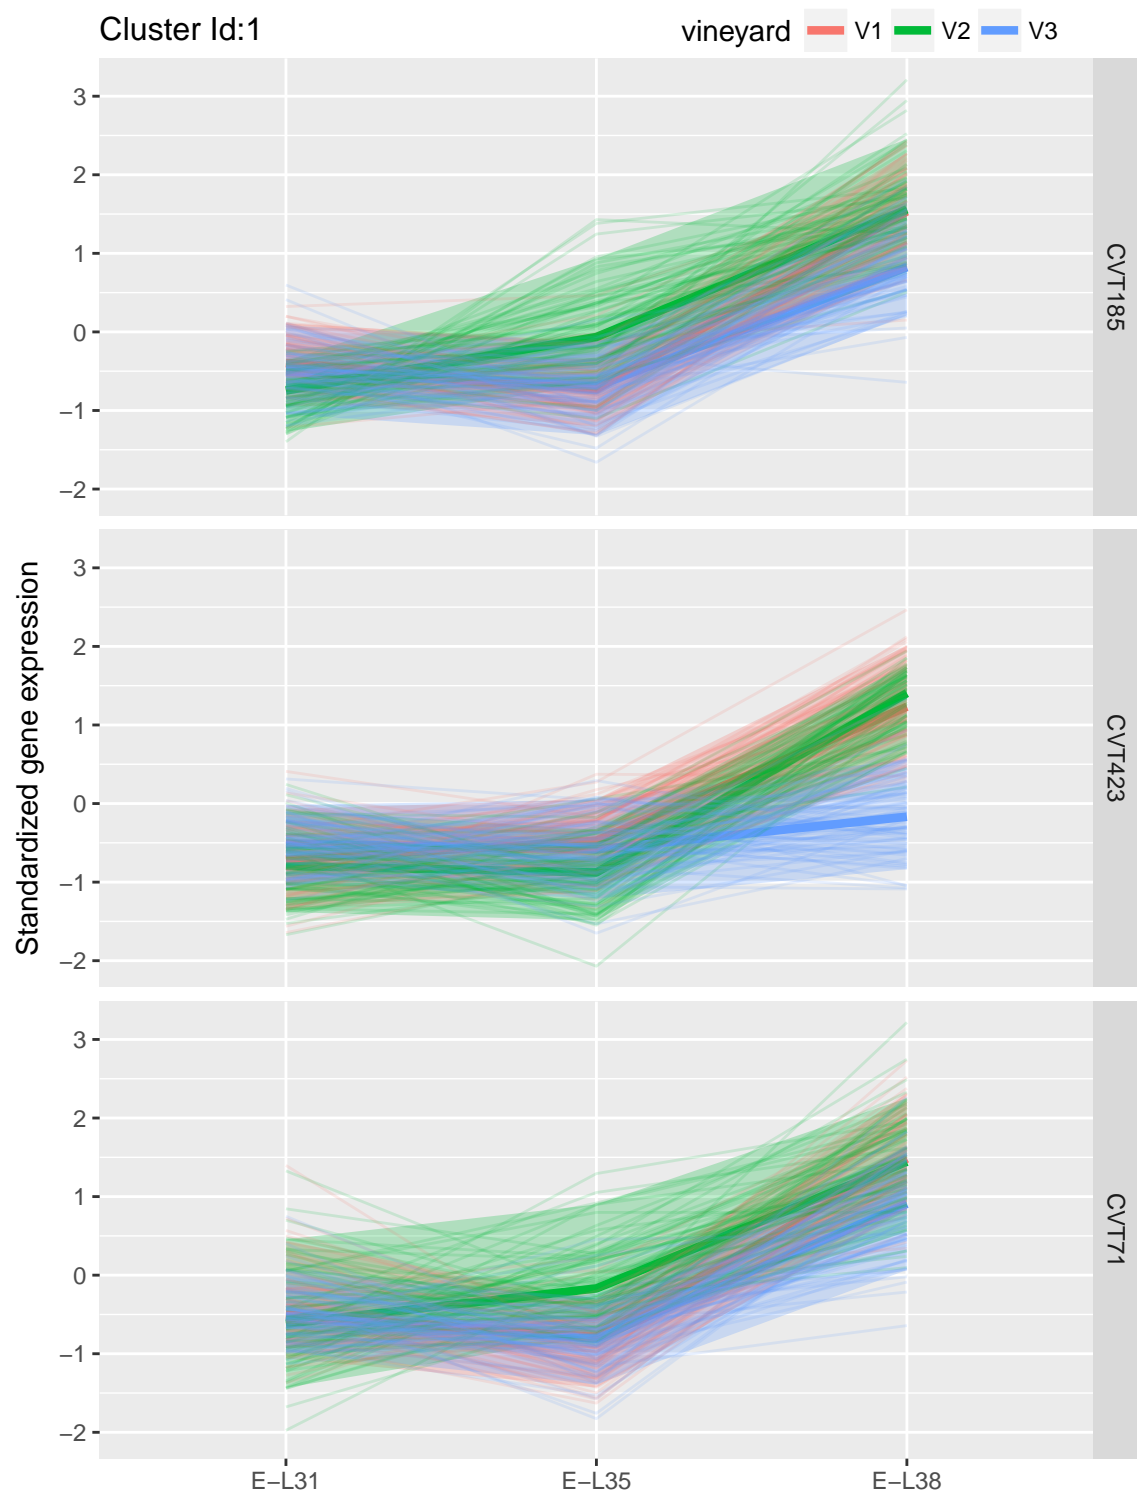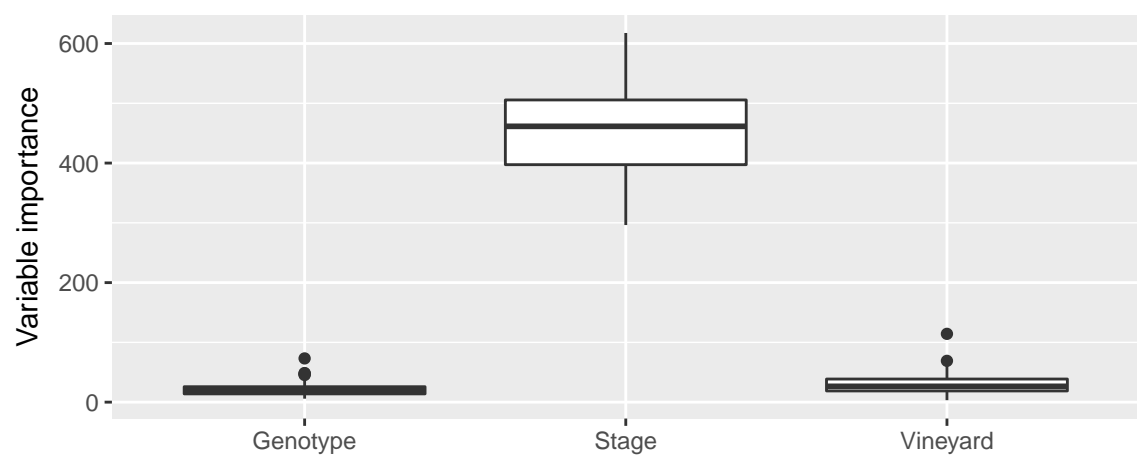

Cluster no. 2

```
## Number of genes in the cluster: 241
## Homogeneity Index:      0.84
## Variable importance for Stage:      Median = 619.4 - Rank = 12
## Variable importance for Clone:      Median = 10.07 - Rank = 109
## Variable importance for Vineyard: Median = 12.62 - Rank = 105
##
## Gene ID                Gene Annotation
## VIT_04s0008g01920 - F-box/LRR-repeat protein 20
## VIT_09s0070g00610 - Importin beta-3
## VIT_07s0129g00480 - Molecular chaperone DnaJ
## VIT_10s0116g01690 - No hit
## VIT_02s0025g00160 - Unknown
## VIT_05s0094g00860 - Syntaxin 61
## VIT_03s0063g02560 - Phenylalanyl-tRNA synthetase alpha chain
## VIT_07s0104g00910 - Pentatricopeptide (PPR) repeat-containing protein
## VIT_18s0072g01050 - SNARE associated gtl6 protein
## VIT_09s0018g00660 - CTV.12
## VIT_13s0067g02210 - ALPHA-SNAP2 (alpha-soluble nsf attachment protein)
## VIT_08s0007g06290 - Mitochondrial transcription termination factor-related
## VIT_08s0058g00500 - Breast cancer susceptibility protein 2b
## VIT_06s0004g06000 - Rename pre-mRNA-splicing factor RBM22/SLT11
## VIT_02s0087g00100 - Ankyrin repeat family
## VIT_05s0077g00630 - No hit
## VIT_01s0010g02690 - DNA polymerase alpha, subunit B
## VIT_06s0004g04870 - Unknown protein
## VIT_18s0001g12280 - Unknown protein
## VIT_08s0007g03880 - Zinc finger (C2H2 type) family
## VIT_16s0050g02590 - DnaJ homolog, subfamily B, member 12
## VIT_09s0002g06280 - Aspartate-glutamate racemase
## VIT_18s0001g13900 - Unknown protein
## VIT_00s0386g00040 - Unknown protein
## VIT_17s0000g10100 - Response regulator ARR11 Type-B
## VIT_11s0016g04300 - Nudix hydrolase 20, chloroplast precursor (AtNUDT20)
## VIT_01s0011g00910 - Unknown protein
## VIT_12s0057g01170 - Pentatricopeptide (PPR) repeat-containing protein
## VIT_01s0010g01710 - Phytosulfokine receptor
## VIT_18s0001g14750 - Zinc finger (FYVE type) VPS19
## VIT_18s0001g06970 - DnaJ homolog, subfamily A, member 3
## VIT_06s0004g06590 - PRLI-interacting factor N
## VIT_14s0060g02210 - Translation initiation factor IF-2
## VIT_19s0015g00160 - Agenet domain-containing protein
## VIT_00s0299g00060 - MYB divaricata
## VIT_07s0005g03720 - VPS2.3 SNF7
## VIT_18s0001g05620 - Carrier protein, Mitochondrial
## VIT_11s0016g04340 - Unknown protein
## VIT_12s0035g01810 - Mitotic checkpoint MAD1
## VIT_01s0011g00450 - Magnesium transporter CorA
## VIT_08s0105g00370 - myb family
## VIT_04s0008g04340 - Glycoprotein, Mitochondrial
## VIT_18s0001g15320 - SEU3B protein
## VIT_01s0011g05830 - ARR1 typeB
## VIT_06s0004g03440 - Ulp1 protease
## VIT_00s0181g00090 - WD-repeat protein
## VIT_13s0047g01040 - Pentatricopeptide (PPR) repeat-containing protein
```

VIT_01s0026g01240 - Beta-1 3 galactosyltransferase 5
 ## VIT_09s0002g04700 - Transcription factor
 ## VIT_14s0083g00750 - Unknown protein
 ## VIT_15s0048g00930 - ATP-dependent DNA helicase 2 subunit 2 ku80
 ## VIT_05s0020g04720 - Magnesium transporter CorA-like family protein
 ## VIT_14s0066g01440 - Homeodomain leucine zipper protein HB-1 (VvATHB-4)
 ## VIT_11s0149g00150 - No hit
 ## VIT_02s0025g00030 - Zinc finger (C3HC4-type ring finger)
 ## VIT_06s0004g05990 - Rename pre-mRNA-splicing factor RBM22/SLT11
 ## VIT_13s0067g03360 - Adenylate kinase
 ## VIT_18s0001g02490 - PAB3 (poly(A) binding protein 3)
 ## VIT_03s0091g00740 - Vacuolar sorting receptor 3
 ## VIT_18s0001g08850 - Calcium-transporting ATPase 3, endoplasmic reticulum-type ECA3
 ## VIT_06s0061g01180 - PHD finger transcription factor
 ## VIT_09s0018g02080 - Coatamer beta subunit
 ## VIT_13s0019g05390 - Zinc-binding protein
 ## VIT_00s0187g00310 - V-type H⁺-transporting ATPase subunit H
 ## VIT_03s0038g04150 - FAR1-related sequence 9
 ## VIT_05s0077g01790 - Triacylglycerol lipase
 ## VIT_14s0128g00890 - SNF4 (Sucrose NonFermenting 4)
 ## VIT_06s0004g00380 - Unknown protein
 ## VIT_17s0000g08940 - FKBP12 interacting protein (FIP37)
 ## VIT_15s0048g00900 - Proteasome 20S beta subunit F1 (PBF1)
 ## VIT_05s0094g00400 - Signal recognition particle subunit 14 SRP14
 ## VIT_00s1623g00010 - Coiled-coil domain-containing protein 94
 ## VIT_14s0108g01230 - Snf1 protein kinase (KIN10) (SKIN10)
 ## VIT_03s0038g01470 - ER lumen protein retaining receptor
 ## VIT_04s0008g05840 - DOMON domain containing protein
 ## VIT_16s0022g00490 - Conserved oligomeric Golgi complex 7
 ## VIT_03s0038g04400 - Dehydrin (VvDHN4)
 ## VIT_08s0007g04970 - Pentatricopeptide (PPR) repeat-containing
 ## VIT_06s0004g05820 - Import inner membrane translocase subunit Tim10, Mitochondrial
 ## VIT_05s0077g01040 - Peptidylprolyl isomerase domain and WD repeat-containing protein 1
 ## VIT_08s0007g06540 - Nudix hydrolase 23, chloroplast precursor (AtNUDT23)
 ## VIT_17s0000g09290 - Protein kinase ATN1
 ## VIT_14s0006g00960 - DNA-repair protein complementing XP-C cells RAD4
 ## VIT_06s0080g00230 - Unknown protein
 ## VIT_18s0001g03370 - Ribonuclease II family protein
 ## VIT_08s0040g00320 - Alpha-L-arabinofuranosidase
 ## VIT_16s0098g01760 - TAP46 (2A phosphatase associated protein of 46 KD)
 ## VIT_16s0098g00880 - Unknown protein
 ## VIT_08s0040g01460 - Myb TKI1 (TSL-kinase interacting protein 1)
 ## VIT_10s0042g00180 - Unknown protein
 ## VIT_01s0010g03650 - Alkylated DNA repair protein alkB
 ## VIT_14s0108g01360 - Unknown protein
 ## VIT_14s0066g02330 - Histone deacetylase complex, SIN3 component
 ## VIT_07s0141g00580 - Glycosyl transferase family 8 protein
 ## VIT_14s0066g02030 - Cation efflux system protein, CDF family
 ## VIT_08s0040g00500 - Cupin, RmlC-type
 ## VIT_08s0007g01980 - Proteasome 26S regulatory subunit (RPN8)
 ## VIT_07s0005g00250 - P23 co-chaperone
 ## VIT_06s0009g01910 - Calmodulin-7 (CAM7)
 ## VIT_17s0000g01430 - Chlororespiratory reduction 2 (CRR2)
 ## VIT_09s0018g00650 - Zinc finger protein 830
 ## VIT_18s0001g13780 - Cytochrome P450, family 83, subfamily B, polypeptide 1

## VIT_03s0038g02420	- Basic Leucine Zipper Transcription Factor (VvbZIP06)
## VIT_07s0005g01600	- DEAD (Asp-Glu-Ala-Asp) box polypeptide 42
## VIT_17s0000g03630	- No hit
## VIT_16s0039g02650	- Vacuolar protein sorting-associated protein 72
## VIT_08s0040g01700	- Isocitrate dehydrogenase (NAD+) precursor
## VIT_12s0142g00630	- Calcineurin-like phosphoesterase family
## VIT_13s0067g01630	- myb domain protein 65
## VIT_01s0026g02630	- GTP cyclohydrolase I
## VIT_15s0046g00160	- WD-40 repeat
## VIT_09s0018g00600	- Magnesium transporter CorA-like family protein (MRS2-1)
## VIT_00s0299g00030	- E3 ubiquitin-protein ligase HOS1
## VIT_10s0003g04630	- SIT4 phosphatase-associated
## VIT_00s0120g00020	- Importin beta-3
## VIT_04s0008g04550	- Unknown
## VIT_06s0009g01190	- RNA-binding protein AKIP1
## VIT_14s0108g00870	- Malate dehydrogenase precursor
## VIT_12s0035g00400	- ATP-requiring DNA helicase RecQ
## VIT_18s0075g00200	- ATP-dependent helicase
## VIT_11s0016g03290	- SNW domain-containing protein 1 SNW1
## VIT_10s0003g01370	- Unknown protein
## VIT_01s0011g06190	- Histidine kinase (AHK4) (WOL)
## VIT_04s0008g05690	- Meprin and TRAFy domain-containing protein
## VIT_02s0025g02360	- WNK kinase 6
## VIT_17s0000g07090	- UDP-glucuronosyl and UDP-glucosyl transferase
## VIT_19s0090g01660	- RNA-binding protein Musashi
## VIT_11s0016g05820	- CCR4-NOT transcription complex subunit 10
## VIT_14s0081g00460	- SAC domain phosphoinositide (3,5)P2 phosphatase
## VIT_18s0001g07510	- No hit
## VIT_08s0105g00350	- DnaJ homolog, subfamily B, member 4
## VIT_02s0012g01040	- NAC domain-containing protein (VvNAC13)
## VIT_18s0001g14860	- SKP1
## VIT_14s0068g01130	- Zinc finger (C3HC4-type ring finger)
## VIT_13s0019g05240	- NAC domain-containing protein (VvNAC20)
## VIT_01s0026g01870	- Avr9/Cf-9 induced kinase 1
## VIT_07s0005g01960	- Unknown protein
## VIT_06s0080g01160	- Aspartic Protease (VvAP14)
## VIT_18s0001g11060	- Calcineurin phosphoesterase
## VIT_00s0187g00270	- V-type H ⁺ -transporting ATPase subunit H
## VIT_00s0483g00030	- Isochorismatase hydrolase
## VIT_14s0060g01340	- SAR1 (secretion-associated ras)
## VIT_06s0004g06420	- Pentatricopeptide (PPR) repeat-containing protein
## VIT_12s0028g02580	- Unknown protein
## VIT_09s0002g02130	- CA-responsive protein
## VIT_08s0007g03460	- YIP1
## VIT_03s0017g00990	- DNA topoisomerase 2-associated protein PAT1
## VIT_12s0034g02380	- Glycine hydroxymethyltransferase
## VIT_10s0003g02880	- Starch synthase protein
## VIT_09s0054g01780	- HAC1 (P300/CBP acetyltransferase-related protein 2 gene)
## VIT_07s0130g00510	- Transcription factor related
## VIT_11s0016g04800	- No hit
## VIT_19s0014g02770	- Unknown protein
## VIT_12s0035g02190	- MLO-like protein 13
## VIT_13s0047g01030	- LysM receptor-like kinase
## VIT_14s0108g00970	- Pentatricopeptide (PPR) repeat

```

## VIT_05s0077g01870 - Tetratricopeptide repeat (TPR)-containing
## VIT_11s0103g00660 - ELM2 domain-containing protein
## VIT_17s0000g03640 - Proline-rich protein precursor
## VIT_06s0004g00570 - VvMyb5b
## VIT_04s0008g00730 - Unknown protein
## VIT_05s0029g01220 - Unknown protein
## VIT_01s0011g01650 - FK506-binding protein genes family (VvFKBP17-1)
## VIT_14s0083g01170 - Mitochondrial substrate carrier family protein
## VIT_15s0024g01470 - Nuclear matrix protein 1
## VIT_00s0269g00040 - Unknown
## VIT_15s0021g00980 - Translation initiation factor eIF-4F
## VIT_08s0056g01110 - Intron-binding protein aquarius
## VIT_01s0010g00990 - S-adenosylmethionine decarboxylase proenzyme
## VIT_12s0057g00880 - TAF15b (TBP-associated factor 15b) zf-ranBP
## VIT_11s0118g00260 - Multimeric translocon complex in the outer envelope membrane 132 TOC13
## VIT_01s0150g00290 - NEF1 (no exine formation 1)
## VIT_08s0058g01400 - Phospholipid-translocating ATPase ALA1
## VIT_04s0023g00280 - Unknown protein
## VIT_14s0030g01150 - No hit
## VIT_02s0012g01620 - RNA recognition motif (RRM)-containing
## VIT_16s0039g01020 - Unknown protein
## VIT_11s0016g04200 - MEE55 (maternal effect embryo arrest 55)
## VIT_18s0001g13940 - Pentatricopeptide (PPR) repeat-containing
## VIT_12s0035g01340 - Unknown protein
## VIT_06s0004g04920 - RAB5-interacting protein isoform a
## VIT_08s0007g02870 - DCP1 (decapping 1)
## VIT_14s0036g00750 - Protein phosphatase 2 (formerly 2A), regulatory subunit B''
## VIT_05s0020g04710 - Protein transport protein Sec23A
## VIT_01s0146g00100 - ACT domain containing protein (ACR4)
## VIT_01s0011g04090 - Unknown protein
## VIT_14s0066g01530 - No hit
## VIT_01s0011g01270 - Unknown protein
## VIT_02s0025g00170 - No hit
## VIT_07s0205g00150 - WD40 repeat protein
## VIT_01s0011g04680 - Glycosyltransferase family 14
## VIT_18s0001g07070 - Phosphoenolpyruvate carboxylase kinase 2 (PEPKR2)
## VIT_14s0068g00390 - Esterase PIR7B
## VIT_00s0259g00150 - 5'-AMP-activated protein kinase beta-2 subunit
## VIT_06s0004g08300 - Zinc finger (C3HC4-type ring finger)
## VIT_13s0067g02000 - Unknown protein
## VIT_01s0010g02380 - F-box domain containing protein
## VIT_00s0203g00190 - Nitric oxide synthase interacting protein
## VIT_01s0026g02170 - Regulator of chromosome condensation (RCC1)
## VIT_01s0026g02140 - Regulator of chromosome condensation (RCC1)
## VIT_06s0009g00240 - OEP80 (outer envelope protein of 80 kda)
## VIT_13s0064g01190 - RNA recognition motif (RRM)-containing protein
## VIT_05s0020g02230 - Pto kinase interactor
## VIT_07s0151g00770 - Kelch repeat-containing F-box protein
## VIT_19s0014g03170 - WD-40 repeat protein
## VIT_08s0007g04430 - Low expression of osmotically responsive genes 1
## VIT_00s0804g00010 - Unknown protein
## VIT_03s0063g02310 - Acidic leucine-rich nuclear phosphoprotein 32 member B
## VIT_16s0050g02610 - Nucleotidyltransferase
## VIT_16s0100g00360 - Per1

```

```
## VIT_05s0020g04650 - ER degradation enhancer, mannosidase alpha-like 1
## VIT_08s0032g00720 - Unknown protein
## VIT_02s0012g01770 - Rad1
## VIT_12s0035g01840 - CAND1 (Cullin-associated and neddylation dissociated, hemivenata)
## VIT_04s0023g03870 - Vacuolar protein sorting 35
## VIT_06s0080g00830 - Unknown protein
## VIT_00s0429g00030 - SET domain-containing protein (TXR7)
## VIT_09s0054g01600 - Splicing factor YT521-B
## VIT_08s0007g03350 - Ubiquinol-cytochrome C reductase UQCRX/QCR9
## VIT_02s0012g00510 - Golgi transport Got1
## VIT_18s0001g04770 - Apoptotic chromatin condensation inducer 1 ACIN1
## VIT_02s0087g00650 - Nod factor
## VIT_19s0015g00680 - E3 ubiquitin-protein ligase HUWE1
## VIT_18s0122g00500 - Basic Leucine Zipper Transcription Factor (VvbZIP41)
## VIT_09s0002g03680 - Casein kinase
## VIT_19s0015g01810 - Unknown protein
## VIT_08s0007g02130 - CPL2 (CTD phosphatase-like 2)
## VIT_05s0102g00160 - Zinc finger (Ran-binding)
## VIT_18s0072g00630 - TUBBY like protein 1 TLP10
## VIT_04s0008g04370 - Nucleic acid binding
## VIT_15s0107g00440 - Enhanced disease resistance 2 (EDR2)
## VIT_04s0044g01940 - Diacylglycerol O-acyltransferase 1
## VIT_03s0017g00980 - UDP-arabinose 4-epimerase 3
## VIT_10s0116g01920 - ABC transporter I member 15
## VIT_19s0090g01540 - Beta-1,2-xylosyltransferase
## VIT_03s0038g02210 - Choline transporter
## VIT_06s0004g03800 - DNA-binding protein
## VIT_01s0026g02230 - Cullin 3a
## VIT_15s0021g00430 - Protoheme IX farnesyltransferase
## VIT_00s1364g00010 - Isochorismatase hydrolase
## VIT_01s0010g00980 - No hit
```

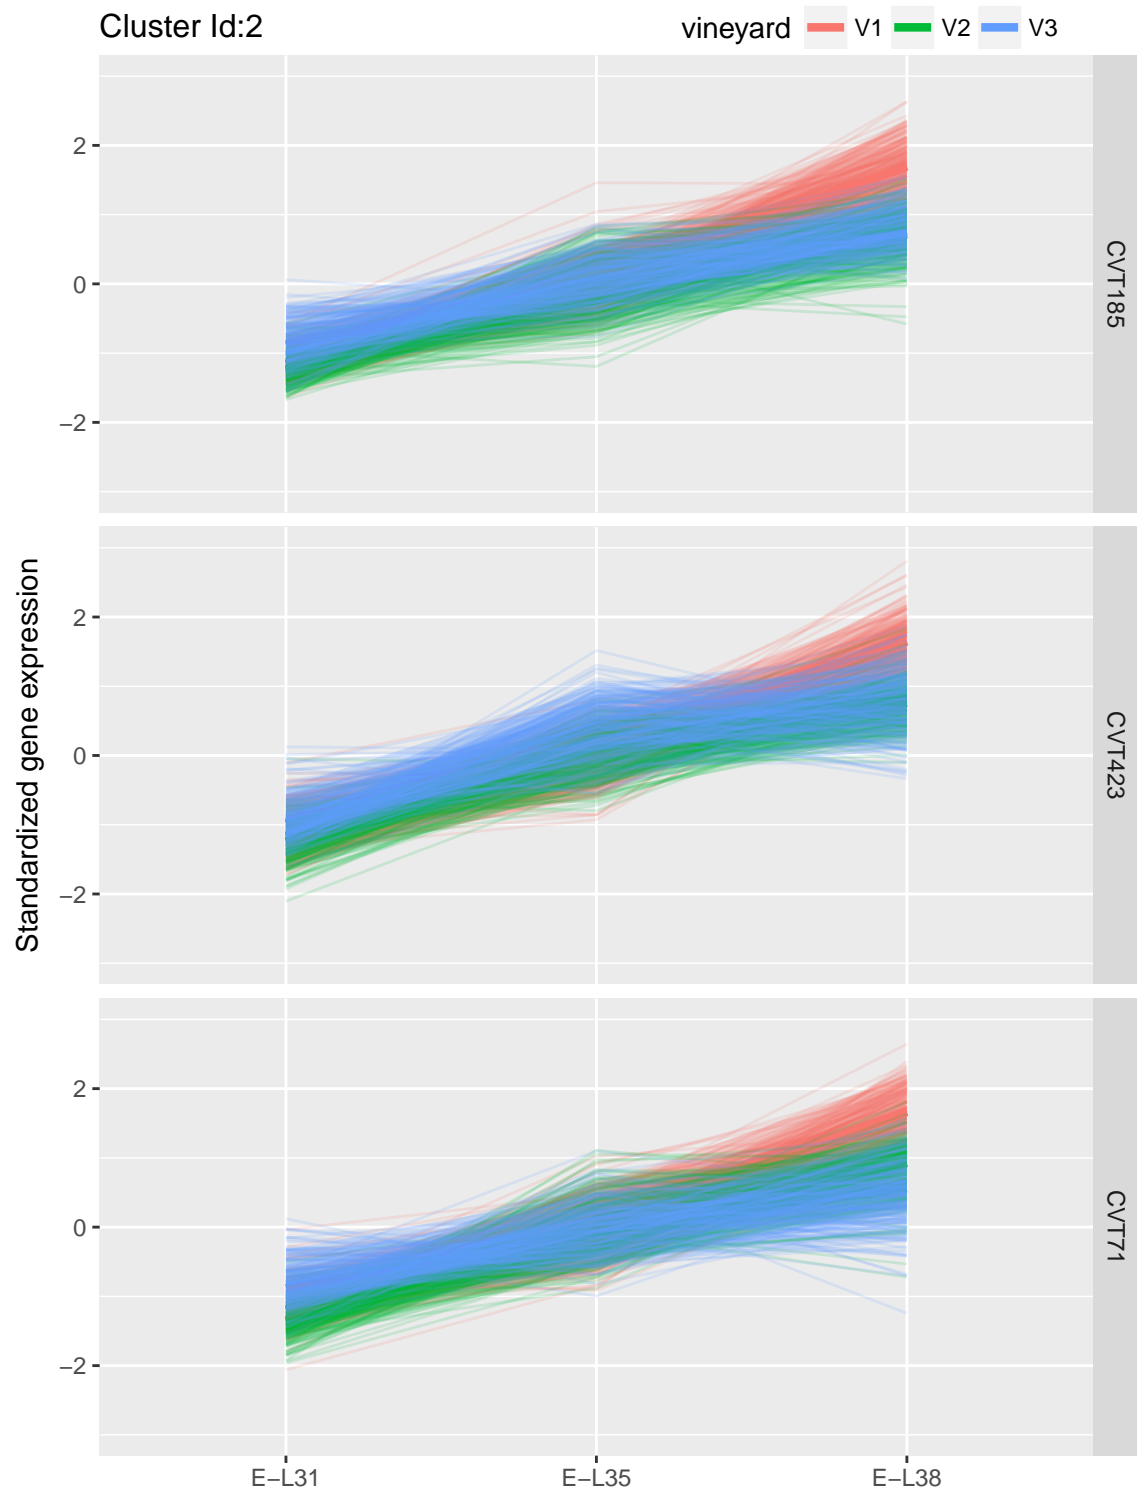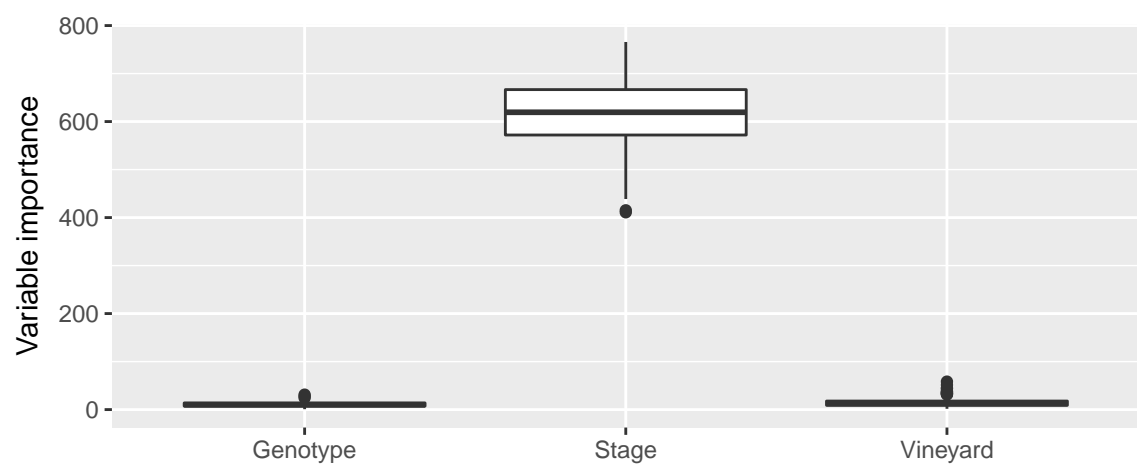

Cluster no. 3

```
## Number of genes in the cluster: 94
## Homogeneity Index:      0.69
## Variable importance for Stage:      Median =   397.5   - Rank =   55
## Variable importance for Clone:      Median =    18.22   - Rank =   63
## Variable importance for Vineyard: Median =    35.54   - Rank =   58
##
## Gene ID                  Gene Annotation
## VIT_14s0030g00180 - Unknown protein
## VIT_06s0004g01880 - OEP80 (outer envelope protein of 80 kda)
## VIT_00s0181g00020 - Armadillo/beta-catenin repeat
## VIT_13s0156g00650 - Unknown protein
## VIT_15s0046g01070 - Ubiquitin thiolesterase
## VIT_01s0150g00150 - Glycyl tRNA synthetase
## VIT_06s0009g02840 - Flavonoid 3',5'-hydroxylase(F3'5'H)
## VIT_00s0286g00020 - Curculin (mannose-binding) lectin
## VIT_02s0012g01140 - Protein kinase
## VIT_18s0117g00190 - Unknown protein
## VIT_14s0066g00990 - TRNA methyltransferase complex GCD14 subunit
## VIT_01s0011g01230 - GTP-binding protein (ERG)
## VIT_06s0009g02810 - Flavonoid 3',5'-hydroxylase
## VIT_18s0001g11720 - EMB2756 (embryo defective 2756)
## VIT_18s0122g00990 - Glutamate receptor Ionotropic
## VIT_05s0124g00230 - F-box domain containing protein
## VIT_06s0004g07670 - Unknown protein
## VIT_16s0022g01810 - AT-hook protein 1
## VIT_01s0026g01000 - Antiviral helicase SKI2
## VIT_06s0004g00530 - Origin recognition complex 1b protein
## VIT_19s0027g00340 - Unknown protein
## VIT_17s0000g07320 - Unknown protein
## VIT_18s0001g13160 - Tetrapyrrole methylase
## VIT_13s0019g00890 - Integral membrane protein, MtN24
## VIT_06s0061g00740 - Unknown
## VIT_00s0226g00160 - RabGAP/TBC domain-containing protein
## VIT_17s0000g09860 - Pentatricopeptide (PPR) repeat-containing protein
## VIT_09s0002g03740 - Homeobox gene 8
## VIT_02s0025g02900 - Zinc transporter MTPA2
## VIT_19s0085g00830 - Ent-kaur-16-ene synthase (VvTPS69)
## VIT_13s0019g00900 - Integral membrane protein, MtN24
## VIT_18s0001g01590 - BTB/POZ domain-containing protein
## VIT_18s0001g11850 - Pentatricopeptide (PPR) repeat-containing protein
## VIT_00s1206g00020 - WD-40 repeat
## VIT_16s0022g01780 - Pentatricopeptide (PPR) repeat-containing protein
## VIT_04s0008g05070 - Pentatricopeptide (PPR) repeat-containing
## VIT_06s0009g01740 - Geranylgeranyl reductase
## VIT_08s0007g08500 - Nonsense-mediated mRNA decay NMD3
## VIT_02s0025g01600 - Harpin-induced 1
## VIT_04s0023g01760 - Unknown
## VIT_10s0003g00170 - Dehydration-induced 19
## VIT_08s0007g06960 - Disease resistance-responsive
## VIT_08s0040g01240 - basic helix-loop-helix (bHLH) family
## VIT_00s2086g00010 - 1-aminocyclopropane-1-carboxylate oxidase 1
## VIT_04s0079g00290 - Regulator of chromosome condensation (RCC1)
## VIT_16s0022g01890 - GTP-binding protein engA
## VIT_11s0016g01830 - Protein kinase
```

VIT_01s0010g03530 - Phagocytosis and cell motility protein ELM01
VIT_02s0025g02070 - RWP-RK domain-containing protein
VIT_18s0001g01530 - No hit
VIT_13s0067g01760 - Nucleoside phosphatase GDA1/CD39
VIT_02s0234g00030 - No hit
VIT_01s0010g03880 - Unknown protein
VIT_11s0016g02420 - UDP-N-acetylglucosamine 0-acyltransferase protein
VIT_06s0004g07920 - WNK5 (Arabidopsis WNK kinase 5)
VIT_07s0005g02830 - DNA-binding protein
VIT_11s0016g04620 - PINHEAD (Protein ZWILLE)
VIT_07s0005g00380 - Glycosyl hydrolase family 1 protein
VIT_04s0008g03630 - Binding
VIT_04s0023g01160 - Pentatricopeptide (PPR) repeat-containing
VIT_12s0035g01820 - Proton-dependent oligopeptide transport (POT) family protein
VIT_10s0116g00450 - Tyrosyl-DNA phosphodiesterase
VIT_13s0019g03870 - Substrate carrier , Mitochondrial
VIT_13s0067g00630 - Yippee
VIT_01s0011g00400 - Nuclear transport factor 2 (NTF2)
VIT_08s0007g02000 - Glycerol-3-phosphate acyltransferase 8
VIT_00s0125g00180 - Zinc finger (C3HC4-type ring finger)
VIT_06s0009g03260 - Unknown protein
VIT_14s0030g00450 - Histone H2AXb HTA3
VIT_19s0085g00010 - Auxin-regulated protein
VIT_11s0016g01930 - Diacylglycerol acyltransferase
VIT_07s0031g03050 - GTP-binding protein LepA
VIT_07s0104g01290 - TUBBY like protein 3 TLP3
VIT_06s0004g01610 - Ethylene-insensitive33 (EIL3)
VIT_04s0008g03510 - Lignostilbene-alpha,beta-dioxygenase and related enzymes
VIT_08s0040g02900 - Aluminum sensitive 3
VIT_18s0001g12110 - No hit
VIT_07s0005g00960 - Unknown protein
VIT_14s0083g01100 - Alpha-1,4-glucan-protein synthase 1
VIT_06s0080g00410 - ferredoxin
VIT_13s0019g04080 - Protein transport protein Sec61 subunit beta
VIT_04s0008g03290 - Peptidyl-tRNA hydrolase 2
VIT_09s0002g06010 - Phospholipase/carboxylesterase
VIT_18s0164g00070 - Somatic embryogenesis protein kinase
VIT_07s0005g00370 - Glycosyl hydrolase family 1 protein
VIT_03s0038g04620 - Isoflavone reductase (synthesis of phytoalexins)
VIT_14s0030g01700 - Unknown
VIT_13s0064g01330 - Unknown protein
VIT_01s0011g05390 - Invertase/pectin methylesterase inhibitor
VIT_01s0011g03710 - Thioesterase family
VIT_05s0077g00530 - Unknown protein
VIT_00s0525g00040 - Pentatricopeptide (PPR) repeat-containing protein
VIT_03s0091g00960 - No hit
VIT_00s0267g00030 - Unknown

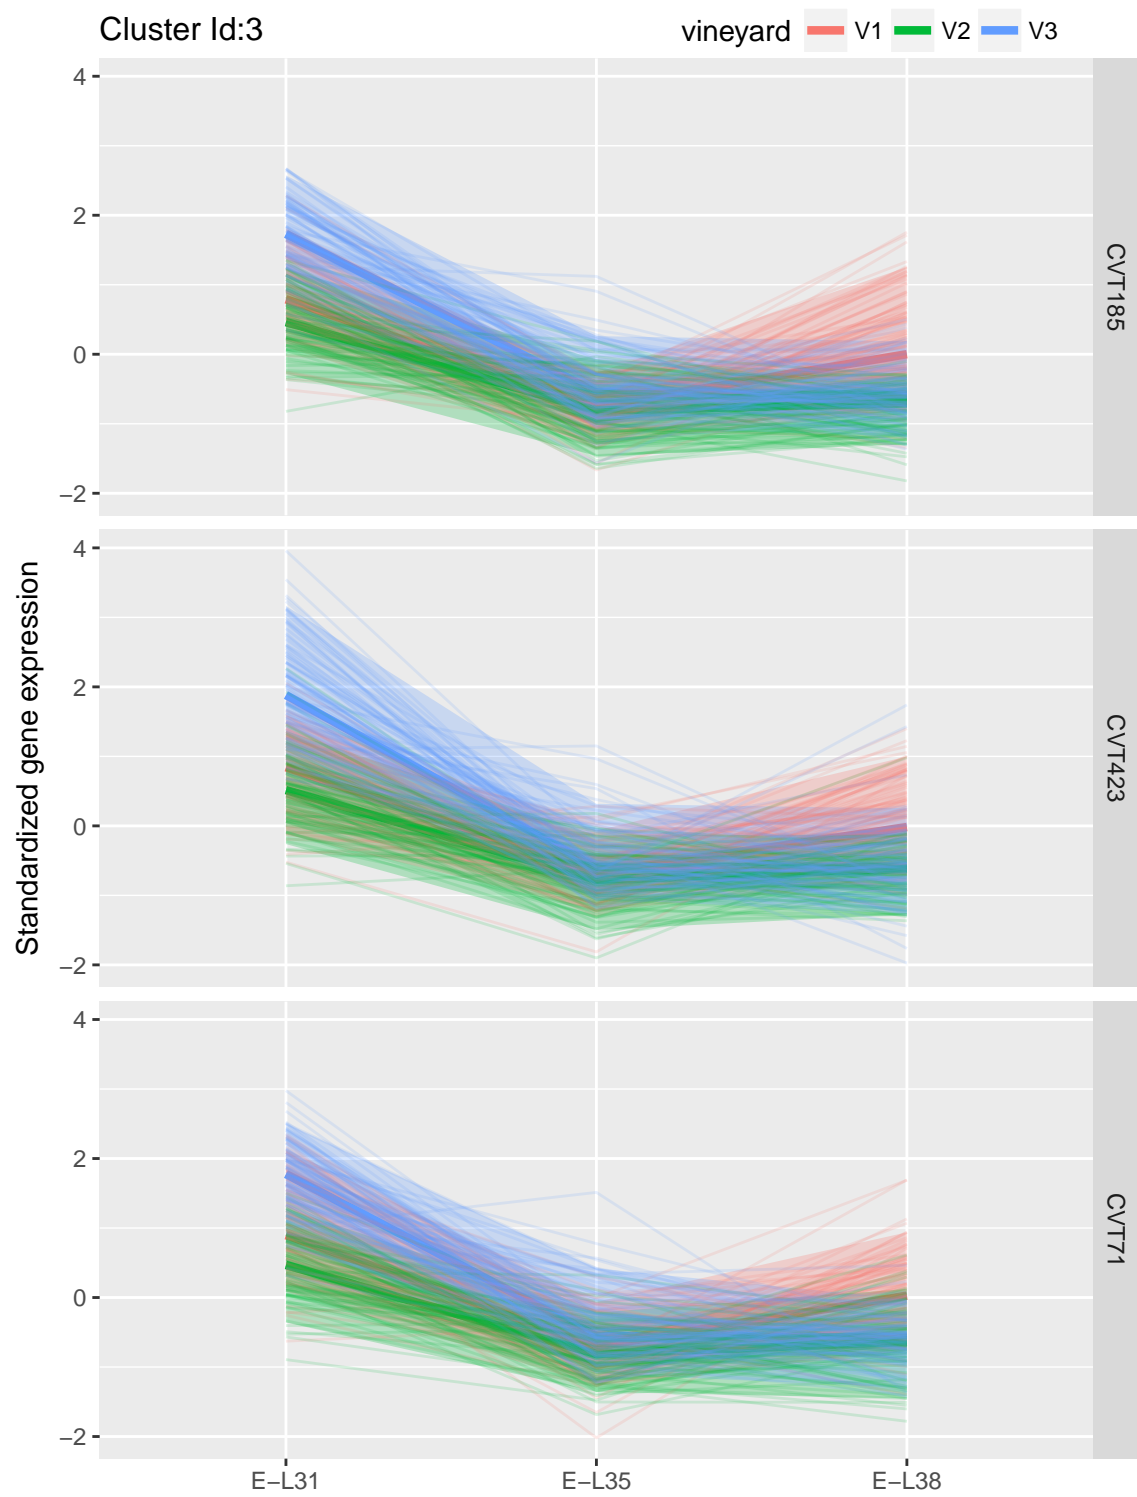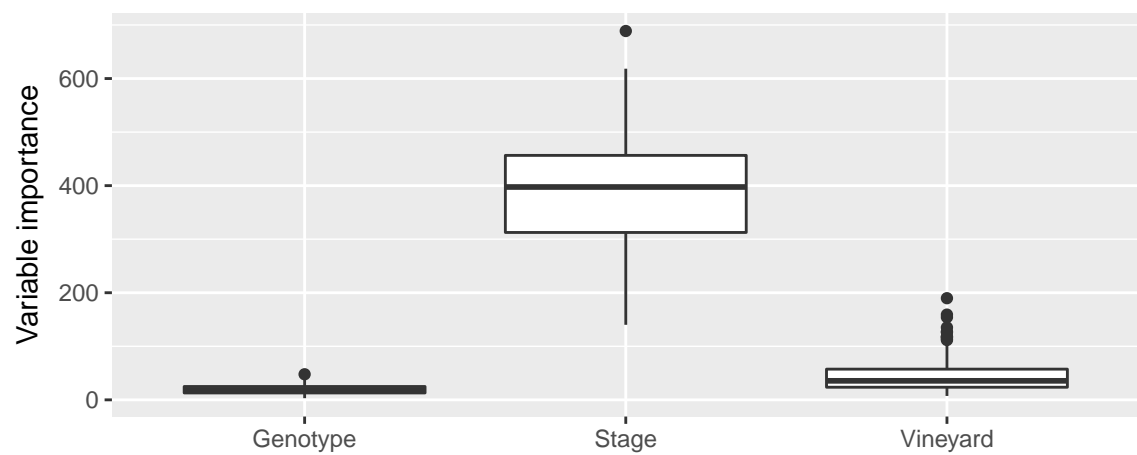

Cluster no. 4

```
## Number of genes in the cluster: 140
## Homogeneity Index:      0.84
## Variable importance for Stage:      Median =  476.7   - Rank =   41
## Variable importance for Clone:      Median =   16.35   - Rank =   69
## Variable importance for Vineyard: Median =   27.62   - Rank =   70
##
## Gene ID                  Gene Annotation
## VIT_18s0072g00310 - Polypyrimidine tract-binding protein 3
## VIT_09s0002g00430 - AT-rich interaction region
## VIT_17s0000g05970 - Ribosomal protein S9 (RPS9C) 40S
## VIT_16s0100g00700 - TFL1 (Terminal flower 1), VvFLT1C
## VIT_05s0102g01120 - Basic Leucine Zipper Transcription Factor (VvbZIP16)
## VIT_17s0000g06420 - Galactosyl transferase GMA12/MNN10
## VIT_06s0004g08140 - Unknown
## VIT_16s0022g00870 - Invertase/pectin methylesterase inhibitor
## VIT_15s0021g01940 - KH domain-containing protein
## VIT_07s0104g00960 - Histone H2AXb HTA3
## VIT_00s1390g00010 - DEAD box RNA helicase RH16
## VIT_07s0031g02190 - Exosome complex exonuclease DIS3/RRP44
## VIT_04s0044g00560 - Histone H3
## VIT_12s0034g02020 - Chlororespiratory reduction 2 (CRR2)
## VIT_15s0048g01110 - Ubiquitin related modifier 1
## VIT_08s0056g00560 - Alphavirus core protein
## VIT_16s0098g01040 - RNA-binding protein RBP37
## VIT_07s0005g03900 - Rho GDP-dissociation inhibitor 1
## VIT_12s0142g00170 - Potassium transporter (KUP7)
## VIT_10s0003g01940 - RKF1 (receptor-like kinase in flowers 1)
## VIT_09s0002g06060 - U3 small nucleolar RNA-associated protein 5
## VIT_17s0000g04170 - DNA mismatch repair protein MSH2 (MSH2)
## VIT_12s0028g01250 - ATP-dependent Clp protease proteolytic subunit (ClpP4)
## VIT_17s0000g10090 - Xanthine/uracil/vitamin C permease
## VIT_00s0225g00230 - Alliin lyase precursor
## VIT_08s0007g05330 - EDA7 (embryo sac development arrest 7)
## VIT_07s0104g01340 - Nodulin MtN3 family
## VIT_19s0085g00920 - Organic cation transport protein OCT2
## VIT_00s0445g00010 - Strubbelig receptor family 1
## VIT_03s0038g01360 - Unknown
## VIT_13s0084g00650 - Protein arginine N-methyltransferase 3
## VIT_02s0241g00010 - Pentatricopeptide (PPR) repeat-containing protein
## VIT_00s0776g00010 - Strubbelig receptor family 3
## VIT_07s0005g00770 - RelA/SpoT protein (RSH1)
## VIT_01s0010g02480 - Ankyrin repeat
## VIT_05s0077g01420 - Unknown protein
## VIT_04s0008g05930 - Zinc finger protein 3
## VIT_14s0060g02360 - Histone H2A.4 HTA12
## VIT_00s0525g00010 - DEAD box RNA helicase RH16
## VIT_01s0026g02590 - Calcium-binding protein CML
## VIT_14s0066g01070 - Peptide deformylase, chloroplast precursor
## VIT_06s0004g01690 - Histone H3
## VIT_08s0007g00490 - Transducin protein
## VIT_18s0001g03550 - Molybdenum cofactor synthesis CNX7/SIR5
## VIT_07s0005g05860 - Nuclear GTP-binding protein NUG1
## VIT_09s0002g07860 - Glycerol kinase
## VIT_08s0007g02220 - Unknown protein
```

## VIT_06s0004g00820	- Ribosomal protein S2; Squalene/phytoene synthase
## VIT_06s0061g00610	- Unknown protein
## VIT_00s1323g00010	- Pentatricopeptide repeat-containing protein
## VIT_11s0016g02060	- RecA
## VIT_04s0008g06760	- Chlororespiratory reduction 4 CRR4
## VIT_04s0008g02490	- Adagio protein 1
## VIT_11s0016g00370	- ARID/BRIGHT DNA-binding domain-containing protein
## VIT_16s0039g01400	- Unknown protein
## VIT_19s0090g01390	- Acyltransferase
## VIT_06s0004g08130	- No hit
## VIT_18s0001g10430	- Trimethylguanosine synthase
## VIT_13s0019g03970	- Ribosomal protein P0 (RPP0A) acidic 60S
## VIT_02s0025g05110	- MATE efflux family protein
## VIT_16s0013g00380	- Unknown protein
## VIT_04s0008g03660	- Embryonic flower 1
## VIT_01s0011g03720	- BEE1 (BR ENHANCED EXPRESSION 1)
## VIT_08s0040g03340	- PHD finger transcription factor
## VIT_13s0067g03200	- Proton-dependent oligopeptide transport (POT) family protein
## VIT_19s0014g03740	- Membrane-associated mannitol-induced
## VIT_10s0003g04370	- D123
## VIT_00s0198g00040	- CTV.22
## VIT_16s0013g00600	- No hit
## VIT_16s0050g00440	- No hit
## VIT_00s0125g00200	- No hit
## VIT_03s0038g02140	- Auxin transporter protein 2
## VIT_00s0868g00010	- DNA-binding storekeeper protein
## VIT_01s0026g00160	- No hit
## VIT_08s0007g07610	- Unknown protein
## VIT_07s0005g01430	- PROLIFERA protein
## VIT_17s0000g07650	- Aldehyde Dehydrogenase (VvALDH10A9)
## VIT_05s0102g00740	- Leucin-rich repeat protein kinase
## VIT_17s0000g09420	- Unknown
## VIT_00s0291g00100	- ABC Transporter (VvTAP1 - VvABCB21)
## VIT_13s0019g02000	- PUMILIO 1 (APUM1)
## VIT_12s0028g00670	- Zinc knuckle
## VIT_18s0072g00800	- Histone H3
## VIT_15s0021g02660	- F-box domain containing protein
## VIT_01s0127g00370	- Pentatricopeptide (PPR) repeat
## VIT_05s0062g01040	- Unknown protein
## VIT_00s0441g00010	- DEAD/DEAH box RNA helicase protein RH16
## VIT_12s0055g00690	- Pentatricopeptide (PPR) repeat-containing
## VIT_00s2221g00010	- Unknown
## VIT_18s0117g00370	- R protein L6
## VIT_07s0005g00500	- Small nuclear ribonucleoprotein D2
## VIT_14s0066g02600	- Unknown protein
## VIT_02s0025g00220	- Chlororespiratory reduction 4 (CRR4)
## VIT_19s0140g00040	- RKF1 (receptor-like kinase in flowers 1)
## VIT_00s0125g00190	- Potassium transporter (KUP1)
## VIT_16s0039g01590	- Ubiquinone biosynthesis methyltransferase COQ5
## VIT_09s0002g01120	- Exportin PAUSED
## VIT_17s0000g09100	- Copper amine oxidase
## VIT_18s0117g00380	- R protein L6
## VIT_15s0046g02850	- Ankyrin protein kinase
## VIT_07s0255g00050	- Unknown protein

```
## VIT_16s0022g01690 - Band 7 family
## VIT_07s0104g00820 - Bystin
## VIT_13s0019g05370 - Histone H2B
## VIT_18s0001g15330 - Nodulin MtN3 family
## VIT_19s0015g01060 - Unknown protein
## VIT_10s0003g02950 - No hit
## VIT_16s0098g00890 - Harpin-induced protein
## VIT_19s0015g01050 - Unknown protein
## VIT_13s0019g04740 - Pseudouridine synthase
## VIT_08s0040g03300 - Histone H2A.4 HTA12
## VIT_08s0105g00360 - PHD finger protein alfin
## VIT_04s0044g01560 - Protein kinase
## VIT_00s0818g00010 - Splicing factor 3B subunit 2
## VIT_10s0003g02940 - basic helix-loop-helix (bHLH) family
## VIT_13s0064g01340 - Histone H3
## VIT_03s0091g00200 - DNA repair protein REV1
## VIT_12s0028g02140 - F-box/LRR-repeat MAX2
## VIT_09s0002g07640 - Glycerol kinase
## VIT_12s0142g00050 - PUMILIO 7 (APUM7)
## VIT_00s0173g00140 - No hit
## VIT_12s0142g00250 - Potassium transporter (KUP7)
## VIT_09s0002g02390 - Phospholipase D epsilon
## VIT_17s0000g02250 - Monooxygenase
## VIT_05s0029g00120 - No hit
## VIT_05s0020g02070 - BRCT domain-containing protein
## VIT_18s0075g00110 - No hit
## VIT_10s0116g00130 - Auxin-independent growth promoter
## VIT_05s0020g04800 - Histone H1
## VIT_03s0038g00050 - BLH6 (BELL1-like homeodomain 5)
## VIT_13s0067g03710 - Unknown
## VIT_19s0014g00330 - NAD(H) kinase 3
## VIT_19s0177g00290 - No hit
## VIT_18s0001g12290 - Pore protein 24K chain
## VIT_15s0046g02510 - 2-oxo acid dehydrogenase, lipoyl-binding site
## VIT_05s0029g00110 - Unknown protein
## VIT_10s0116g01500 - DNA helicase SNF2 domain-containing protein
## VIT_11s0052g00580 - No hit
## VIT_16s0050g01110 - Polygalacturonase GH28
## VIT_04s0023g02200 - S-adenosyl-L-methionine:salicylic acid carboxyl methyltransferase
```

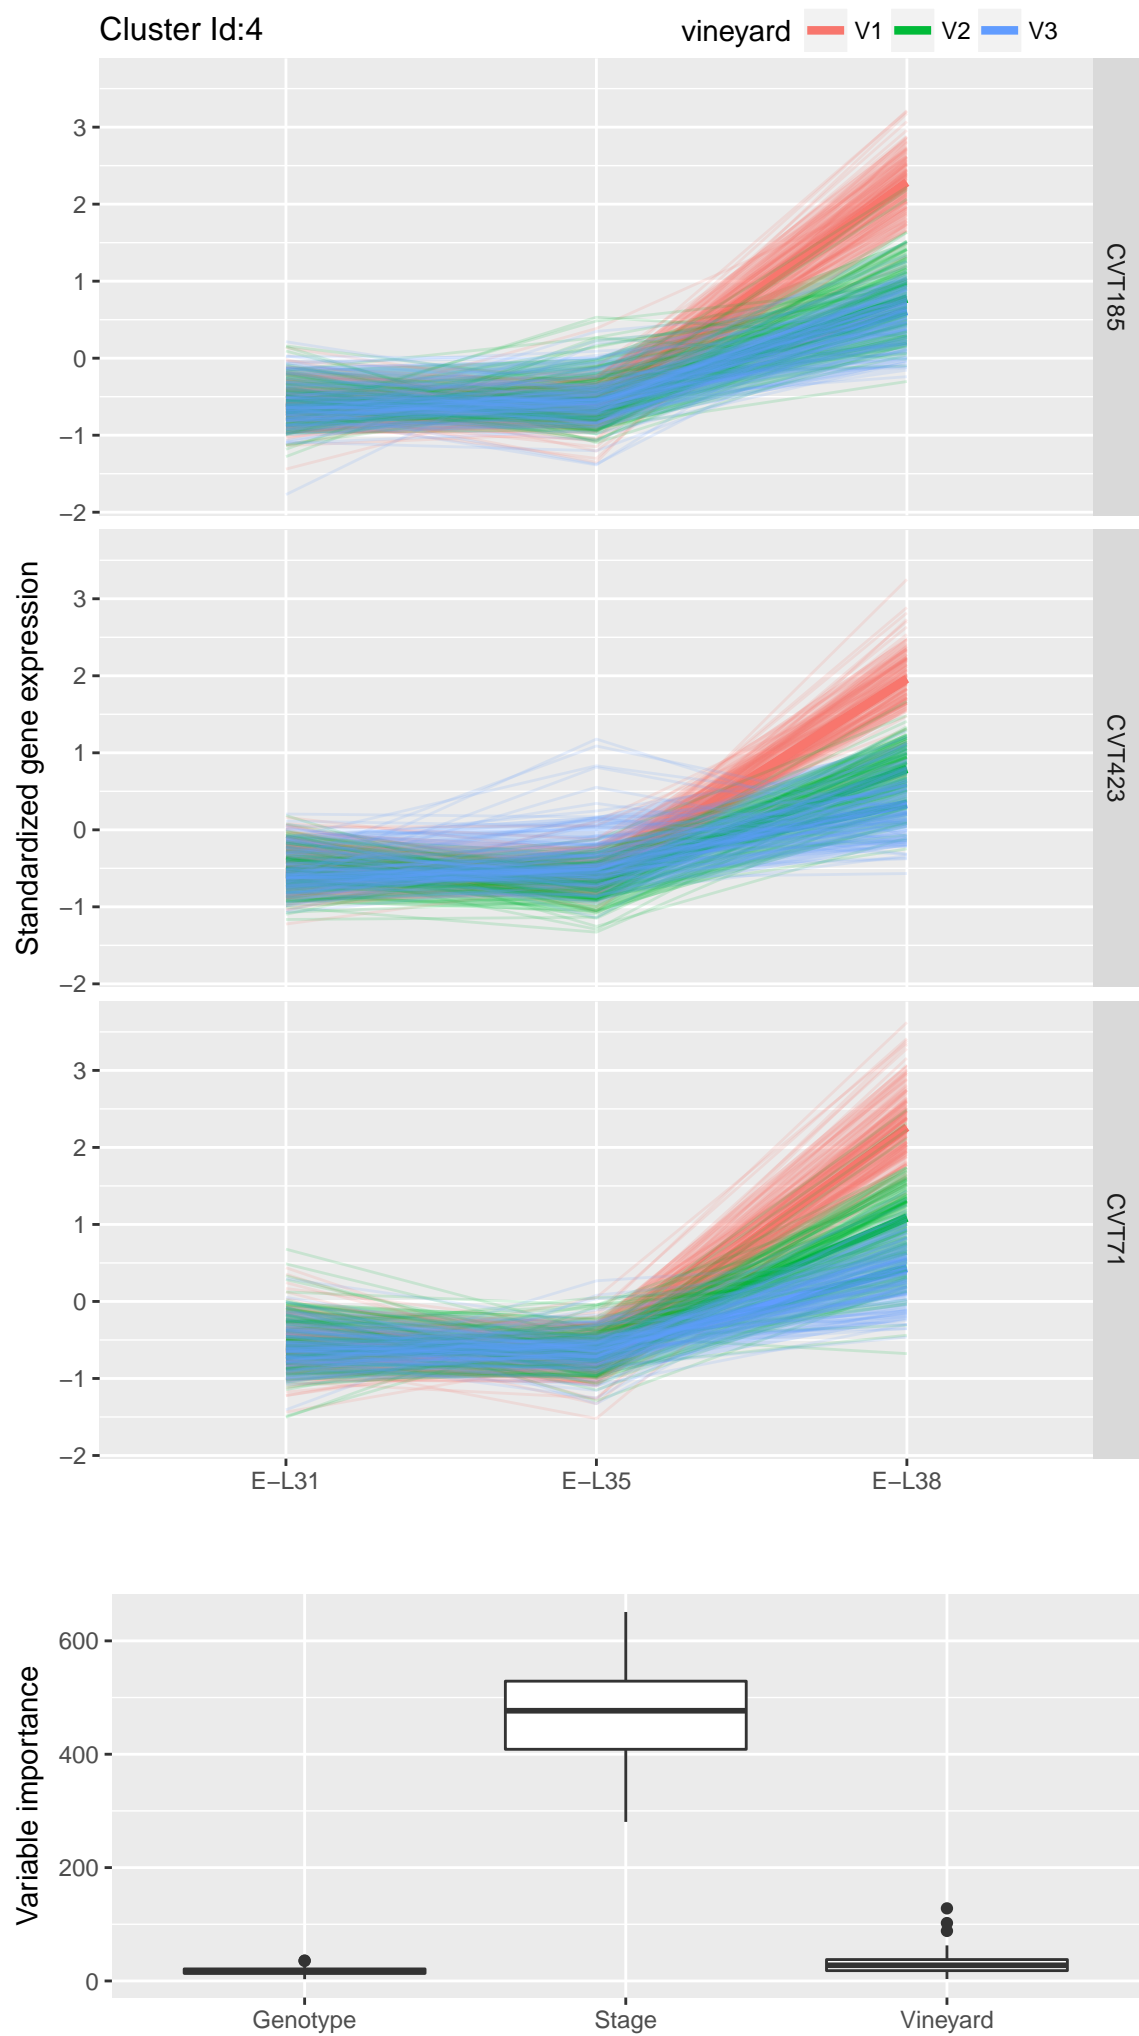

Cluster no. 5

```
## Number of genes in the cluster: 85
## Homogeneity Index:      0.57
## Variable importance for Stage:      Median = 337.4 - Rank = 65
## Variable importance for Clone:      Median = 29.45 - Rank = 9
## Variable importance for Vineyard: Median = 34.23 - Rank = 60
##
## Gene ID                Gene Annotation
## VIT_13s0047g00330 - FAR1-related sequence 3
## VIT_06s0004g02160 - Zinc finger (CCCH-type) family protein
## VIT_14s0060g02640 - Myb family
## VIT_15s0046g01790 - ARID/BRIGHT DNA-binding domain-containing protein / ELM2
## VIT_08s0007g04380 - PAB7 (poly(A) binding protein 7)
## VIT_05s0029g01420 - Ankyrin repeat
## VIT_04s0043g00770 - Pentatricopeptide (PPR) repeat-containing protein
## VIT_13s0067g03210 - AarF domain containing kinase 1
## VIT_14s0083g01010 - Protein disulfide oxidoreductase DSBA oxidoreductase
## VIT_11s0016g02570 - Phospholipase A2 precursor
## VIT_14s0083g01020 - Regulator of chromosome condensation (RCC1)
## VIT_03s0038g04210 - Phototropin-2
## VIT_10s0003g01030 - Unknown protein
## VIT_09s0002g06590 - UDP-glucose:flavonoid 7-O-glucosyltransferase
## VIT_14s0066g01210 - Carbonic anhydrase, chloroplast precursor
## VIT_05s0049g01950 - Tetratricopeptide helical
## VIT_10s0003g04500 - Ankyrin
## VIT_12s0057g00260 - External rotenone-insensitive NADPH dehydrogenase
## VIT_07s0005g00660 - Late embryogenesis abundant protein 5
## VIT_14s0036g00630 - RNA binding motif protein 42
## VIT_01s0127g00470 - Galactinol synthase
## VIT_08s0040g01780 - Lysine decarboxylase
## VIT_04s0023g02810 - Aldehyde Dehydrogenase (VvALDH3F1)
## VIT_02s0025g04180 - Unknown protein
## VIT_14s0060g01490 - DnaJ homolog, subfamily A, member 5
## VIT_03s0038g04730 - Polyphenol oxidase
## VIT_00s0125g00220 - Serine/threonine protein kinase 2
## VIT_15s0021g00470 - Beta-phosphoglucosyltransferase
## VIT_00s0125g00210 - Serine/threonine protein kinase 2
## VIT_08s0007g04240 - Late embryogenesis abundant protein
## VIT_02s0012g02050 - PAP/fibrillin family
## VIT_11s0016g05780 - No hit
## VIT_00s0710g00010 - GCR2-like 1 ABA receptor
## VIT_02s0025g00500 - Unknown protein
## VIT_07s0151g00780 - Hemolysin A
## VIT_07s0255g00090 - CYP82C1p
## VIT_01s0010g02440 - ABC Transporter (VvMRP1 - VvABCC1)
## VIT_18s0001g12710 - No hit
## VIT_01s0026g02520 - Ribonuclease T2
## VIT_05s0077g01230 - SAR1 (secretion-associated ras)
## VIT_14s0006g02510 - Plastid movement impaired 15 (PMI15)
## VIT_11s0118g00240 - Purple acid phosphatase 26
## VIT_02s0087g00930 - (9,10) (9',10') cleavage dioxygenase (CCD4) (VvCCD4b)
## VIT_01s0146g00280 - NAC domain-containing protein (VvNAC01)
## VIT_15s0048g00190 - SPX (SYG1/Pho81/XPR1) domain-containing protein
## VIT_04s0044g00920 - Ankyrin
## VIT_08s0058g01020 - Saposin B domain-containing protein
```

```
## VIT_03s0038g04260 - Chloride channel protein CLC-e
## VIT_08s0007g00830 - Lectin protein kinase
## VIT_04s0008g00470 - Early nodulin Enod93 protein
## VIT_13s0064g00910 - Unknown
## VIT_00s0309g00090 - Expansin (VvEXLB3)
## VIT_00s1455g00010 - Expansin (VvEXLB4)
## VIT_08s0007g00820 - Proteinase inhibitor
## VIT_06s0004g06770 - No hit
## VIT_00s0705g00010 - CYP81E1 Isoflavone 2'-hydroxylase
## VIT_09s0002g00730 - No hit
## VIT_06s0004g04440 - Osmotin
## VIT_18s0041g00270 - R protein PRF disease resistance protein
## VIT_08s0058g00400 - No hit
## VIT_12s0059g01470 - Unknown protein
## VIT_11s0016g04990 - Unknown protein
## VIT_08s0032g00680 - SPX (SYG1/Pho81/XPR1) domain-containing protein
## VIT_11s0118g00620 - Methyltransferase type 11
## VIT_00s0183g00050 - No hit
## VIT_19s0015g02690 - Glutathione S-transferase 25 GSTU25
## VIT_11s0016g02200 - Beta-galactosidase
## VIT_06s0004g06850 - MAPKKK14
## VIT_01s0146g00530 - No hit
## VIT_18s0041g00260 - R protein PRF disease resistance protein
## VIT_04s0044g01040 - basic helix-loop-helix (bHLH) family
## VIT_00s0309g00050 - Expansin (VvEXLB2)
## VIT_03s0091g00670 - Lateral organ boundaries protein 38
## VIT_12s0057g00980 - Phytochrome defective C (PHYC)
## VIT_12s0035g02100 - Glutathione S-transferase Z1 GSTZ1
## VIT_01s0010g00450 - S ribonuclease
## VIT_19s0090g01340 - No hit
## VIT_17s0000g08520 - Pantothenate kinase
## VIT_10s0003g01020 - Unknown protein
## VIT_09s0002g04300 - Hydroxyphenylpyruvate reductase (HPPR)
## VIT_00s0438g00020 - ATPase subunit 9
## VIT_07s0031g01940 - Holocarboxylase synthetase
## VIT_01s0026g01740 - CBS
## VIT_11s0037g00980 - Unknown
## VIT_12s0059g01800 - Unknown protein
```

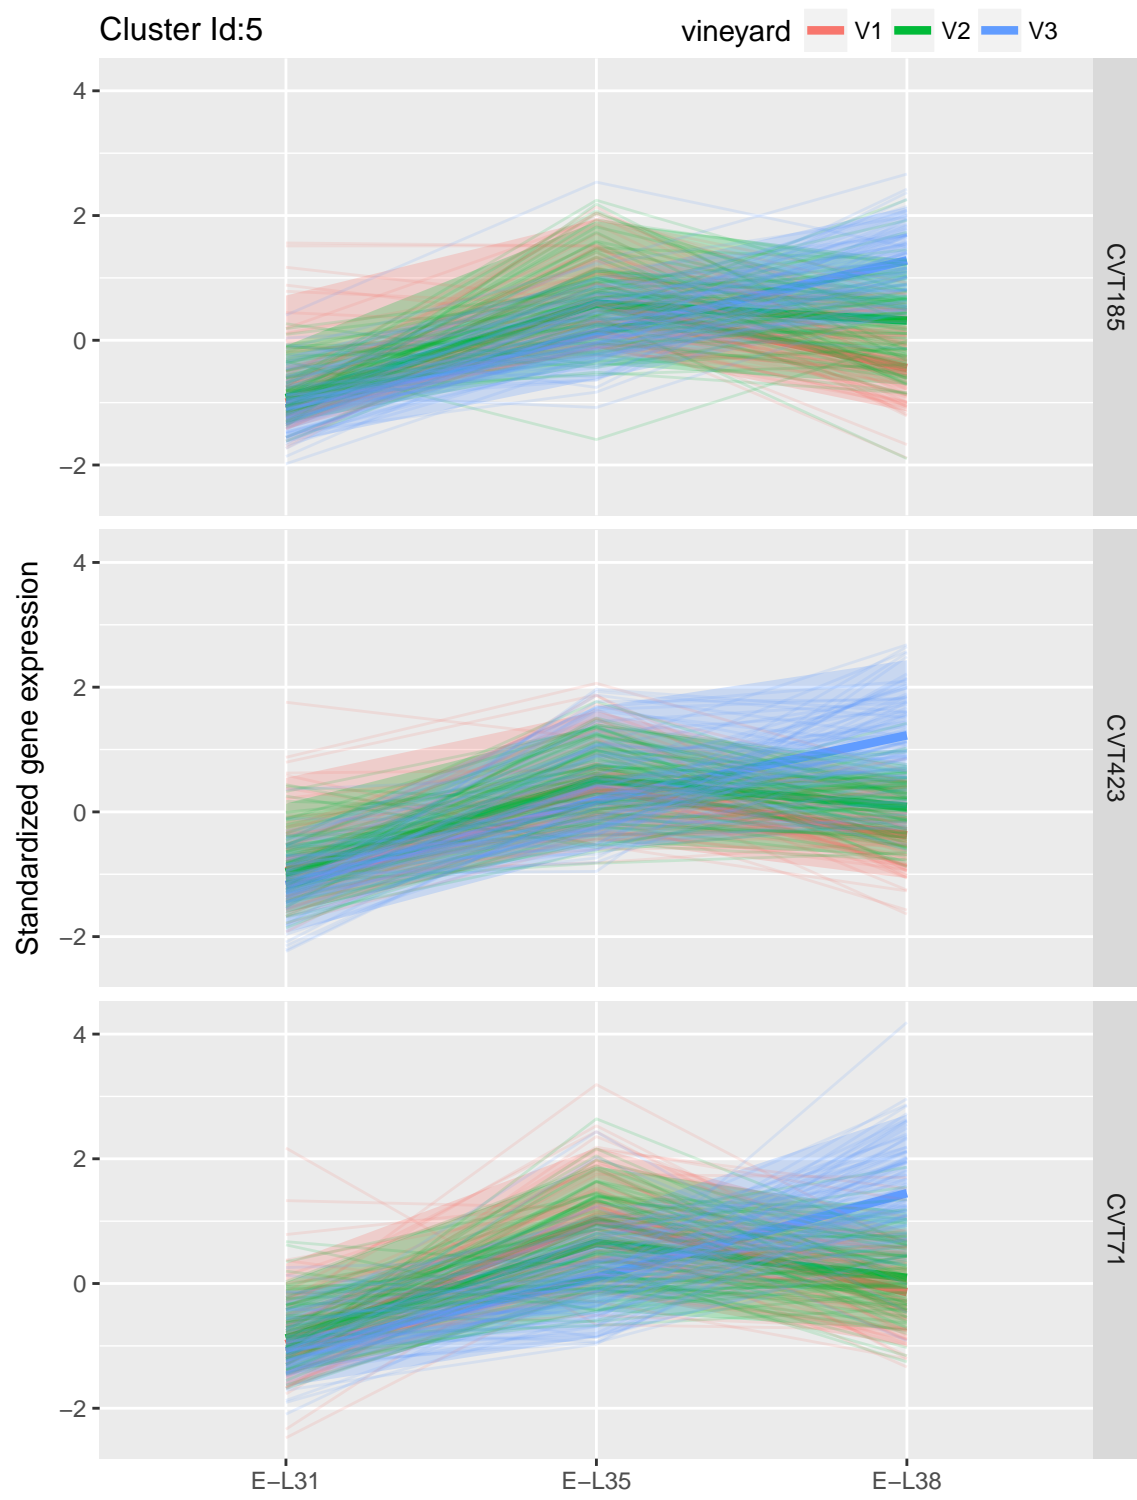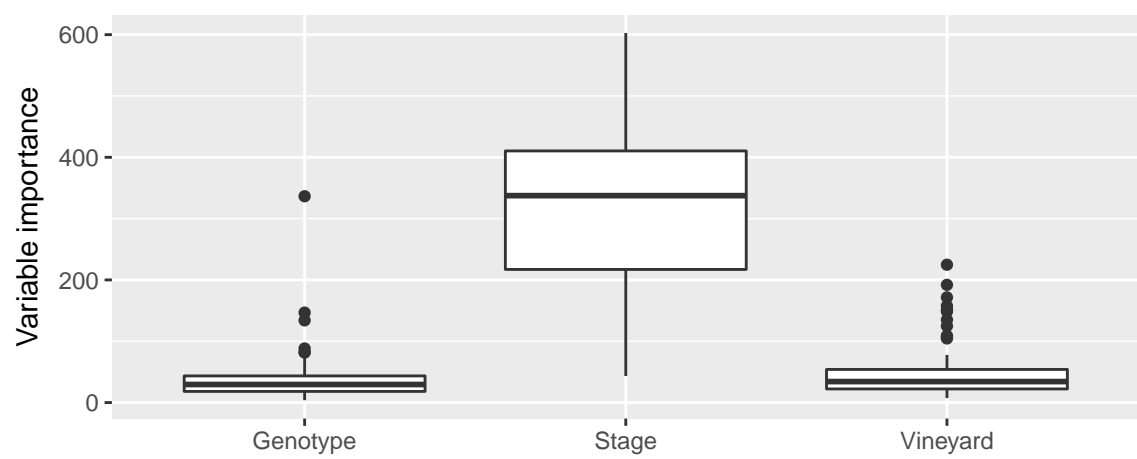

Cluster no. 6

```
## Number of genes in the cluster: 179
## Homogeneity Index:      0.8
## Variable importance for Stage:      Median = 625.7 - Rank = 11
## Variable importance for Clone:      Median = 10.16 - Rank = 107
## Variable importance for Vineyard: Median = 14.3 - Rank = 101
##
## Gene ID                  Gene Annotation
## VIT_03s0038g00330 - EXECUTER1 protein, chloroplast precursor
## VIT_17s0000g07550 - Zinc finger (C3HC4-type ring finger)
## VIT_08s0058g01140 - Unknown protein
## VIT_07s0005g01220 - DnaJ homolog, subfamily B, member 11
## VIT_13s0019g04460 - Phenylalanine ammonia-lyase 2 (PAL2)
## VIT_07s0151g01010 - Pre-mRNA-splicing factor 18
## VIT_08s0058g01290 - Protein kinase AtSIK
## VIT_14s0068g01100 - Unknown protein
## VIT_05s0020g03020 - ARMADILLO BTB Arabidopsis protein 1 ABAP1
## VIT_07s0005g04220 - Receptor-like protein kinase
## VIT_00s0203g00210 - Zinc finger (B-box type)
## VIT_07s0151g00840 - Late embryogenesis abundant protein D-34 (LEA D-34)
## VIT_03s0063g00680 - Zinc metalloprotease pitrilysin sub A
## VIT_01s0010g01090 - Peroxidase ATP23a
## VIT_03s0017g01000 - Amine oxidase
## VIT_04s0008g05420 - SPX2 (SYG1/Pho81/XPR1) domain-containing protein SPX2
## VIT_18s0001g09030 - F-box protein
## VIT_05s0020g01720 - Zinc finger (C3HC4-type ring finger)
## VIT_16s0100g00510 - F-box family protein
## VIT_06s0004g07830 - SOS2 (salt overly sensitive 2)
## VIT_13s0019g05090 - Stage III sporulation protein AA
## VIT_12s0059g01570 - AtZW10
## VIT_00s0194g00110 - 4-nitrophenylphosphatase
## VIT_01s0010g03800 - Unknown protein
## VIT_13s0019g04010 - myb family transcription factor
## VIT_18s0001g03790 - Oxysterol binding protein
## VIT_01s0010g01130 - 6-phosphogluconate dehydrogenase
## VIT_19s0014g00850 - Unknown protein
## VIT_01s0011g04800 - Quinolinate phosphoribosyl transferase
## VIT_04s0023g01300 - Aminopeptidase P
## VIT_00s0125g00250 - Zinc finger (ubiquitin-hydrolase) domain-containing
## VIT_14s0060g01080 - ferroportin
## VIT_18s0001g05770 - Protein phosphatase methylesterase 1
## VIT_13s0067g03840 - Lung seven transmembrane receptor
## VIT_09s0002g01020 - Cation exchanger (CAX9)
## VIT_00s0805g00020 - CDKC;1; CDKC;1 (CYCLIN-dependent kinase C;1)
## VIT_10s0071g01080 - Unknown protein
## VIT_06s0004g02700 - Unknown protein
## VIT_16s0100g00720 - Heat shock transcription factor B2A
## VIT_15s0046g00370 - Unknown protein
## VIT_11s0016g04780 - Ras GTP-binding protein (RAN2)
## VIT_14s0006g02020 - NADH dehydrogenase (ubiquinone) Fe-S protein 1
## VIT_17s0053g00620 - Nascent polypeptide-associated complex subunit beta
## VIT_01s0026g02100 - Unknown protein
## VIT_01s0011g03660 - IMP dehydrogenase/GMP reductase
## VIT_05s0077g01830 - Phospholipase D zeta1
## VIT_01s0010g01230 - Unknown protein
```

```

## VIT_13s0047g00300 - No hit
## VIT_18s0075g00520 - Retrotransposon protein, Unclassified
## VIT_19s0014g01020 - Protein transport protein Sec61 subunit alpha
## VIT_01s0011g00650 - Calcineurin phosphoesterase
## VIT_10s0003g04900 - ARF GTPase activator, ARF-GAP Domain 12
## VIT_14s0108g00450 - No hit
## VIT_03s0091g00360 - Seed maturation protein PM23
## VIT_15s0046g00080 - Yippee
## VIT_05s0062g00890 - Alpha-glucan water dikinase isoform 3, Chloroplast
## VIT_04s0008g02550 - 4-coumarate-CoA ligase
## VIT_05s0062g00900 - Alpha-glucan water dikinase isoform 3, Chloroplast
## VIT_04s0008g06800 - Enhancer of rudimentary protein
## VIT_00s0479g00010 - Protein kinase 6
## VIT_19s0027g00780 - NADH dehydrogenase (ubiquinone) flavoprotein 1
## VIT_05s0077g00650 - Poly(A) polymerase
## VIT_07s0129g00040 - Peptidyl-prolyl cis-trans isomerase-like 2
## VIT_02s0025g01450 - Unknown protein
## VIT_14s0030g00400 - WD40
## VIT_01s0011g01050 - Vacuolar sorting receptor 6
## VIT_11s0016g03200 - Gibberellin oxidase
## VIT_14s0060g01250 - Unknown protein
## VIT_02s0154g00190 - flavin-containing monooxygenase 3
## VIT_18s0086g00710 - 1-phosphatidylinositol-3-phosphate 5-kinase
## VIT_11s0016g02290 - Proteasome protein
## VIT_11s0016g04060 - MUT9-related serine/threonine protein kinase
## VIT_06s0080g01230 - DnaJ homolog, subfamily A, member 2
## VIT_02s0025g03520 - Haloacid dehalogenase hydrolase
## VIT_05s0020g02540 - Endo-1,3;1,4-beta-D-glucanase precursor
## VIT_00s0662g00010 - Acyl-CoA oxidase (ACX2)
## VIT_02s0025g01710 - Unknown
## VIT_11s0016g04950 - NAD+ diphosphatase
## VIT_19s0090g00610 - DNA-binding bromodomain-containing
## VIT_12s0142g00610 - Citrate synthase, glyoxysomal precursor
## VIT_10s0003g01840 - Unknown protein
## VIT_16s0100g00320 - Zfwd2 protein (ZFWD2)
## VIT_07s0141g00280 - CDKC;1; CDKC;1 (CYCLIN-dependent kinase C;1)
## VIT_12s0034g01420 - Hydroxyproline-rich glycoprotein
## VIT_07s0005g03310 - Cofilin
## VIT_05s0020g03160 - Transmembrane protein 49
## VIT_01s0026g01010 - Histone deacetylase complex, SIN3 component
## VIT_05s0020g03860 - Homocysteine S-methyltransferase 3
## VIT_08s0056g01610 - No hit
## VIT_08s0056g00200 - 2,3-bisphosphoglycerate-independent phosphoglycerate mutase
## VIT_00s0233g00180 - flavin-containing monooxygenase 3
## VIT_13s0073g00250 - Urate oxidase.
## VIT_00s0229g00060 - Nodulin MtN21 family
## VIT_13s0019g04410 - Oligosaccharyltransferase complex subunit alpha (ribophorin I)
## VIT_19s0014g04780 - No hit
## VIT_19s0014g02210 - Proteasome
## VIT_13s0106g00780 - Hydrolase, alpha/beta fold
## VIT_04s0008g03860 - Peroxisomal membrane 22 kDa
## VIT_11s0016g02540 - Xaa-Pro dipeptidase
## VIT_01s0010g03680 - Unknown protein
## VIT_02s0012g00930 - Unknown protein
## VIT_04s0008g01380 - Unknown protein

```

## VIT_06s0080g00630	- No hit
## VIT_05s0020g04570	- CBL-interacting protein kinase 7 (CIPK7)
## VIT_00s0598g00010	- CDP-diacylglycerol synthetase
## VIT_01s0011g04350	- fructose-bisphosphate aldolase, chloroplast precursor
## VIT_02s0025g03500	- Unknown protein
## VIT_04s0079g00690	- Glutathione S-transferase (VvGST4)
## VIT_08s0007g04190	- ATPP2-A15
## VIT_03s0038g02240	- Unknown protein
## VIT_19s0015g00450	- RNA recognition motif (RRM)-containing protein
## VIT_14s0219g00250	- Ku70-binding
## VIT_11s0016g01700	- Unknown protein
## VIT_00s0577g00020	- Phosphoglycerate mutase
## VIT_03s0038g03730	- Niemann-Pick C1 protein precursor
## VIT_08s0040g03270	- E3 ubiquitin-protein ligase TRIP12
## VIT_13s0067g03560	- Unknown protein
## VIT_10s0523g00040	- Alternative oxidase 4, chloroplastic/chromoplastic
## VIT_07s0005g01090	- ATP binding protein
## VIT_01s0127g00520	- Protein disulfide isomerase
## VIT_00s0391g00060	- Preprotein translocase subunit SecG
## VIT_05s0020g01730	- Anaphase-promoting complex component APC7
## VIT_15s0046g02640	- Beta-amylase 4
## VIT_15s0021g02140	- Zinc finger (C3HC4-type ring finger)
## VIT_18s0001g13930	- Auxin response factor 5 (Transcription factor MONOPTEROS)
## VIT_19s0093g00160	- Glutathione S-transferase 8 GSTU19
## VIT_18s0122g01280	- Niemann-Pick C1 protein precursor
## VIT_13s0084g00040	- Nuclear transcription factor Y subunit B related
## VIT_18s0001g01510	- No hit
## VIT_17s0000g08890	- Cell division control protein 48 homolog E
## VIT_05s0077g00580	- DnaJ homolog, subfamily C, member 14
## VIT_07s0104g01480	- Cold-induced thioredoxin domain
## VIT_15s0021g02090	- DnaJ homolog, subfamily A, member 2
## VIT_05s0020g01500	- Heat shock factor-binding protein 1
## VIT_18s0076g00330	- Basic Leucine Zipper Transcription Factor (VvbZIP50)
## VIT_01s0127g00680	- SR02 (similar to rcd one 2)
## VIT_05s0020g04520	- AT rich interactive domain 2 (ARID, RFX-like)
## VIT_02s0012g01910	- Unknown protein
## VIT_12s0028g01160	- Transparent testa 12 protein
## VIT_05s0077g00570	- F-box domain containing protein
## VIT_01s0026g00750	- Unknown protein
## VIT_00s0984g00010	- Phosphoglycerate mutase
## VIT_07s0005g05640	- Unknown protein
## VIT_05s0049g02350	- HAD superfamily hydrolase
## VIT_03s0038g01240	- Ubiquinone biosynthesis monooxygenase Coq6
## VIT_14s0006g01030	- Calmodulin-binding heat-shock protein
## VIT_15s0048g02010	- Shaggy protein kinase theta
## VIT_06s0004g05490	- Myosin heavy chain
## VIT_14s0006g02310	- No hit
## VIT_02s0087g00570	- Unknown protein
## VIT_06s0009g00900	- Unknown protein
## VIT_11s0037g01220	- No hit
## VIT_18s0001g05810	- Cytochrome c
## VIT_14s0066g02400	- Mannose-1-phosphate guanyltransferase
## VIT_18s0001g05420	- UNE2 (unfertilized embryo sac 2); carbohydrate transporter
## VIT_09s0002g06420	- Lactoylglutathione lyase
## VIT_11s0016g01070	- Cathepsin H

```
## VIT_01s0010g03610 - RW1
## VIT_16s0022g02340 - fructokinase-2
## VIT_16s0050g02180 - Pyruvate kinase isozyme G, chloroplast precursor
## VIT_18s0089g00410 - Sucrose-phosphate synthase 1
## VIT_15s0046g00150 - DOF affecting germination 1
## VIT_11s0037g00300 - Signal recognition particle receptor alpha subunit
## VIT_02s0025g02440 - GAMM1 protein
## VIT_14s0219g00150 - Succinate dehydrogenase iron-protein subunit
## VIT_04s0008g03260 - Thioredoxin domain containing 14
## VIT_05s0049g02320 - HAD superfamily hydrolase
## VIT_14s0108g00050 - ERF/AP2 Gene Family (VvAP2-02)
## VIT_18s0075g00340 - Sucrose-phosphate synthase - like protein
## VIT_01s0011g00760 - Beta-glucosidase
## VIT_17s0000g05080 - Cleavage stimulation factor subunit 1
## VIT_03s0017g00460 - Magnesium-dependent phosphatase 1
## VIT_01s0026g00990 - Pyruvate dehydrogenase E1 component alpha subunit
## VIT_08s0007g01710 - E-cadherin binding protein
## VIT_18s0001g03450 - Glycine-rich protein
## VIT_09s0054g01880 - Calreticulin interacted protein
## VIT_12s0028g01000 - Unknown protein
## VIT_04s0008g00540 - Oleosin OLE-3
## VIT_17s0000g05150 - Enoyl-CoA hydratase
```

Cluster no. 7

```
## Number of genes in the cluster: 372
## Homogeneity Index:      0.84
## Variable importance for Stage:      Median = 594.8 - Rank = 15
## Variable importance for Clone:      Median = 14.09 - Rank = 77
## Variable importance for Vineyard: Median = 18.79 - Rank = 85
##
## Gene ID                  Gene Annotation
## VIT_08s0056g00190 - Pyruvate kinase
## VIT_14s0036g00930 - Polyubiquitin (UBQ4)
## VIT_17s0000g07010 - 5-azacytidine resistance
## VIT_04s0008g00770 - Glycine hydroxymethyltransferase
## VIT_15s0046g02260 - Myb family
## VIT_01s0011g00300 - SIK1 (serine/threonine kinase 1)
## VIT_07s0031g03160 - U3 small nucleolar ribonucleoprotein protein IMP4
## VIT_12s0057g01300 - Armadillo/beta-catenin repeat family protein
## VIT_01s0146g00440 - Unknown protein
## VIT_14s0060g00970 - Unknown protein
## VIT_07s0104g00590 - Unknown protein
## VIT_07s0130g00050 - Zinc finger (C3HC4-type ring finger)
## VIT_14s0060g02400 - PWWP domain-containing protein
## VIT_00s0174g00190 - Ribosomal protein L5 60S
## VIT_00s0285g00030 - ZFWD1 (zinc finger WD40 repeat protein 1)
## VIT_04s0044g01840 - ARID/BRIGHT DNA-binding domain-containing protein
## VIT_07s0005g04240 - Import receptor subunit TOM22 homolog 2, Mitochondrial
## VIT_18s0001g03890 - No hit
## VIT_11s0016g01470 - Lecithine cholesterol acyltransferase
## VIT_00s0179g00290 - Peptidyl-prolyl isomerase D (cyclophilin D)
## VIT_01s0026g02210 - Unknown protein
## VIT_04s0043g00840 - Armadillo/beta-catenin repeat protein / U-box domain-containing protein
## VIT_14s0066g00390 - Methyltransferase Rrp8p
## VIT_01s0011g05730 - Nuclear pore complex protein Nup155 (Nucleoporin 155)
## VIT_13s0175g00150 - Armadillo repeat-containing protein
## VIT_11s0016g02340 - Cytidine deaminase
## VIT_18s0001g08900 - No hit
## VIT_02s0025g01410 - Acyl-CoA synthetase long-chain member 2
## VIT_17s0000g06340 - putative MADS-box type delta 2b (VviMADSD2b)
## VIT_19s0177g00100 - Translation initiation factor eIF-1
## VIT_07s0005g06730 - PPR2
## VIT_03s0038g04130 - DEAD box RNA helicase
## VIT_09s0002g05940 - Ras GTP-binding protein (RAN3)
## VIT_12s0059g00610 - Auxin-resistance protein AXR1 (AXR1)
## VIT_18s0001g07870 - Unknown protein
## VIT_17s0000g02400 - Toc64 (translocon outer membrane complex 64)
## VIT_00s0264g00120 - Transformer serine/arginine-rich ribonucleoprotein
## VIT_00s0225g00010 - Unknown protein
## VIT_19s0177g00300 - Glucose 6 phosphate/phosphate translocator-like protein
## VIT_19s0090g00450 - Unknown protein
## VIT_18s0001g07630 - NADPH-cytochrome P450 oxydoreductase isoform 1
## VIT_13s0047g00860 - Replication protein
## VIT_00s0181g00210 - Anaphase promoting complex subunit 4
## VIT_00s0370g00030 - CPL1 (FIERY 2);
## VIT_03s0063g00300 - 4-methyl-5-thiazole monophosphate biosynthesis protein
## VIT_18s0001g11380 - Seven transmembrane domain protein
## VIT_01s0011g03740 - GlutaminyI-tRNA synthetase
```

```

How the deposited data were processed for this re-analysis (not part of the article)

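Berries of the Nebbiolo clones CVT71, CVT423 and CVT185 were sampled in the first of the paper's seasons in the vineyards V1, V2 and V3 at E-L31, E-L35 and E-L38, and deseeded before RNA extraction. Each of the 27 groups of clone, vineyard and stage had 3 libraries from separate field plots, 81 in all. The authors removed reads of low quality, clipped adapters, mapped the reads to the PN40024 12X genome with its V1 gene models in TopHat2 2.0.14, and computed the deposited FPKM per library with Cufflinks 2.2.0. The deposited FPKM were not averaged over replicates and not filtered, and 3981 gene models were at 0 in every library. The kit does not mark the strand, so reads of a gene and of an antisense partner cannot be told apart, and Cufflinks divides reads among near-identical copies such as the STS genes.

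Everything below was computed from the deposited FPKM, apart from read counts and mapped shares, which the paper lists for each library. Sample conditions were taken from the column labels and the submitters' sample records. A gene was tested when its FPKM was above 0 in at least 2 of the 3 replicates of at least 1 group, which gave 24481 genes. FPKM plus a pseudocount of 1 was taken to log2 and fitted with limma 3.58.1 in R 4.3.3 (a mean for each of the 27 groups, variance trend, robust moderation), with no replicate block. Moderated F tests gave the stage, vineyard and clone effects and the interaction of clone and vineyard, each averaged over the remaining factors. Moderated t tests gave E-L35 against E-L31, E-L38 against E-L35, V2 against the mean of V1 and V3 at E-L35, V3 against the mean of V1 and V2 at E-L35, and CVT423 against the mean of CVT71 and CVT185. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested. Single vineyards were not replicated, so the tests weigh differences against the spread between libraries of one group, pooled in limma over the 27 groups.

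Gene lists were made by text patterns on the annotations in Table S6 and in the carbohydrate sheet of Table S5, which cover 16056 genes, so they hold only genes that the study kept. According to the paper, genes unrelated to its questions were trimmed on these same libraries before the clusters of Table S6 were built. List members were thus favoured for varying with stage, vineyard or clone, and the tested genes outside Table S6 were not. This can make the list p-values too small. The 27 lists were photosynthesis, stilbene synthase, phenylpropanoid entry, flavonoid and anthocyanin synthesis, sugar transport, xyloglucan endotransglycosylase, cellulose synthase, pectin modification, expansin, pathogenesis-related protein, NBS-LRR resistance, heat shock protein, ribosomal protein, cell cycle, abscisic acid, auxin, ethylene, gibberellin, jasmonate, WRKY transcription factor, lipid metabolism, organic acid metabolism, aquaporin, cuticle and wax, seed storage and maturation, circadian clock, and touch and wound response. Each list was tested in each of the 5 contrasts with limma's camera at a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over the 135 tests, of which 70 were called. Lists of cell wall genes (133 genes, the union of the cellulose synthase, xyloglucan endotransglycosylase, pectin modification and expansin lists) and hormone genes (321 genes) were used for shares of variance. Members of the clusters that the paper names were counted in each contrast without a set test, since the clusters were formed on these samples.

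Shares of variance are sums of squares of the balanced layout on log2(FPKM + 1). The largest term of a gene was taken among stage, vineyard, clone and their interactions, without replicates. Within each stage, the vineyard and clone shares of 8 lists were tested by one-sided permutation with 100000 resamples, vineyard labels permuted within clones and clone labels within vineyards, adjusted over 48 tests, of which 45 were called (24 of 24 for vineyard and 21 of 24 for clone). For the 13 genes that the paper measured by RT-qPCR, 351 comparisons between vineyards within a clone and stage were adjusted together, as were 39 interactions of clone and vineyard within a stage. The principal component analysis used the 27 group means of FPKM on the linear scale. Shares, permutations and figures were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

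The genes named in the text follow a rule set before the data were examined. It takes the genes that the paper measured by RT-qPCR or names with an identifier. For each single contrast it adds the 12 genes with the highest and the 12 with the lowest log2 fold change among annotated genes past the threshold with a mean of at least 5 FPKM on the higher side. These genes also had the same sign in every clone and vineyard combination for a stage contrast, in all 3 clones for a vineyard contrast, and in all 9 vineyard and stage combinations for CVT423 (in all 3 vineyards where fewer than 12 passed), which gave 120 genes. Up to 4 members with the largest moderated t were added for each list and cluster described. Means of some of these genes in Table S5 could be read before.

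Total reads per library ranged from 11416930 to 33698559 (median 23177647) and mapped reads from 9416204 to 28040384 (median 19111723). FPKM ranged from 7.54e-05 to 99599.2, and 24.15% to 32.17% of the gene models were at 0 in a library. Without deposited counts, the counting error of rare transcripts could not be computed.

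The whole procedure was tested on simulated data of the same layout, with 24481 genes of which 200 were changed by 1 log2 unit per comparison. The fit recovered 97% to 100% of the changed genes, and 2.5% to 6.6% of the calls were false. The list test called a list shifted by 0.5 log2 units and 0 other lists, and the permutation test called 12 of 12 changed shares and 0 of 36 unchanged ones. For the fit and the list test, residuals were shuffled for each gene on its own, which removes the correlation between genes. The simulation therefore cannot show how often lists are falsely called in the real data. Changed genes had a mean log2(FPKM + 1) above 1, so recovery of genes at lower FPKM was not examined.

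The alternatives, each changing 1 choice, were a pseudocount of 0.1, a filter of at least 1 FPKM in at least 3 libraries, no filter, quantile normalization, rescaling to the same upper quartile, an added 2-fold limit, and fits without the 7 libraries under 75% mapped reads. Others were leaving out each replicate number or each single library, a replicate block, only the libraries of the stages compared, an estimated correlation for the lists, linear FPKM for the shares, and log2 values or the leading gene left out for the principal components. Chosen after the data were seen were fits without the libraries of E-L31, without the CVT423 groups of V1 and V2, and with implausible values of 0 as missing, and upper quartile rescaling for the lists. Left out were the RT-qPCR values and berry chemistry of the paper, which the deposited data do not hold, and the sheets of Table S5 that were not available.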

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

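The tests of explanations and of differences between V2 effects in this part were chosen only after the result was seen, while the contrast of CVT423 was set before.

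The effect of V2 on stilbene synthase genes changed with stage and clone, which an interaction test singled out. Its median log2 size was larger at E-L35 than over E-L31 and E-L38 by 1.67 (median standard error 0.101), higher in 36 of 36 genes by limma. At E-L38 it was larger in CVT71 than in CVT423 and CVT185 by 1.66 (median standard error 0.175; 34 higher and 0 lower of 36), and at E-L31 it differed by -1.32 (0 higher and 34 lower), whereas at E-L35 it differed by -0.03 (1 higher and 1 lower). The effect of V2 on the 259 NBS-LRR genes was lower at E-L35 than over the other stages by -0.13 (median standard error 0.068; 20 higher and 102 lower).

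Outside Table S6, and so outside the paper's clusters, VIT_19s0177g00090 averaged 6490 FPKM and VIT_07s0005g03420 6110 FPKM in CVT423 of V2 at E-L31, where CVT71 of V2 had 11.2 and 5.69 FPKM and CVT185 of V2 614 and 384 FPKM. There, 382 genes were at least 1 log2 unit higher than in the other clones, 264 of them outside Table S6, and in CVT423 of V1 VIT_19s0177g00090 reached 942, 876 and 19700 FPKM. The tables argue against library size (CVT423 to CVT71 in V2, a ratio of mapped reads of 0.95 against 577 for this gene). They also argue against a library of another stage or clone, since 6 of 6 libraries matched their stage and clone. The clone was judged by the methyltransferase pair below, chosen as low in CVT423 partly on these same libraries, so that part is weaker. Tissue of the seed stays open as a hypothesis, though the berries were deseeded: 3 of 13 low seed markers rose against 352 of 14313 other low genes (one-sided Fisher's exact p = 0.00359), and the whole list had a p of 0.0211 with an estimated correlation (0.0144 preset). Of all 23 markers 4 were higher and 3 lower by limma (median log2 0.08). The oleosin genes VIT_14s0066g00700 and VIT_02s0234g00110, singled out after their values were seen, averaged 455 and 104 FPKM in CVT423 of V2, against 1.06 and 0.315 FPKM in CVT71 and 30.1 and 8.53 FPKM in CVT185, and in CVT423 of V1 were highest in the library with 19700 FPKM above (641 and 152 FPKM). They are not particular to this group, as over all groups at E-L35 and E-L38 they averaged 97.2 to 485 and 25.4 to 89.1 FPKM, and the legumin gene VIT_06s0004g04060, already high in every clone of V2 at E-L31 (198 FPKM in CVT423, 240 in CVT71 and 227 in CVT185), tells little either way, so single markers do not decide. A difference in how the berries of this group developed was not tested.

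A pair of DNA (cytosine-5)-methyltransferase genes, neighbours by the order of gene identifiers since no coordinates were at hand, that the paper does not discuss was low in CVT423: VIT_12s0035g01760 averaged 2.18 ± 1.64 FPKM (SD, n = 27) against 17.1 ± 10.5 FPKM (SD, n = 54), a log2 fold change of -2.44, and VIT_12s0035g01770 0.925 ± 0.557 FPKM (SD, n = 27) against 6.92 ± 3.62 FPKM (SD, n = 54), -1.96. VIT_00s0288g00060, annotated as having no hit, was also low, at 0 in 24 of 27 CVT423 libraries (mean 0.0888 against 5.38 FPKM, log2 fold change -2.48). The tables argue against reads given to other family members, whose summed FPKM differed by 0.978 (standard error 2.72) where the pair lacks 20.9. They also argue against wrong labels of single libraries, since 27 of 27 CVT423 libraries lay below the lowest of the other clones in their vineyard and stage. The pair was chosen as low over these libraries, and a swap of whole clone labels would not show. A change of the clone's own sequence could explain the loss, as the gene models with the identifiers before and after the pair changed by at most 0.07 log2 units, but it cannot be told apart from a lower expression of intact genes, because the deposited table holds no reads.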

How the results depend on the processing

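The label sets, the correlations of replicate numbers, the fits without E-L31, without the CVT423 groups of V1 and V2 and with values of 0 as missing, and upper quartile rescaling for the lists were chosen only after the result was seen.

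All 120 named genes kept their direction and call under a pseudocount of 0.1, both scalings, the replicate block and without replicate 1, 2 or 3 or the libraries under 75% mapped reads. They were chosen for large changes of the same sign throughout, so this tells little about the other called genes. The counts for stage (22901), vineyard (17398), E-L35 against E-L31 (20286), E-L38 against E-L35 (18850), V2 (9664) and V3 (11629) stayed within 1.5 times under every alternative except the 2-fold limit. With that limit 8390 genes were called for stage, 529 for vineyard, 41 for clone, 350 for the interaction of clone and vineyard, 4687 for E-L35 against E-L31, 3094 for E-L38 against E-L35, 442 for V2, 671 for V3 and 17 for CVT423, since the limit itself removes small differences. It also moved the splits: 908 higher and 2186 lower for E-L38 against E-L35, 413 and 29 for V2 (4845 and 4819 without it), 165 and 506 for V3, and 13 and 4 for CVT423. Leaving out replicates or single libraries gave 5847 to 10042 genes for clone (9787 with all), 4742 to 9164 for the interaction (8598 with all) and 4594 to 8435 for CVT423 (8149 with all), the lowest each time without replicate 2, and the cause was not tested. For CVT423, 2702 genes were called from the 27 libraries of E-L35 only and 5223 without the 27 libraries of E-L31; both use fewer libraries. Upper quartile rescaling turned the CVT423 split from 4014 higher and 4135 lower to 5728 and 3038, and quantile normalization the V2 split to 4052 and 6050, that of E-L35 against E-L31 from 8700 and 11586 to 10250 and 9576 and that of E-L38 against E-L35 from 9316 and 9534 to 10852 and 8453; the cause was not tested. No scaling shifted the median of all genes in a contrast by more than 0.092 log2 units.

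Gene lists depended most on the correlation assumed between genes: 14 of the 70 calls held with an estimated correlation. Quantile normalization lost 13 of the 70 and gained 6, and each other alternative run on all lists lost at most 6, so that 63 to 71 lists were called. The ribosomal protein list, CVT423 against CVT71 and CVT185, had the opposite direction under quantile normalization (adjusted p = 0.483 from limma's camera; 0.000273 to 0.546 over its alternatives). The xyloglucan endotransglycosylase list, CVT423 against CVT71 and CVT185, had the opposite direction without the libraries of E-L31 (adjusted p = 0.929 from limma's camera; 0.00034 to 0.929 over its alternatives), and the cause was not tested in either. Of the comparisons of target genes, 178 to 217 passed (199 reported), and no direction turned. The first principal component of the carbohydrate genes held 90.45% on linear FPKM, 68.89% on log2 values and 67.99% without the gene with the largest loading, which shows that 1 gene carries part of it. Values of 0 as missing (226 values of 40 genes, 6 further genes left out) changed no count by more than 1.5 times. Rare transcripts are limited by depth, as 24.15% to 32.17% of the gene models were at 0 in a library.

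With 100 label sets, the real one included, only the real set gave as many genes in each of the 9 tests across genes. The highest of the others was 172 for stage (real 22901), 2701 for E-L35 against E-L31 (20286), 8380 for E-L38 against E-L35 (18850), 1133 for vineyard (17398), 1133 for V2 (9664), 2418 for V3 (11629), 254 for clone (9787), 932 for the interaction of clone and vineyard (8598) and 534 for CVT423 (8149). These sets argue against a chance assignment of single libraries to labels. They cannot tell a factor from a batch or site that follows it. Shuffled clone labels also removed the clone effect, so the sets for the interaction cannot decide about the interaction alone.

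Libraries numbered 1 deviated together from their group means. The numbers are those of the sample titles, and in some groups of E-L35 the data columns are numbered otherwise. The mean correlation was 0.193 between libraries numbered 1, 0.068 for number 2 and 0.05 for number 3. Between different numbers it was -0.052, with -0.114 for 1 and 2, -0.096 for 1 and 3, and 0.054 for 2 and 3. Numbers 2 and 3 thus correlated with each other about as much as each with itself. Deviations cancel within a group, so a shared deviation of number 1 alone makes 1 oppose 2 and 3, and makes 2 and 3 go together. These signs are not further evidence. Of the 81 libraries, 57 correlated best with their own number. Field plots alone do not explain it, because the mean correlation between libraries of different vineyards was 0.105, against at most 0.049 in 1000 shuffles, although it passes the limit of 0.1, set after the values were seen, only narrowly. The mapped share of the reads is argued against as well, with library 1 lowest in 11 of 27 groups and highest in 7. A library or sequencing batch that runs along the numbers may be the source and stays open, since the correlation within a vineyard was 0.102 and neither the paper nor the labels name a batch. A replicate block raised the counts to 11521 for clone, 10850 for the interaction, 9564 for CVT423, 10869 for V2, 12653 for V3 and 18151 for vineyard, gave 22891 for stage, 20488 for E-L35 against E-L31 and 19082 for E-L38 against E-L35, and called 217 target comparisons, 71 lists and 120 named genes; no count moved by over 1.5 times.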

Differences from the paper's values

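The comparison of Table S5 with the deposited values was chosen only after these were seen, and the other tests in this part were set before.

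Of the 4 values set beside the paper's, which are the mean mapped share, the count after the detection filter and the shares of the first 2 principal components of the carbohydrate genes, none lay beyond 1.5 times the value found. The mapped share was averaged from the read counts that the paper lists, so its match was fixed in advance. The paper's shares of genes by stage, environment and clone count the members of its clusters and were not recomputed, so they are not comparable with the genes called by limma. For the detection filter, the paper states 22280 transcripts, and 24481 were kept here when 1 group was enough, 20154 with at least 1 FPKM in at least 3 libraries and 25990 with no filter. Requiring the filter in at least 9 groups, a setting chosen after the values were seen, gave 22288 and dropped 4 genes of Table S6. The shares of the first 2 principal components matched those printed in Figure 3 on linear FPKM, whereas the second held 16.13% on log2 values and 16.29% without the gene with the largest loading, both beyond 1.5 times the figure's value.

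The paper describes NBS-LRR genes, citing Clusters Id 63 and 89, as induced in V2. Of all 259 NBS-LRR genes listed, 33 were higher and 104 lower in V2 at E-L35, while in the clusters cited 64 of 65 and 94 of 146 genes of any annotation were higher, and 47 pathogenesis-related protein genes were higher and 14 lower. The NBS-LRR members of the cited clusters were not counted on their own, so the tally of the whole list cannot decide the statement for them. The excess of lower genes in the whole list is for E-L35 only, where the effect of V2 was lower than over the other stages (median log2 -0.13), since 74 were higher and 80 lower at E-L31 and 73 and 42 at E-L38. The call of the NBS-LRR resistance list, V2 against V1 and V3 at E-L35, was lost with an estimated correlation (adjusted p = 0.346 from limma's camera).

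For the genes measured by RT-qPCR the RNA-seq values of the same season differ in part. VvHT2 is described as higher in CVT71 of V3 from the onset of ripening on, and at E-L35 it averaged 142 FPKM there against 162 and 164 FPKM in V1 and V2, although at E-L38 V3 was highest with 62.9 FPKM. VvGST4 is described as close in pattern to Vv3AT, and both rose at E-L35, but from E-L35 to E-L38 VvGST4 rose from 423 to 741 FPKM while Vv3AT, averaged over clones and vineyards, was not called (adjusted p = 0.0871 from limma). At E-L38 in CVT423, Vv3AT was highest in V3 (6.22 FPKM, against 4.5 FPKM in V2), and VvGST4 was highest in V2 (869 FPKM, against 644 FPKM in V3), whereas in CVT71 both had their highest mean in V3 (4.67 and 923 FPKM). VvUFGT is likened to VvNCED1, which was highest at E-L35, and in V3 the mean of VvUFGT was higher at E-L38 than at E-L35 in each clone, while in the other 6 combinations of clone and vineyard it was highest at E-L35. On other markers of the paper the directions were the same: VvHT1 was highest on average at E-L31 (62.2 FPKM) and expressed at all stages in CVT185 of V2 (65.0, 78.4 and 21.7 FPKM), and VvHT2, VvHT6, VvNCED1, VvAOMT and VvXET32 were highest at E-L35 in all 9 combinations of clone and vineyard.

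In the carbohydrate sheet of Table S5, 848 of 976 genes carry the mean FPKM of the deposited table, and for 127 of the other 128 the printed values equal those of another gene.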

Other observations

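The CVT423 fit without the libraries of E-L31 and the correlations with ripening were chosen only after the result was seen, and the list tests were set before.

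Stage also moved lists of stress, growth and water transport genes. Each call from all 81 libraries in this and the next 2 paragraphs was lost with an estimated correlation. Exceptions were photosynthesis in V2 and phenylpropanoid entry in V3. For the fit without the libraries of E-L31 only the preset correlation was used. At E-L35 against E-L31, 41 of 54 heat shock protein genes were lower and 10 higher (adjusted p = 6.22e-06 from limma's camera), among them a 17.6 kDa class I gene (VIT_13s0019g02930), which fell from 667 to 7.71 FPKM, and at E-L38 41 were higher and 11 lower than at E-L35 (adjusted p = 1.3e-05 from limma's camera), with HSP90-1 (VIT_16s0050g01150) rising from 1.15 to 14.3 FPKM. Ribosomal protein genes were lower at E-L35 (39 higher, 189 lower, adjusted p = 1.88e-06 from limma's camera), as were ethylene genes (25 and 77, adjusted p = 2e-04 from limma's camera) and NBS-LRR genes (55 and 177, adjusted p = 0.000243 from limma's camera, a call lost under quantile normalization). Higher at E-L35 were STS genes (27 higher, 2 lower, adjusted p = 0.00116 from limma's camera), organic acid genes (34 and 14, adjusted p = 0.000621 from limma's camera; phosphoenolpyruvate carboxykinase VIT_00s1995g00010 rose from 303 to 1070 FPKM) and seed markers (14 and 7, adjusted p = 0.0382 from limma's camera, lost under quantile normalization). At E-L38 against E-L35, 16 of 19 aquaporin genes were lower and 2 higher (adjusted p = 5.15e-07 from limma's camera), and TIP1;3 (VIT_13s0019g00330) fell from 697 to 16.8 FPKM. Also lower at E-L38 were lipid (54 higher, 140 lower, adjusted p = 3.49e-06), NBS-LRR (46 and 188; 46 and 189 over the list alone; adjusted p = 5.65e-06), cuticle and wax (2 and 21; 3 and 21 over the list alone; adjusted p = 4.05e-05), jasmonate (4 and 23, adjusted p = 0.00065), ethylene (30 and 63, adjusted p = 0.0134), WRKY (12 and 32, adjusted p = 0.0228) and pathogenesis-related protein genes (25 and 58, adjusted p = 0.0237), all from limma's camera. The cell cycle list rose (56 higher, 30 lower, adjusted p = 0.0225 from limma's camera), with histone H3 (VIT_18s0001g13680) going from 165 to 726 FPKM. The allene oxide synthase gene VIT_03s0063g01820 fell from 22.5 to 1.18 FPKM and a wax synthase gene (VIT_15s0046g00480) from 46.4 to 14.7 FPKM.

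Between vineyards at E-L35, 31 of 41 photosynthesis genes were lower and 1 higher in V2 (32 and 1 over the list alone; adjusted p = 2.37e-13 from limma's camera; adjusted p = 0.0208 with an estimated correlation), and 21 were higher and 8 lower in V3 (adjusted p = 0.0352 from limma's camera, lost without the libraries under 75% mapped reads). Photosystem I subunit III (VIT_00s0125g00280) averaged 40.8 FPKM in V2 and 74.9 FPKM in V1 and V3. Xyloglucan endotransglycosylase genes were lower in V2 (4 higher, 15 lower; 4 and 16 over the list alone; adjusted p = 4.03e-05 from limma's camera). Jasmonate genes were higher in V2 (17 and 6; 17 and 7 over the list alone; adjusted p = 0.000818 from limma's camera) and lower in V3 (5 and 18, adjusted p = 0.000966 from limma's camera), where an allene oxide synthase gene (VIT_18s0001g11630) averaged 69.3 FPKM against 158 FPKM. In V2, aquaporin (12 higher, 2 lower, adjusted p = 0.00236), ethylene (44 and 22; 44 and 23 over the list alone; adjusted p = 0.00398) and gibberellin genes (12 and 3, adjusted p = 0.0212) were higher by limma's camera, and the aquaporin and gibberellin calls were lost under quantile normalization. In V3, 19 of 23 phenylpropanoid entry genes were lower and 0 higher (19 and 1 over the list alone; adjusted p = 9.1e-15 from limma's camera; adjusted p = 3.39e-05 with an estimated correlation), and trans-cinnamate 4-monooxygenase (VIT_11s0065g00350) averaged 6.99 FPKM against 70.7 FPKM. Cuticle and wax genes (6 and 15, adjusted p = 0.0361) and seed markers (3 and 13; 5 and 13 over the list alone; adjusted p = 0.0361) were lower and auxin genes higher (39 and 30; 40 and 32 over the list alone; adjusted p = 0.0492) in V3 by limma's camera, near the threshold and each lost under at least 1 other setting.

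In CVT423, jasmonate genes were lower (2 higher, 14 lower; 2 and 15 over the list alone; adjusted p = 9.04e-07 from limma's camera), but without the libraries of E-L31 8 were higher and 8 lower (adjusted p = 0.0437 from limma's camera). Touch and wound response genes were lower (5 and 23; 5 and 25 over the list alone; adjusted p = 5.53e-05 from limma's camera), and without E-L31 the list was not called (6 and 7, adjusted p = 0.419 from limma's camera). Heat shock protein genes were lower with and without E-L31 (6 and 25, adjusted p = 2e-04, and 5 and 19, adjusted p = 0.00164, from limma's camera), and HSP70 (VIT_08s0007g00130) averaged 71.9 FPKM in CVT423 and 88.7 FPKM in the other clones. NBS-LRR genes were higher (73 and 21, or 75 and 22 over the list alone, adjusted p = 0.00503, and 49 and 14, adjusted p = 0.0226 without E-L31, from limma's camera), a call lost under quantile normalization. Aquaporin (2 and 11; 2 and 13 over the list alone; adjusted p = 0.00812), ethylene (14 and 35; 16 and 35 over the list alone; adjusted p = 0.016) and auxin genes (16 and 30; 17 and 30 over the list alone; adjusted p = 0.0365) were lower and phenylpropanoid entry genes higher (9 and 1; 10 and 1 over the list alone; adjusted p = 0.0225) by limma's camera, each lost under at least 1 other setting. Without E-L31, 16 phenylpropanoid entry genes were higher and 0 lower (adjusted p = 1.23e-10 from limma's camera) and aquaporin genes stayed lower (1 and 7, adjusted p = 0.033 from limma's camera), while ethylene (12 and 21, adjusted p = 0.0901 from limma's camera) and auxin genes (14 and 21, adjusted p = 0.497 from limma's camera) were not called. Without E-L31, WRKY genes were higher (14 and 3, adjusted p = 0.000198 from limma's camera), and over all stages they were not called (8 and 11, adjusted p = 0.557 from limma's camera). The circadian clock list was called in no contrast, with 10 genes higher and 3 lower in CVT423 (adjusted p = 0.162 from limma's camera) and 6 higher and 15 lower at E-L38 against E-L35 (adjusted p = 0.0941 from limma's camera); ELF3 (VIT_04s0008g00660) rose from 16.1 to 44.6 FPKM. Lists and contrasts given neither here nor at a claim were not called.

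Across genes, the difference of V3 from V1 correlated with the change from E-L35 to E-L38 in V2 of the same clone with r of -0.36, -0.27 and -0.24 at E-L38 in CVT71, CVT423 and CVT185, and of -0.04, 0.23 and 0.06 at E-L35, where genes are not independent replicates. Vineyard differences at E-L38, such as those of V3 given above, were therefore not separated from differences in the progress of ripening. A pathogenesis-related protein 4 gene (VIT_14s0081g00020) was listed at 0 in some libraries and far above 0 in their replicates, for example 0, 107.63 and 0 FPKM in CVT185 of V1 at E-L35.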
